# The CCR4-NOT complex contributes to repression of Major Histocompatibility Complex class II transcription

**DOI:** 10.1038/s41598-017-03708-7

**Published:** 2017-06-14

**Authors:** Alfonso Rodríguez-Gil, Olesja Ritter, Vera V. Saul, Jochen Wilhelm, Chen-Yuan Yang, Rudolf Grosschedl, Yumiko Imai, Keiji Kuba, Michael Kracht, M. Lienhard Schmitz

## Abstract

The multi-subunit CCR4 (carbon catabolite repressor 4)-NOT (Negative on TATA) complex serves as a central coordinator of all different steps of eukaryotic gene expression. Here we performed a systematic and comparative analysis of cells where the CCR4-NOT subunits CNOT1, CNOT2 or CNOT3 were individually downregulated using doxycycline-inducible shRNAs. Microarray experiments showed that downregulation of either CNOT subunit resulted in elevated expression of major histocompatibility complex class II (MHC II) genes which are found in a gene cluster on chromosome 6. Increased expression of MHC II genes after knock-down or knock-out of either CNOT subunit was seen in a variety of cell systems and also in naïve macrophages from CNOT3 conditional knock-out mice. CNOT2-mediated repression of MHC II genes occurred also in the absence of the master regulator class II transactivator (CIITA) and did not cause detectable changes of the chromatin structure at the chromosomal MHC II locus. CNOT2 downregulation resulted in an increased *de novo* transcription of mRNAs whereas tethering of CNOT2 to a regulatory region governing MHC II expression resulted in diminished transcription. These results expand the known repertoire of CCR4-NOT members for immune regulation and identify CNOT proteins as a novel group of corepressors restricting class II expression.

## Introduction

Eukaryotic gene expression is a multi-step process that is regulated at all levels from chromatin accessibility to the various steps of transcription, mRNA splicing, nuclear export, mRNA decay and protein translation^1^. One important regulator controlling all different levels of gene expression is the multi-subunit CCR4-NOT complex. This protein complex is evolutionary conserved in eukaryotes and consists of enzymatically active subunits as well as scaffolding proteins^2^. The integrity of the entire complex depends on the catalytically inactive scaffold proteins CNOT1, CNOT2 and CNOT3^2, 3^. Eukaryotic cells contain differentially composed CCR4-NOT complexes, but the dynamics and regulation of this structural diversity is not understood^2^. The four deadenylases (CNOT6, CNOT6L, CNOT7 and CNOT8) are not bound simultaneously and associate with the complex in a mutually exclusive fashion, whereas CNOT4 associates only transiently with the CCR4-NOT complex^4^.

The physiological roles of the CCR4-NOT complex have been extensively studied in yeast where deletion of *NOT1* results in lethality, while deletion of *NOT2*, *NOT4*, or *NOT5* leads to a slow growth phenotype^5^. The physiological function of CCR4-NOT complex proteins were also studied in vertebrates which surprisingly showed a variety of tissue- or organ-specific defects. Deletion of the *Cnot7* gene in mice causes male sterility due to defects in spermatogenesis and teratozoospermia^6, 7^. While deletion of both *Cnot3* alleles is embryonically lethal, heterodeficient *Cnot3* mice show cardiac dysfunction, increased osteoporosis and increased hepatic expression of mRNAs encoding catabolic enzymes^8–10^. A conditional *Cnot3* knock-out results in a block of early B-cell differentiation, which is associated with an impaired autoregulation of the transcription factor EBF1 or p53^11, 12^.

Components of the CCR4-NOT complex are found in the nucleus where they localize at promoters and bind to nascent RNA transcripts, but also in the cytoplasm where they regulate mRNA metabolism and translation from ribosomes^13–16^. At the chromatin level, deletion of *NOT4* or *NOT5* genes leads to impaired acetylation of histones H3 and H4 and diminished tri-methylation of H3K4 in yeast^17–19^. Gene regulation by CCR4-NOT subunits may involve interaction with specific transcription factors such as retinoic acid X receptor or c-Myb and AP-1^13, 20^. In addition, CCR4-NOT proteins can also interact with general components of the transcription machinery. For example, the yeast CNOT1 subunit binds to the TBP-associated factor yTAF while the CCR4-NOT complex increases the incorporation of TFIIS into elongation complexes^21, 22^. The function of CCR4-NOT proteins for transcriptional repression is also reflected by the name giving abbreviation “negative on TATA” for the NOT proteins^23^.

An example for a transcriptionally repressed gene cluster is provided by the MHC II genes. These genes are typically only expressed in thymic epithelial cells (TECs) and professional antigen-presenting cells (APCs) of the immune system such as dendritic cells, B cells and activated macrophages^24^. APCs take up antigen through various mechanisms to allow subsequent processing and loading of the digestion products onto MHC II proteins for presentation to CD4^+^ T-cells^25^. MHC II-mediated antigen presentation is relevant for protective immune responses against invading pathogens and for the maintenance of self-tolerance. The genes encoded in the MHC II region are found in a 0.9 Mb region on chromosome 6p21 and include “classical” (HLA-DP, HLA-DQ and HLA-DR) and “non-classical” genes (HLA-DM and HLA-DO)^26, 27^. MHC II expression is either completely repressed, fully active or amenable for upregulation in response to cytokines such as interferon γ (IFNγ) in endothelial cells and dermal fibroblasts^28^. Transcriptional regulation of MHC II expression is mediated by a regulatory module consisting of four sequence motifs (the S, X, X2 and Y boxes) which are found upstream of the transcription start site in all MHC II genes^29, 30^. Genetic and biochemical studies allowed the identification of four key trans-acting factors that regulate MHC II gene transcription by interacting with the SXY module: Regulatory Factor X 5 (RFX5), RFX-associated protein (RFXAP), RFX-associated ankyrin-containing protein (RFXANK) and, most importantly, CIITA^31–34^. Inappropriate expression of MHC II genes or mutation of genes encoded in the MHC II locus can be causative for a remarkable number of inflammatory, infectious or autoimmune diseases^35^. Also a number of tumor cells, such as primary mediastinal large B Cell lymphomas, display CIITA mutations which result in diminished MHC II expression to allow immune escape of tumor cells^36^. Pathophysiologically relevant downregulation of MHC II expression is also mediated by the Epstein-Barr virus encoded BDLF3 protein to disable the immune system of the infected host^37^.

Here we performed a systematic and comparative analysis of target genes for the CCR4-NOT subunits CNOT1, CNOT2 and CNOT3. We discovered that downregulation of each CCR4-NOT subunit resulted in a CIITA-independent upregulation of MHC II genes by transcriptional derepression. We thus identify another important regulator ensuring the shut-down of MHC II expression in cells not constitutively expressing these genes.

## Results

### Characterization of CCR4-NOT-dependent gene expression

In order to compare the cellular functions of CNOT1, CNOT2 and CNOT3 in a systematic manner, HEK-293T cells allowing the individual knock-down of each subunit were produced. This was achieved by using the pINDUCER system that allows for doxycycline (Dox)-inducible expression of miR30-based shRNAs^38^. This system circumvents potential cellular adaptations to permanent knock-outs and enables a efficient and highly reproducible knock-down. HEK-293T cells were transfected with pINDUCER (pIND) plasmids encoding the individual shRNAs with specificity for CNOT1, CNOT2, CNOT3 or a target sequence against firefly luciferase (Luci) as a control. Stable cell clones were treated with Dox to allow specific downregulation of the individual components of the CCR4-NOT complex as assessed at the mRNA level (Fig. 1A). Western blotting confirmed the efficient knock-down of the individual CNOT subunits at the protein level (Fig. 1B). While the knock-down efficiency was higher for CNOT2 and CNOT3, the reduction in CNOT1 levels were less pronounced, which might be explained by the fact that CNOT1 is the only essential subunit of the complex in yeast^5^. Interestingly, the downregulation of CNOT2 or CNOT3 also impaired protein expression of the other subunits. This crossregulatory effect reflects the commonly observed phenomenon that loss of one component of the CCR4-NOT complex results in the destabilization of further complex members^39–43^. To characterize these cells in more detail, we measured the impact of knock-down of the respective CNOT components on cell proliferation. The CNOT1 knock-down remained without consequences for cell proliferation, which might be due to the limited knock-down efficiency. On the other hand, the prolonged knock-down of CNOT2 and CNOT3 significantly impaired cell proliferation (Fig. 1C). The knock-down did not reduce cell viability (data not shown) or affect the cell cycle profile (Supplementary Fig. 1), thus enabling further functional characterization.

**Figure 1:**
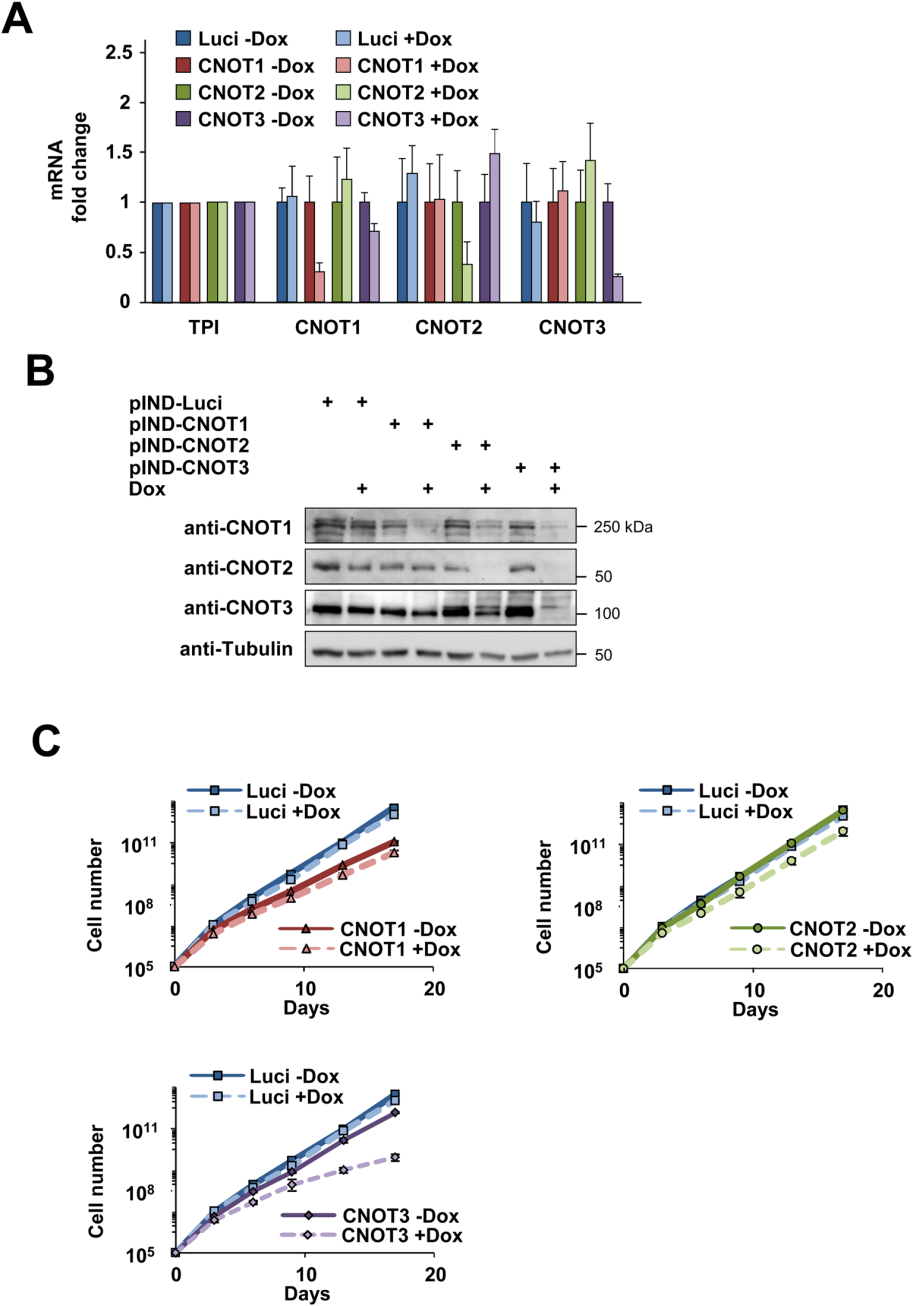
Characterization of human HEK-293T cells allowing Dox-induced downregulation of CNOT subunits. (**A**) Cell clones with a stably integrated pINDUCER plasmid allowing Dox-inducible downregulation of CNOT1, CNOT2 or CNOT3 were treated for 4 days with Dox (1 μg/ml) as shown and analyzed for CNOT mRNA levels by RT-qPCR. Values were normalized to the housekeeping gene TPI (triosephosphate isomerase) which was arbitrarily set as 1 and relative expression levels were determined using the ΔΔCt method. Error bars show standard deviations from two independent experiments performed in triplicates. (**B**) Cell lysates from cells treated as described in (**A**) were prepared and equal amounts of proteins were analyzed by Western blotting for the expression of CNOT1-3 and tubulin as a loading control as shown. The positions of molecular weight markers are indicated. (**C**) The indicated cells were treated with DOX or left untreated as shown, followed by the determination of cell numbers. Growth curves are shown, error bars represent the standard deviation of three biological replicates.

We then performed DNA microarrays to identify CNOT-regulated changes in gene expression. 

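RNA of 8 cultures of HEK-293T cells, an epithelial human cell line, was hybridized to 1 array each in the first experiment. They were the pIND CNOT1, pIND CNOT2, pIND CNOT3 and pIND Luci cells, each left untreated (-Dox) or treated with 1 µg/ml Dox for 4 days (+Dox). Each targeted mRNA had its lowest level on the array of its own knock-down. CNOT1, the scaffold of the complex, was at 5.07 on the log2 scale in CNOT1 +Dox cells, compared with 7.23 in CNOT1 -Dox and 6.64 in Luci +Dox cells. CNOT2 was at 8.96 in CNOT2 +Dox, 9.86 in CNOT2 -Dox and 10.36 in Luci +Dox cells. CNOT3 was at 6.80 in CNOT3 +Dox, 8.96 in CNOT3 -Dox and 9.76 in Luci +Dox cells. The authors took the logarithm of the mean spot signals, corrected the background with the NormExp method on the negative control spots and quantile-normalized the arrays. The deposited log2 values have the same distribution on every array, with a median of 3.34. Between 18 and 90 spots per array have no value. A gene symbol was given for 37051 spots, and the spot with the highest mean over all arrays stands for a gene. Genes with a mean over the +Dox arrays at or above the 25th percentile of all genes were kept, which left 15037 genes. The paper's own quality filter was not repeated here, since the values used here carry no detection call. With 1 array per condition, a difference within this experiment has no replicate check, and the number of arrays limits the precision.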

To analyze the overlap between all three conditions, we discarded those genes which, based on quality filtering, did not have expression values for all three knock-downs. To reveal genes specifically regulated by CNOT subunits we compared genes affected upon knock-down of a CNOT subunit (pIND CNOT + Dox) with controls also treated with Dox but still containing endogenous CNOT (pIND Luci + Dox). Significantly upregulated genes (>2-fold) were detected for CNOT1 (1128), CNOT2 (505) and CNOT3 (947) (Fig. 2A). 

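Relative to Luci +Dox cells, 1724 of the 15037 genes were more than 2-fold higher in CNOT1 +Dox, 1043 in CNOT2 +Dox and 1591 in CNOT3 +Dox cells. Simulated unchanged arrays had 553 such genes per comparison. Genes that were also more than 2-fold higher than in the same line without Dox are named with the largest log2 differences first. In CNOT1 +Dox cells these were DHRS2, a short-chain dehydrogenase, with a log2 difference of 6.87, SCN2B, a sodium channel subunit, with 4.60, and the interferon gene IFNA8 with 4.15. The tyrosine kinase gene FES followed with 3.80 and LEFTY1, a secreted inhibitor of Nodal signaling, with 3.67. Against CNOT1 -Dox cells the same genes had log2 differences of 1.38, 1.09, 3.85, 1.23 and 2.61. In CNOT2 +Dox cells the largest differences were those of MYBPH (4.81), the keratin gene KRT6B (4.40), C11orf87 (4.25), the endothelin receptor gene EDNRB (3.94) and MANSC4 (3.89). In CNOT3 +Dox cells they were those of ARMCX2 (5.25), the serine protease gene PRSS35 (5.21), CEND1 (5.07), the neuronal gene ASTN1 (4.75) and the heat shock gene HSPA2 (4.54). Against the same line without Dox, the genes named for CNOT2 had 4.58, 4.17, 4.52, 3.75 and 3.57. Those named for CNOT3 had 1.33, 1.21, 4.29, 1.27 and 1.12. Without Dox, 1314 genes were already more than 2-fold higher in the CNOT1, 506 in the CNOT2 and 914 in the CNOT3 line than in the Luci line. Against the same line without Dox, 837, 764 and 982 genes were more than 2-fold higher in CNOT1 +Dox, CNOT2 +Dox and CNOT3 +Dox cells, and 289, 361 and 450 were so against both controls. On a second pair of CNOT2 +Dox and Luci +Dox arrays, MYBPH, KRT6B, C11orf87 and EDNRB had log2 differences of 0.07, -0.07, -0.31 and -0.58.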

228 genes were upregulated by all three CNOT subunits, indicating their broad relevance for the CCR4-NOT function. 

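Among the 337 genes that were more than 2-fold higher in all 3 knock-downs than in Luci +Dox cells, PARP10, which is induced by interferon, had log2 differences of 2.95 in CNOT1 +Dox, 2.91 in CNOT2 +Dox and 3.10 in CNOT3 +Dox cells. IFI35, another interferon-induced gene, had differences of 3.77 in CNOT2 +Dox and 4.46 in CNOT3 +Dox cells. ACVRL1, a receptor of the TGF-beta family, had differences of 2.46, 2.72 and 2.97, and TMEM173, which encodes the STING protein of DNA sensing, had 1.09, 1.78 and 1.74. HMOX1, the heme oxygenase induced by oxidative stress, had differences of 1.06, 1.76 and 1.42. These 5 genes, chosen after their values were seen, are among 14 (4.15%) of the 337 genes that were also more than 2-fold higher in each line than in the same line without Dox. Another 157 of the 337 genes passed this threshold in none of the 3 lines. The median log2 difference over the 337 genes was 1.67 against Luci +Dox and 0.51 against the same line without Dox. Against Luci -Dox cells of the same experiment, 98 (29.1%) of them were more than 2-fold higher in all 3 knock-downs. Unchanged arrays simulated against the same Luci +Dox array shared 85.8 genes in all 3 comparisons, and independent lists of the observed sizes would share 12.7. The 3 comparisons use 1 control array.

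**Figure D1:**
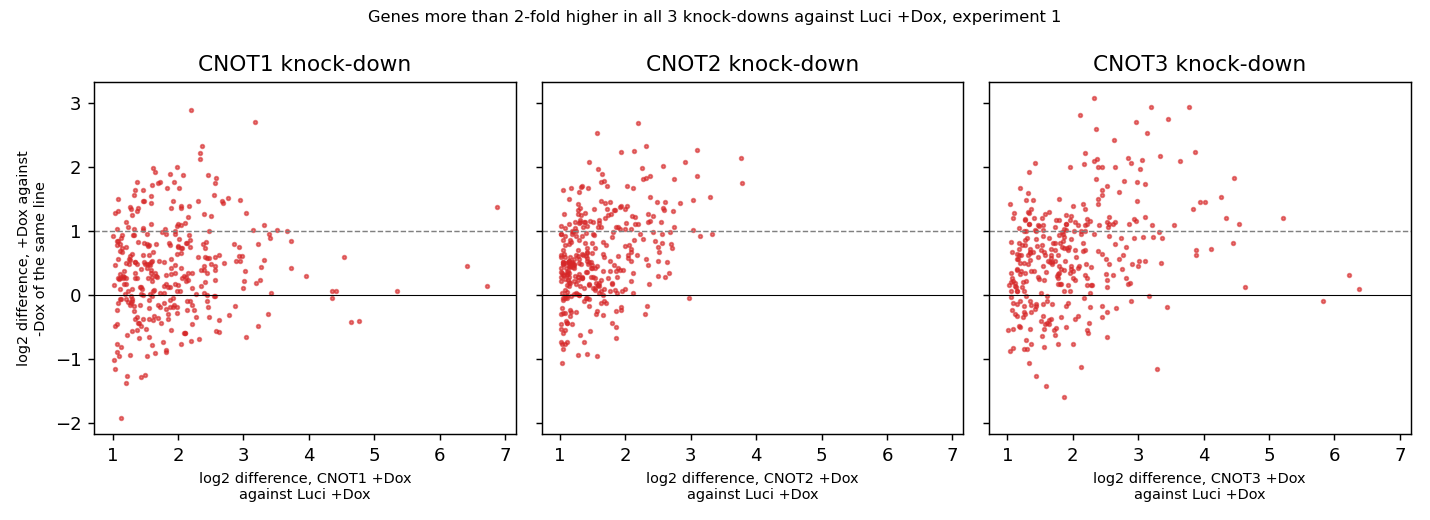
Log2 differences of the 337 genes more than 2-fold higher in all 3 knock-downs, against Luci +Dox cells (horizontal axis) and against the same line without Dox (vertical axis), 1 panel per knock-down and 1 point per gene. Points above the dashed line at 1 are also more than 2-fold higher than without Dox, and 14 genes lie above it in all 3 panels.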

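Relative to Luci +Dox cells, 1561 genes were more than 2-fold lower in CNOT1 +Dox, 669 in CNOT2 +Dox and 1434 in CNOT3 +Dox cells, and 151 genes were lower in all 3. In CNOT1 +Dox cells the neuropeptide gene NPY had a log2 difference of -5.43 and SHISA2 of -4.93, followed by the annexin gene ANXA3 with -3.91 and the neuronal adhesion gene NRXN3 with -3.89. In CNOT2 +Dox cells the serotonin receptor gene HTR2A had a difference of -4.28, C2orf48 of -3.03, ARMC3 of -2.81 and the cadherin gene CDH26 of -2.76. In CNOT3 +Dox cells PLP2 had a difference of -5.81, the transcription factor gene TLX2 of -4.54 and SLFN12 of -4.46. Against the same line without Dox, the genes named for CNOT1 had differences of -1.27, -1.56, -1.61 and -1.39. Those named for CNOT2 had -1.04, -2.47, -1.77 and -1.75, and those named for CNOT3 had -1.39, -1.90 and -1.86. Only genes that were also more than 2-fold lower than in the same line without Dox were named here. This held for 172 of the 1561, 164 of the 669 and 268 of the 1434 genes. C2orf48 was the only gene of the 151 that was more than 2-fold lower than without Dox in all 3 lines, with differences of -1.61, -2.47 and -1.64. Against Luci -Dox cells 18 (11.9%) of the 151 genes were lower in all 3 knock-downs, and unchanged arrays simulated against the shared control array had 85.2 such genes, compared with 6.62 for independent lists. On a second pair of CNOT2 +Dox and Luci +Dox arrays, HTR2A and ARMC3 had log2 differences of 1.20 and 0.77.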

The analysis of downregulated genes allowed the identification of 154 commonly regulated genes (Fig. 2A and Supplementary Table 1). We also analyzed the distribution of the fold regulation under these conditions as displayed in Fig. 2B. 

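Most of the genes past the 2-fold threshold were less than 4-fold different from Luci +Dox cells. Of the genes higher in CNOT1 +Dox cells, 1420 (82.4%) were 2- to 4-fold higher, 250 were 4- to 8-fold higher and 54 were more than 8-fold higher. For CNOT2 these numbers were 882 (84.6%), 135 and 26, and for CNOT3 1260 (79.2%), 259 and 72. Of the genes lower in CNOT1 +Dox cells, 1285 (82.3%) were 2- to 4-fold, 191 were 4- to 8-fold and 85 were more than 8-fold lower. For CNOT2 588 (87.9%), 66 and 15 genes were lower in these ranges, and for CNOT3 1177 (82.1%), 190 and 67. Over all genes the log2 differences had an SD of 0.92 in CNOT1 +Dox, 0.67 in CNOT2 +Dox and 0.91 in CNOT3 +Dox cells. The share of genes within 2-fold of Luci +Dox cells was 78.2%, 88.6% and 79.9%.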

To reveal a potential redundancy between the individual CNOT proteins, we determined the overlap between all genes (n = 4008) regulated by the individual subunits. 

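Genes differed in the number of knock-downs in which they passed the 2-fold threshold against Luci +Dox cells. RAB3C, a small GTPase gene of vesicle transport, had log2 differences of 3.26 in CNOT1 +Dox, 3.10 in CNOT2 +Dox and 4.12 in CNOT3 +Dox cells. Without Dox, RAB3C was already higher by 2.835 in the CNOT1 and 3.205 in the CNOT3 line than the mean of the Luci arrays. Against the same line without Dox it had 0.23 in CNOT1 +Dox and 0.72 in CNOT3 +Dox cells, and 1.985 in CNOT2 +Dox cells over all replicates. NTRK2, the receptor of brain-derived neurotrophic factor, had differences of 2.63, 3.32 and 2.39 against Luci +Dox cells. RAC2, a GTPase of blood cells, had differences of -0.66, 2.91 and 0.10 on the brightest of its 3 spots, and INPP5D, an inositol phosphatase of blood cells, of 0.99, 2.48 and -1.44. Together 5499 genes were more than 2-fold higher or lower in at least 1 knock-down, with a gene that moved both ways counted in each direction. Of these, 3464 (63.0%) were so in 1 knock-down, 1547 (28.1%) in 2 and 488 (8.87%) in all 3. Among the genes higher in exactly 2 knock-downs, 495 were shared by CNOT1 and CNOT3, 195 by CNOT2 and CNOT3 and 150 by CNOT1 and CNOT2. Among those lower in exactly 2, these pairs shared 482, 131 and 94 genes. Counted in both directions were 132 genes that were higher in 1 knock-down and lower in another.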

The majority of genes (58%) was up- or downregulated >2-fold by only one subunit, while 31% and 11% were co-regulated by two or three subunits, respectively (Fig. 2C). This functional diversity is in agreement with the structural diversity of CCR4-NOT complexes^44^. We then performed an enrichment analysis of functional annotations using KEGG (Kyoto Encyclopedia of Genes and Genomes) pathways. The top 10 regulated KEGG pathways are displayed in Fig. 2D and mostly encompass settings with infectious or immunological relevance. All pathways share the regulation of MHC II genes (Fig. 2D). 

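Each of the 10 pathways in Fig. 2D contained 13 MHC II genes with values in this experiment, out of 17 to 109 genes measured. The MHC II genes encode the chains of the peptide receptors HLA-DP, HLA-DQ and HLA-DR and of their helpers HLA-DM and HLA-DO. In the pathway named Intestinal immune network for IgA production, 19 of 28 genes were more than 2-fold higher or lower in at least 1 knock-down, and 9 of 15 without the MHC II genes. In Asthma these were 11 of 17 genes and 1 of 4, and in Staphylococcus aureus infection 18 of 30 and 8 of 17. In Leishmaniasis they were 27 of 49 and 17 of 36, and in Phagosome, the largest pathway, 37 of 109 and 27 of 96. At an adjusted p under 0.05 from Fisher's exact test (two-sided, 10 pathways), 4 pathways were overrepresented among these regulated genes, namely Intestinal immune network for IgA production, Asthma, Staphylococcus aureus infection and Leishmaniasis, and 0 when the MHC II genes were left out. Among the genes more than 2-fold higher in CNOT2 +Dox cells alone these numbers were 10 and 0 pathways. This test compares genes of single arrays and not conditions. The study chose these pathways on the same arrays as its top 10, and the adjustment covers only them. They are therefore not independent evidence.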

Detailed information about the pathway corresponding genes are given in Supplementary Table 2. Candidate transcription factors mediating the expression of CNOT-dependent target genes were suggested by the TRRUST (transcriptional regulatory relationships unravelled by sentence-based text-mining) database^45^ and include CIITA as well as members of the RFX transcription factor family (Fig. 2D). Similarly, also the GO (Gene Ontology) analysis of biological processes revealed the relevance of the CCR4-NOT complex for members for MHC II- related processes (Supplementary Fig. 2).

**Figure 2:**
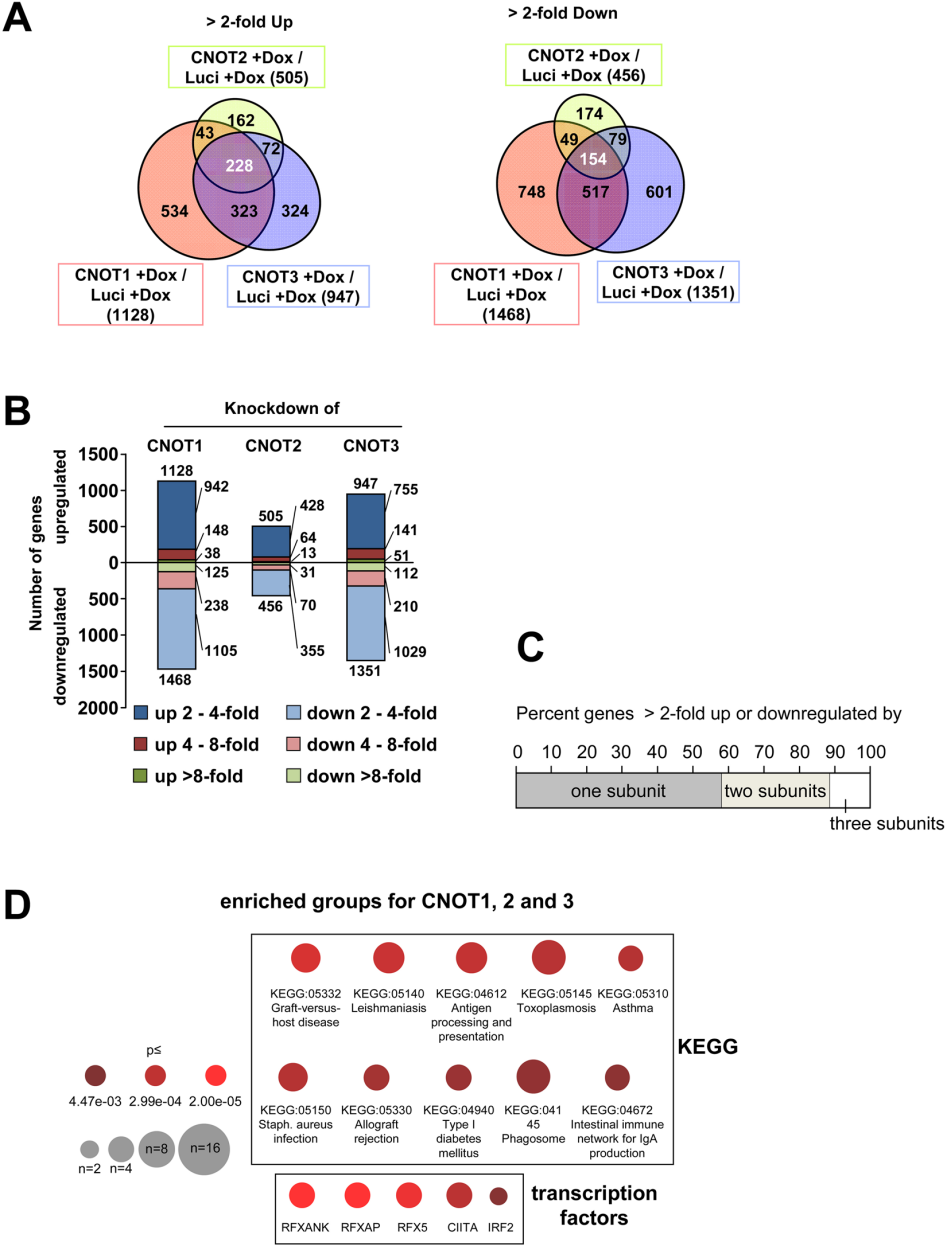
Analysis of CNOT1-3-dependent gene expression. (**A**) Cells were treated for 4 days with Dox and extracted RNA was used to determine transcriptomes using Agilent microarrays. CNOT-dependent genes were identified by comparing gene expression between pIND CNOT + Dox (lacking the respective CNOT subunits) versus pIND Luci + Dox (containing the respective CNOT subunits) to eliminate gene regulatory events attributable to Dox treatment. Venn diagrams show the distribution of genes upregulated or downregulated >2-fold, only genes with significant hybridization signals for all three conditions after quality control filtering are considered. (**B**) The genes identified in (**A**) were grouped according to the magnitude in gene expression change. (**C**) The graph shows the percentage of genes up- or downregulated >2-fold by one, two or the three CNOT subunits, the same filters as in A were applied. (**D**) Upper: All CNOT-dependent genes regulated >2-fold in either direction were subjected to KEGG pathway analysis of regulated gene sets as determined by a Fisher’s exact test for overrepresented groups. Lower: The potential transcription factors mediating the changes in the regulated genes were revealed using the TRRUST database. The size of the circle represents the number of genes in the group and the color represents the p-value of a Fisher’s exact Test.

### CCR4-NOT components as regulators of MHC II expression

The CNOT-dependent regulation of the expression levels of individual MHCII genes was then visualized in a heat map (Fig. 3A). Downregulation of either CNOT2 or CNOT3, and to a lesser extend of CNOT1, led to a consistent upregulation of these genes, as shown when comparing the distribution of the fold change upon CNOT1, 2 or 3 of MHC II members to all the genes in the microarray (Supplementary Fig. 3). 

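Most MHC II genes were higher in the knock-downs than in Luci +Dox cells. HLA-DOA, a chain of the regulator HLA-DO, had log2 differences of 2.94 in CNOT1 +Dox, 3.79 in CNOT2 +Dox and 3.20 in CNOT3 +Dox cells. HLA-DMA, a chain of the peptide exchange factor HLA-DM, had differences of 1.25, 2.34 and 3.10, and HLA-DRB1, which encodes an HLA-DR beta chain, of 1.11, 2.00 and 2.15. HLA-DPA1 had differences of -1.86, 2.05 and 0.85, and HLA-DRA, whose level lay near the background, of -0.96, -0.56 and 0.00. Of the 16 MHC II genes measured, 7 were more than 2-fold higher in CNOT1 +Dox, 10 in CNOT2 +Dox and 7 in CNOT3 +Dox cells, and 1, 0 and 0 were more than 2-fold lower. Their median log2 difference was 0.68 in CNOT1 +Dox, 1.78 in CNOT2 +Dox and 0.87 in CNOT3 +Dox cells. Among 10000 random lists of 16 genes matched on mean expression these medians lay at percentiles 99.4, 100 and 99.9. The study chose the list on these arrays, and the 3 medians share the Luci +Dox array. The percentiles are therefore not independent evidence. The central 95% of the random medians reached from -0.44 to 0.53, from -0.31 to 0.37 and from -0.43 to 0.53. With another Luci +Dox array (replicate 2) as the control, the medians were 0.13 for CNOT1 and 0.81 for CNOT2. The CNOT3 median lay between 0.375 and 1.995 over all filters, normalizations and control arrays tried. With the Luci -Dox array of the same experiment the CNOT2 median was 1.15. From the comparison with all genes on the array, the paper concludes that downregulation of CNOT2 or CNOT3, and to a lesser extent of CNOT1, raises the expression of MHC II genes.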

The co-regulation of MHC II genes by CNOT2 and CNOT3 was also evident when plotting the fold change of each CNOT subunit depletion against the others for the ten MHC II genes with values for all conditions after filtering (Fig. 3B). This analysis showed the highest correlation coefficient for MHC II regulation between CNOT2 and CNOT3 (r = 0.804) and the second highest between CNOT1 and CNOT3 (r = 0.703). 

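HLA-DRB5 and HLA-DRB3, which encode further HLA-DR beta chains, were among the genes with similar log2 differences in CNOT2 +Dox (2.37 and 1.92) and CNOT3 +Dox cells (2.65 and 1.92), while HLA-DRB5 had a smaller difference in CNOT1 +Dox cells (1.09). Across the 16 MHC II genes the log2 differences of CNOT2 and CNOT3 had a Pearson r of 0.82 (permutation test of the gene pairings, two-sided, p = 0.00011, adjusted p = 0.00033, Spearman rho = 0.82). For CNOT1 and CNOT3, r was 0.63 (p = 0.00832, adjusted p = 0.0125, rho = 0.68). For CNOT1 and CNOT2, r was 0.55 (p = 0.0259, adjusted p = 0.0259, rho = 0.59). These are 3 relations across genes, which are not independent replicates, and all share the Luci +Dox array. The permutation test sets r against 0 and makes no allowance for the shared array, so these p-values are not evidence of a shared response. Over all 15037 genes r was 0.40 for CNOT1 and CNOT2, 0.64 for CNOT1 and CNOT3 and 0.47 for CNOT2 and CNOT3, while unchanged arrays simulated against the shared control had 0.50 for each pair. This 0.50 is fixed by the shared control when all arrays have an equal spread, whatever its size. An r below it is therefore not evidence of less than a chance relation. The covariances were 0.245, 0.537 and 0.285, compared with 0.146 in the simulation. Against the same line without Dox, r across the MHC II genes was 0.59 for CNOT1 and CNOT2, 0.07 for CNOT1 and CNOT3 and 0.02 for CNOT2 and CNOT3.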

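Against the same line without Dox, HLA-DOA had a log2 difference of 0.61 in CNOT1 +Dox, 1.75 in CNOT2 +Dox and 2.94 in CNOT3 +Dox cells. HLA-DMA had differences of 0.57, 1.27 and 1.74, HLA-DRB1 of 0.33, 1.35 and 0.82, and HLA-DPB1, which encodes the HLA-DP beta chain, of 1.63, 1.44 and 1.63. The median over the 16 MHC II genes was 0.50 in CNOT1 +Dox, 0.84 in CNOT2 +Dox and 0.93 in CNOT3 +Dox cells, at percentiles 99.8, 100 and 100 of matched random lists. As the list was chosen on these +Dox arrays, these percentiles are not independent evidence either. More than 2-fold higher were 2, 7 and 8 of the genes. Without Dox, HLA-DOA was higher than in Luci -Dox cells by 2.35 in the CNOT1, 2.06 in the CNOT2 and 0.28 in the CNOT3 line. The differences between the 3 knock-downs were not tested, since each has 1 array in this experiment.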

CNOT2 showed the strongest effects on derepression of MHC II genes thus prompting us to investigate the function of this subunit in further detail. 

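In a repeat with 4 further arrays, RNA of CNOT2 -Dox, CNOT2 +Dox, Luci -Dox and Luci +Dox cells was hybridized again, so that each of these groups has 2 arrays, 1 per experiment. CNOT2 was at 8.67 ± 0.41 (log2, SD, n = 2 arrays) in CNOT2 +Dox, 9.79 ± 0.10 (SD, n = 2) in CNOT2 -Dox and 10.17 ± 0.27 (SD, n = 2) in Luci +Dox cells. This is a log2 difference of -1.50 against Luci +Dox cells, with -1.40 in the first and -1.60 in the second experiment (standard error 0.33, adjusted p = 0.638 from limma over all genes). With a replicate block and an intensity trend, chosen after the values were seen, CNOT2 had a standard error of 0.20 and an adjusted p of 0.0287. A second spot of CNOT2, close to the background, had a difference of 0.28. The labels of the second Luci -Dox array disagree, since its title says no Dox and its characteristics say Dox. It was taken as Luci -Dox after its title, which leaves 1 Luci array with and 1 without Dox per experiment, as in Fig. 4B. Some column labels of Fig. 4B appear to be swapped against the sample labels, so the group of this array is not certain. Over 15031 genes the arrays of a group had correlations between 0.957 and 0.970. The values were background-corrected and normalized by the authors as for the first experiment, and 13 to 26 spots per further array have no value. The paper names limma for this comparison and no version. Here limma was fitted to the log2 values of the 8 arrays with 4 group means, no replicate block and the Benjamini-Hochberg adjustment, which leaves 4 residual degrees of freedom. The labels name no experiment. The deposited description speaks of technical replicates, while the paper speaks of a biological and technical replicate and of a new experiment. The SD and p-values measure the spread between these arrays, and how much of it is biological is not known.

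**Figure D2:**
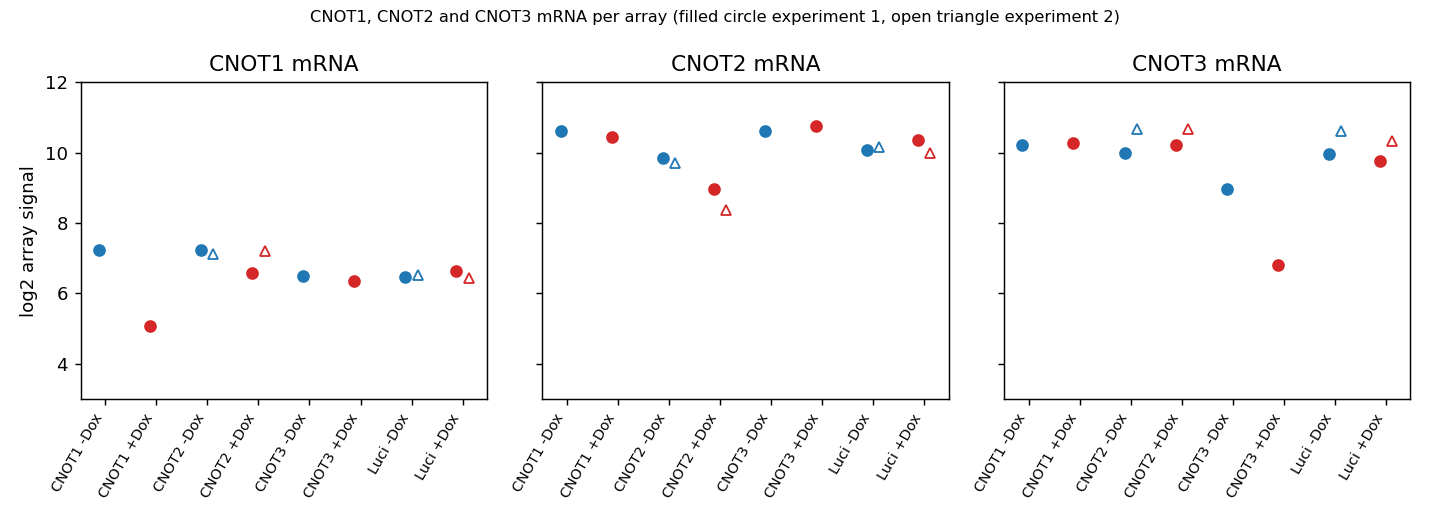
Log2 levels of CNOT1, CNOT2 and CNOT3 (vertical axis) on the 12 arrays by line, with Dox in red and without Dox in blue, filled circles for the first and open triangles for the second experiment. Each mRNA is lowest in the +Dox cells of its own knock-down, with CNOT2 at 8.96 and 8.38 there.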

A biological and technical replicate of the DNA microarray was performed to allow a statistical analysis of the data (Supplementary Fig. 4) and changes in CNOT2-dependent gene expression of all CNOT2 gene arrays are displayed in Fig. 4A. 

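Relative to Luci +Dox cells, the largest log2 differences in CNOT2 +Dox cells, among genes more than 2-fold higher in each experiment, included MANSC4 with 3.38 (standard error 0.45), NTRK2 with 3.27 (0.62), INPP5D with 3.02 (0.46), RAB3C with 3.01 (0.33), the tyrosine kinase gene FES with 2.97 (0.59) and SFN, a 14-3-3 protein of the cell cycle, with 2.86 (0.54). Among the genes lower in each experiment, LINGO2 had -2.58 (0.45) and the zinc finger gene ZNF44 -2.25 (0.37). Relative to CNOT2 -Dox cells, RINL had a difference of 2.89 (0.29), HCLS1, a signaling gene of blood cells, of 2.85 (0.35), and CRKL, a signaling adaptor, of -1.90 (0.32). In limma, 0 of 15031 genes passed an adjusted p under 0.05 in either comparison, with the smallest adjusted p at 0.368, for RINL and RAB3C against Luci +Dox cells. At an unadjusted p under 0.05 there were 489 higher and 317 lower genes against Luci +Dox, and 398 and 204 against CNOT2 -Dox cells. If no gene differed, a share of 0.05 of the 15031 genes would be expected there. The total of 806 against Luci +Dox cells lies above this share and that of 602 against CNOT2 -Dox cells below it. With a replicate block 1747 and 1398 genes had an unadjusted p under 0.05 in these comparisons, and the smallest adjusted p against Luci +Dox cells was 0.0996. The counts at an adjusted p under 0.05 with the block were 0 as well, and with the block and an intensity trend, chosen after the values were seen, they were 27 and 0. More than 2-fold higher and lower were 669 and 320 genes against Luci +Dox, and 579 and 281 against CNOT2 -Dox cells. In each of the experiments they were 327 and 121, and 195 and 87. In Luci cells with Dox, 370 genes were more than 2-fold higher and 281 lower than without. In limma 0 had an adjusted p under 0.05 and 419 an unadjusted p under 0.05, fewer than a share of 0.05 of all genes tested. With 1 array left out, the counts against Luci +Dox cells were 1036 and 644 without the first CNOT2 +Dox array, 732 lower without the second, 882 lower without the first Luci +Dox array, and 1188 and 635 without the second. Against CNOT2 -Dox cells they were 1026 and 560 without the first CNOT2 +Dox array, 690 lower without the second, 1315 and 969 without the first CNOT2 -Dox array, and 491 lower without the second. With Dox in Luci cells they were 1237 and 932 without the first Luci -Dox array, 449 lower without the second, 884 and 542 without the first Luci +Dox array, and 680 and 823 without the second. The counts with 1 array left out come from fits without a replicate block, where a shift shared by an experiment no longer cancels. In Luci cells the serotonin transporter gene SLC6A4 had a log2 difference of -2.32 (0.44) and the interferon-induced gene IFIT2 of -1.85 (0.26). The differences in Luci cells had a correlation of -0.01 between the experiments, compared with 0.32 for CNOT2 +Dox against Luci +Dox and 0.20 against CNOT2 -Dox cells.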

To eliminate possible effects by the Dox treatment or clonal differences between the various cell lines, we only considered those genes which were regulated upon the CNOT2 downregulation (pIND CNOT2 + Dox) compared with both controls pIND CNOT2 -Dox (to eliminate clonal differences) and pIND-Luci + Dox (to eliminate the effects of Dox treatment). This analysis revealed 141 upregulated and 82 downregulated *bona fide* CNOT2-dependent genes (Fig. 4A). 

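More than 2-fold higher against both controls, and not more than 2-fold different with Dox in Luci cells, were 229 genes, while 53 genes were lower. Among the higher genes were 7 of the 14 MHC II genes tested, and also RAC2 with log2 differences of 2.91 against Luci +Dox and 2.59 against CNOT2 -Dox cells (-0.27 and 0.21 against Luci +Dox cells on its other spots), FES with 2.97 and 2.63, and MANSC4 with 3.38 and 2.62. Among the lower genes were AMN1 with -1.96 and -1.62, NFYA, a subunit of the transcription factor NF-Y, with -1.51 and -1.42, and CNOT2 itself. Another NFYA spot had a difference of 0.49 against Luci +Dox cells. Of the 229 and 53 genes, 73 and 10 were so in each of the experiments, and 120 and 26 had an unadjusted p under 0.05 from limma against both controls. At an adjusted p under 0.05 in both comparisons there were 0 genes in either direction. Unchanged groups simulated with the same shared CNOT2 +Dox arrays and the full spread between replicates gave 87.2 higher and 85.9 lower genes. This spread includes shifts shared by an experiment, which cancel between groups. With the spread left after a replicate block, a simulation added after the values were seen, these numbers were 30.3 and 30.2, and independent lists of the observed sizes would share 25.8 and 5.98. Both comparisons use the same CNOT2 +Dox arrays. Without the first CNOT2 +Dox array 517 genes were higher and 237 lower, without the second 294 were lower, and without the first Luci +Dox array 84 were lower.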

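Of 14 MHC II genes tested, 12 had a mean log2 difference above 0 in CNOT2 +Dox compared with Luci +Dox cells, and 9 were more than 2-fold higher and 0 lower. HLA-DOA was at 10.11 ± 0.62 (log2, SD, n = 2 arrays) in CNOT2 +Dox, 8.33 ± 0.58 (SD, n = 2) in CNOT2 -Dox, 6.54 ± 0.93 (SD, n = 2) in Luci +Dox and 6.26 ± 0.56 (SD, n = 2) in Luci -Dox cells. HLA-DRB1 was at 8.63 ± 0.69, 6.91 ± 0.17, 6.49 ± 0.49 and 6.43 ± 0.21 (SD, n = 2) in these groups. HLA-DQA2 had a log2 difference of 0.93 in the first and -1.41 in the second experiment, and HLA-DRA of -0.56 and -0.48. As a group the MHC II genes rose against Luci +Dox cells, with a mean log2 difference of 1.47 (1.61 in the first and 1.33 in the second experiment) and an adjusted p of 3.9e-09 over 40 gene lists in limma's camera. With an estimated correlation the adjusted p was 0.152. Against CNOT2 -Dox cells the mean was 1.25 (0.83 and 1.67), with an adjusted p of 8.7e-08 and an adjusted p = 0.268 with an estimated correlation. In Luci cells the mean difference with Dox was 0.49 (-0.03 and 1.02), with an adjusted p of 0.0250 and an adjusted p = 0.653 with an estimated correlation. Without the second Luci +Dox or the second Luci -Dox array the mean in Luci cells was 0.12 or 0.37 and did not pass. None of the 40 lists passed with an estimated correlation in these comparisons. This correlation was estimated from the fit without a replicate block, where a shift shared by an experiment may add to it. How much of it comes from such a shift was not tested. The list is the study's own and was chosen on the first arrays, so it is not independent evidence. Probes of the near-identical HLA-DRB genes may share transcripts.

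**Figure D3:**
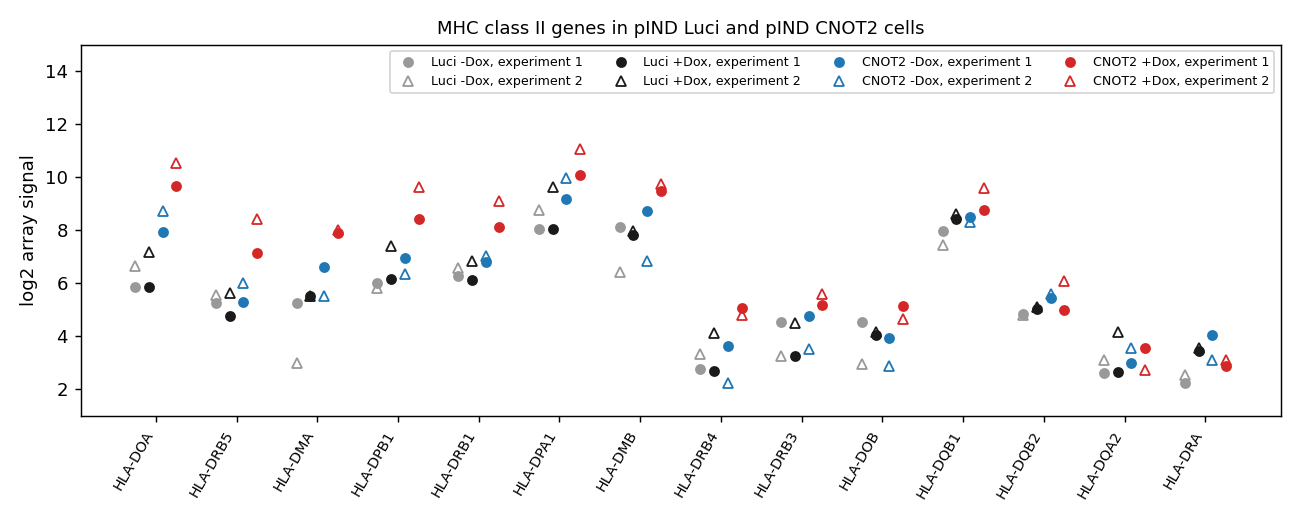
Log2 levels (vertical axis) of the 14 MHC II genes tested on the 8 CNOT2 and Luci arrays, in the order of their mean difference between CNOT2 +Dox and Luci +Dox cells, 1 point per array and 1 color per group. The level of HLA-DOA is 10.11 on average in CNOT2 +Dox cells, above its levels in the other groups.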

A cluster analysis of the different microarray experiments also showed the consistent and specific upregulation of diverse MHC II genes upon CNOT2 knock-down compared to the various control samples, as well as the reproducibility between the replicate samples (Fig. 4B). The KEGG and GO analysis showed the prevalence of MHC II genes in the groups identified (Fig. 4C and Supplementary Fig. 5), while the candidate transcription factors mediating these effects are RFX transcription factor family members and CIITA. 

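Pathways with MHC II genes rose in CNOT2 +Dox compared with Luci +Dox cells. Type I diabetes mellitus (30 genes tested) had a mean log2 difference of 0.90, Intestinal immune network for IgA production (30 genes) of 0.89, Graft-versus-host disease (29 genes) of 0.86 and Antigen processing and presentation (56 genes) of 0.44. Of the 10 KEGG pathways in Supplementary Table 2, 9 passed an adjusted p under 0.05 from limma's camera over these pathways, while Toxoplasmosis had an adjusted p of 0.336. With an estimated correlation 4 of the 10 passed, namely Intestinal immune network for IgA production, Phagosome, Leishmaniasis and Type I diabetes mellitus. Without the MHC II genes, 3 pathways passed, with means of 0.42 for Type I diabetes mellitus, 0.39 for Intestinal immune network for IgA production and 0.31 for Graft-versus-host disease (adjusted p = 0.0174 for each). With a replicate block 1 pathway passed without the MHC II genes, and with an estimated correlation 0 did. Without the second CNOT2 +Dox or the second Luci +Dox array 0 passed. PSMB9, a subunit of the immunoproteasome that generates peptides for MHC class I, had a log2 difference of 2.30. The pathways were chosen by the study on the first arrays and are not independent evidence.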

The magnitude of mRNA upregulation of MHC II genes in relation to all expressed genes of these cells was visualized by MA Plots (Fig. 5A). 

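Levels of different probes cannot be ranked, and in CNOT2 +Dox cells HLA-DPA1 was at 10.58 ± 0.67 (log2, SD, n = 2 arrays), HLA-DMB at 9.62 ± 0.19 (SD, n = 2) and HLA-DQB1 at 9.19 ± 0.58 (SD, n = 2). Their log2 differences against Luci +Dox cells were 1.73, 1.70 and 0.66. HLA-DOA, at 3.58, had the largest difference among the genes that were more than 2-fold higher in each experiment. Near the 25th percentile of all genes, 2.96, lay HLA-DRA at 2.99 ± 0.14 (SD, n = 2) and HLA-DQA2 at 3.16 ± 0.59 (SD, n = 2) in CNOT2 +Dox cells. HLA-DQA1, HLA-DPB2 and HLA-DRB6 had means below it and were not tested. A second spot of HLA-DOA had a difference of -0.37, while all 10 spots of HLA-DRB1 lay between 1.77 and 2.52. In limma's fry, which tests whether the genes move one way on balance, the MHC II genes had a p of 0.0184 against Luci +Dox and 0.0373 against CNOT2 -Dox cells.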

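Against Luci +Dox cells, HLA-DRB5 had a log2 difference of 2.57 (standard error 0.53), with 2.37 in the first and 2.77 in the second experiment. HLA-DMA had a difference of 2.41 (0.72), with 2.34 and 2.47, and HLA-DPB1 of 2.25 (0.57), with 2.26 and 2.23. HLA-DRB1 had a difference of 2.14 (0.42), with 2.00 and 2.28. These genes and HLA-DOA, 5 of the 14, passed limma's test at an adjusted p under 0.05 adjusted over the list alone, with adjusted p-values between 0.00768 for HLA-DOA and 0.0376 for HLA-DMA, while 0 passed over all 15031 genes. With a replicate block and an intensity trend, chosen after the values were seen, HLA-DOA (adjusted p = 0.000506), HLA-DPA1, HLA-DRB1 and HLA-DRB5 (0.0287 for each) passed over all genes. Against CNOT2 -Dox cells, HLA-DPB1, HLA-DRB5 and HLA-DRB1 passed when adjusted over the list alone (log2 differences of 2.38, 2.14 and 1.72, adjusted p = 0.0244 for each) and 0 passed over all genes. At an unadjusted p under 0.05, the measure of Fig. 5B, there were 7 MHC II genes against Luci +Dox and 8 against CNOT2 -Dox cells. The study chose the list on these samples, so the counts over the list alone are not independent evidence.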

The prominent and statistically significant regulation of MHC II genes was also seen in a volcano plot analysis (Fig. 5B). The CNOT2-dependent regulation of representative MHC II and further target genes was recapitulated by RT-qPCR experiments (Fig. 5C). To reproduce these effects of downregulation of CNOT2 in a different cell line, we transfected cells to express a conventional shRNA and measured MHC II expression in U2OS cells. Also these RT-qPCR experiments revealed increased MHC II expression (Fig. 5D), showing that CNOT2-dependent MHC II regulation is not restricted to specific cell lines. Furthermore, also the abrogation of CNOT2 expression via CRISPR-Cas9 resulted in increased expression of selected MHC II genes (Supplementary Fig. 6). To test the effects of CNOT elimination on MHC II expression *in vivo*, we took advantage from the availability of a Cre recombinase-dependent CNOT3 conditional knock-out mouse model (K. Kuba and Y. Imai, unpublished). After tamoxifen-driven CNOT3 deletion, naïve macrophages and T cells were analyzed for expression of selected MHC II genes by RT-qPCR. Ablation of CNOT3 caused significant upregulation of 4 from 6 analyzed MHC II mouse genes in macrophages (Fig. 5E), but interestingly not in T cells (not shown).

**Figure 3:**
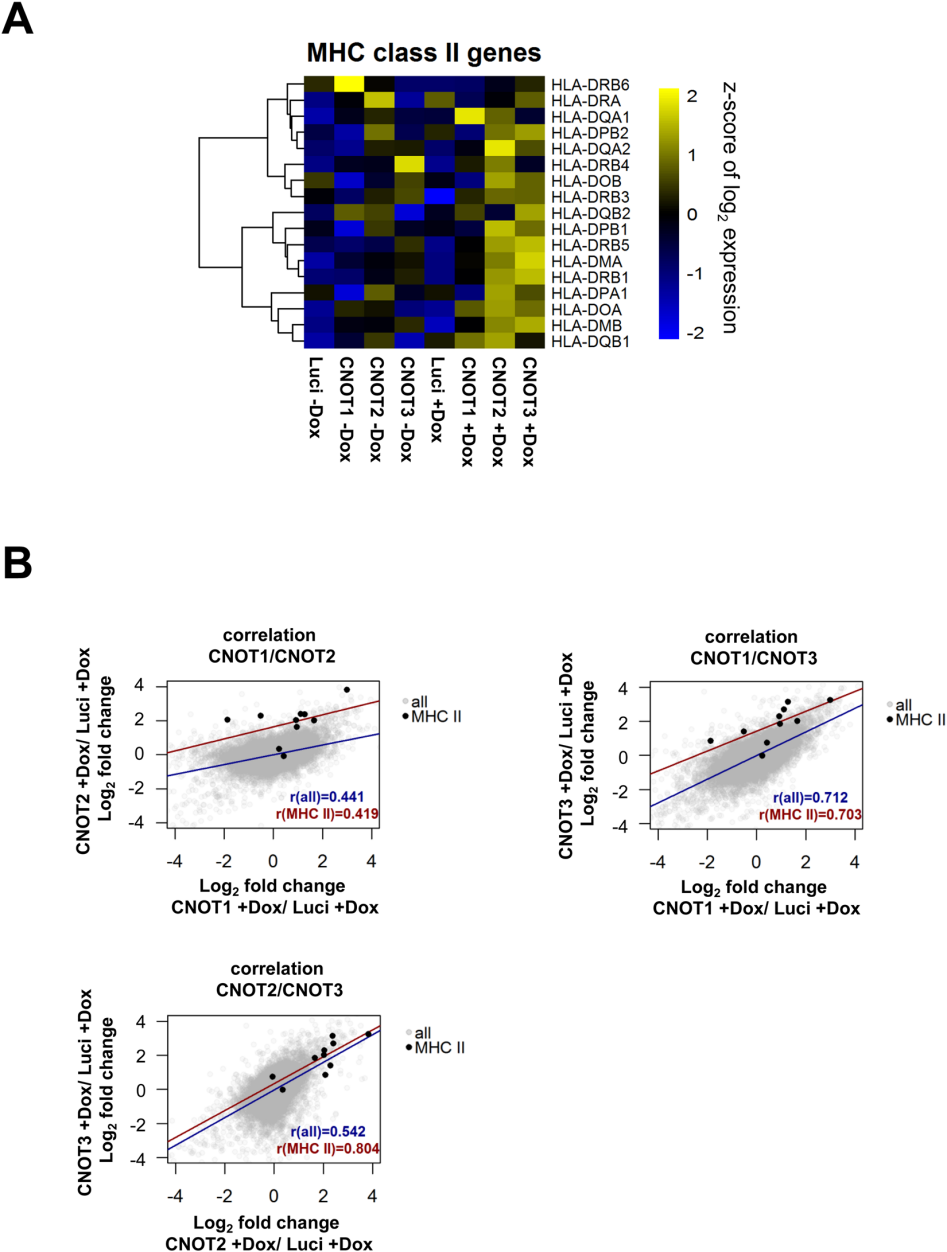
Analysis of CNOT1-3-dependent MHC II gene expression. (**A**) Heat map visualization of MHC II gene expression changes in the different samples as revealed by the microarrays. (**B**) Correlation of the fold changes (in log_2_ scale) in the respective CNOT knock-downs versus the control (pIND Luci + Dox). MHC II genes are marked with black dots. The regression line and r coefficient are shown for the MHC II genes (red) and all data points (blue).

**Figure 4:**
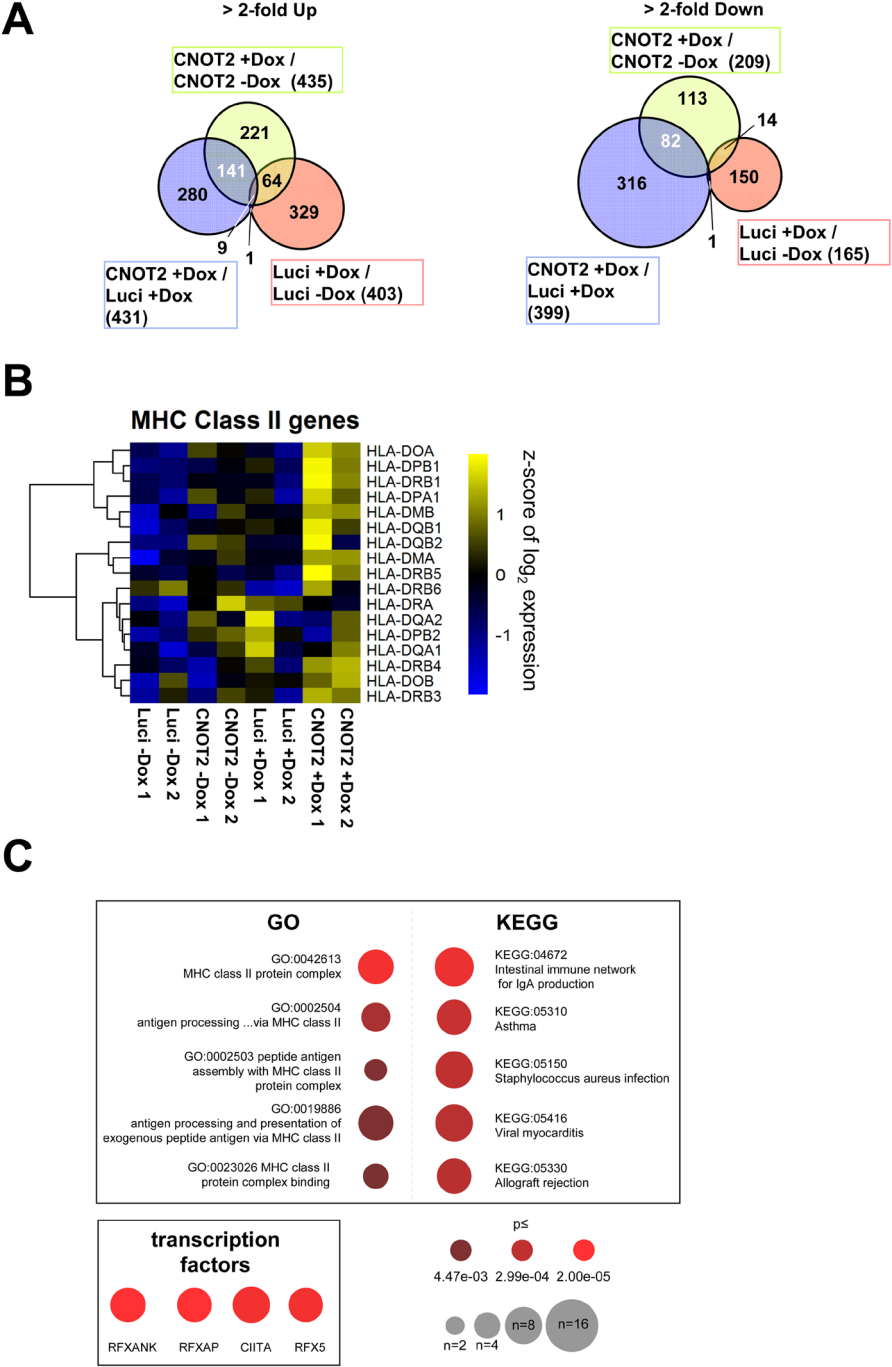
Analysis of CNOT2-dependent transcription programs. (**A**) The 293 T cells with a stably integrated pIND CNOT2 or a pIND Luci control plasmid remained untreated or were treated for 4 days with Dox, followed by analysis of gene expression using Agilent microarrays. The microarray data from the new experiment and from the previous experiment were analysed together using the Limma package of Bioconductor with the R software. Venn diagrams show the overlap of regulated genes more than 2-fold in each of the comparisons indicated. *Bona fide* CNOT2 target genes were identified by simultaneous comparison between pIND CNOT2 + Dox versus pIND CNOT2 -Dox and also between pIND CNOT2 + Dox versus pIND Luci + Dox. This procedure eliminates gene regulatory events attributable to Dox treatment (shown in red) or to the differences in the cell line background. Only genes with significant hybridization signals for all three conditions were considered. (**B**) The heat map visualizes a cluster analysis showing the expression level changes of the MHC class II genes in the different samples hybridized to the microarrays. (**C**) Upper: The 141 upregulated and 82 downregulated CNOT2 target genes identified in (**A**) were analyzed for overrepresentation in the KEGG and GO pathway databases using a Fisher’s exact test, the top 5 pathways are displayed. Lower: Candidate transcription factors mediating the transcriptional changes were revealed by the TRRUST database of transcription factors. The number of regulated genes within the pathways and their statistical relevance are displayed as in Fig. 2D.

**Figure 5:**
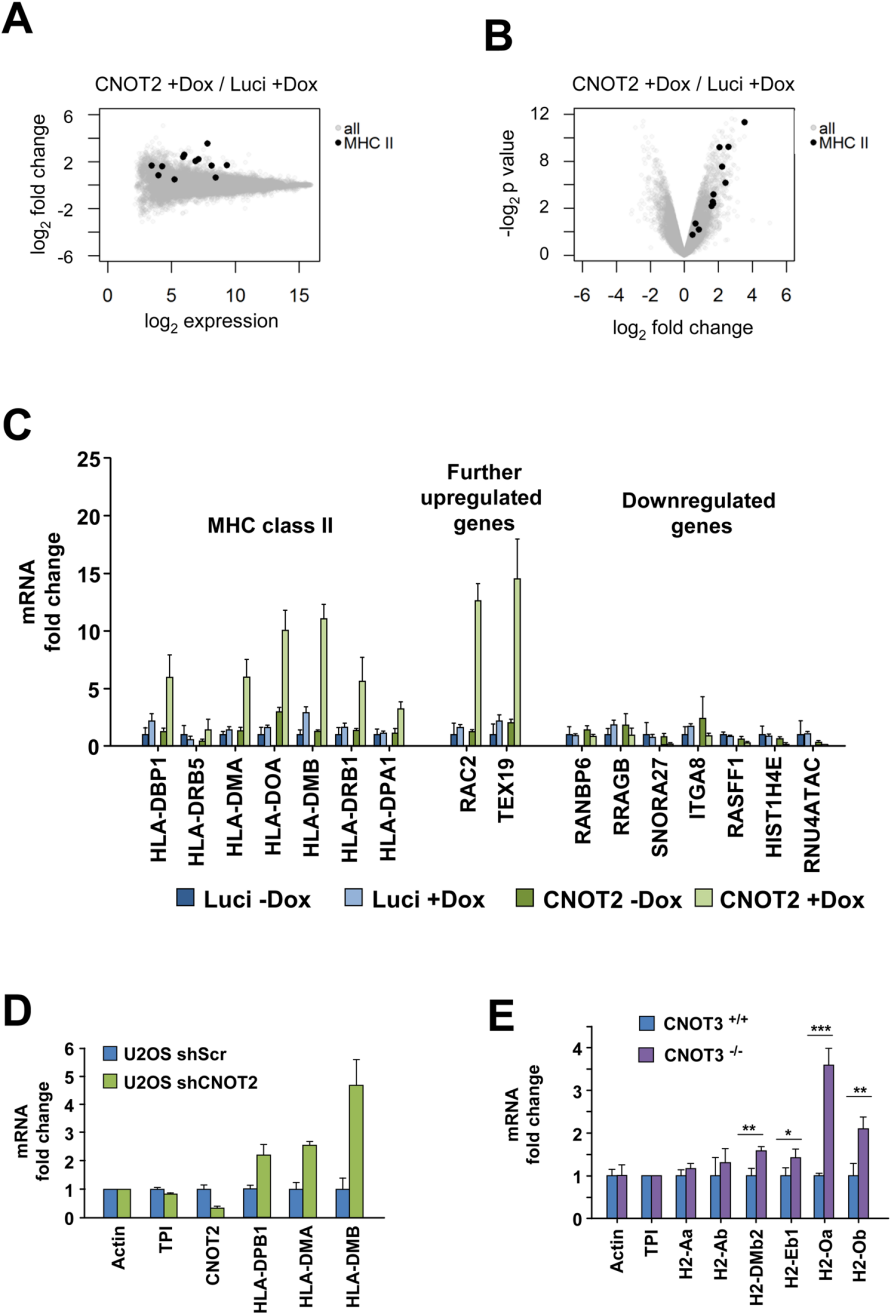
Analysis of CNOT2-dependent MHC II transcription. (**A**) The MA plot depicts log_2_ expression versus log_2_ fold change for all genes (grey) and MHC II genes (black). (**B**) The Volcano plot shows log_2_ fold changes versus log_2_ p-values for all genes and MHC II genes. (**C**) Human HEK-293T pIND Luci and pIND CNOT2 cells were treated for 4 days with Dox to downregulate endogenous CNOT2 and analyzed for expression of the indicated mRNA levels by RT-qPCR. All values were normalized to TPI, the gene expression in control was arbitrarily set as 1 in order to facilitate direct comparison of the data. The error bars represent the standard deviation of three biological replicates. (**D**) Human osteosarcoma U2OS cells were transfected with vectors directing the expression of a CNOT2-specific shRNAs or an unspecific control scrambled shRNA (shScr). Transfected cells were selected for two days in puromycin to eliminate untransfected cells and RT-qPCR was performed to quantitate mRNA levels of some MHC class II genes and to ensure the CNOT2 knockdown. The error bars represent the standard deviation of three biological replicates. (**E**) Mice were treated with tamoxifen to induce the knockout of CNOT3, followed by isolation of naïve macrophages from the bone marrow as specified in Materials and Methods. The mRNA levels of some MHC class II genes were determined by RT-qPCR, the error bars represent the standard deviation from three biological replicates.

### Mechanism of CNOT-dependent MHC II repression

It was then important to investigate the molecular mechanisms underlying CNOT-mediated regulation of MHC II genes. One obvious possibility is the CCR4-NOT-mediated regulation of mRNA stability, which has previously been described for many other genes^46–49^. To investigate this aspect, we measured mRNA decay rates of MHC II genes after CNOT2 depletion using Actinomycin D, an inhibitor of *de novo* transcription. CNOT2 depletion stabilized the mRNA of the DUSP5 control gene, but did not cause detectable changes in the mRNA stabilities of MHC II genes or RAC2, another CNOT2-dependent gene (Fig. 6A). As CNOT2 depletion did not produce a detectable effect on mRNA stabilities we then tested its impact on *de novo* transcription. To address this issue, freshly synthesized RNA was metabolically labeled using 4-thiouridine, which allows for its *in vitro* biotinylation and subsequent Streptavidin-mediated purification^50^. The comparative analysis of total mRNA and *de novo* synthesized mRNA showed that CNOT2 downregulation largely affects the mRNA synthesis steps (Fig. 6B). These results suggest a repressive role of the CNOT2 complex for the entire MHC II gene cluster on chromosome 6, as displayed in Fig. 6C. 

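Of 11 measured genes that lie among or beside the MHC II genes on chromosome 6, PSMB9 was the one that passed limma's test when adjusted over the list alone in CNOT2 +Dox compared with Luci +Dox cells, and 0 passed over all genes. TAP1, a peptide transporter subunit of MHC class I presentation, had a log2 difference of 0.88, the collagen gene COL11A2 of 0.49, HSD17B8 of 0.34, BRD2, a bromodomain protein, of 0.12 and RING1, a Polycomb protein, of 0.14. RXRB and the zinc transporter gene SLC39A7 had differences of -0.25 and -0.30. As a group these neighbors had a mean of 0.37 (0.39 in the first and 0.35 in the second experiment) and did not pass camera (adjusted p = 0.0533, and adjusted p = 0.267 with an estimated correlation). COL11A2 had a difference of -0.18 in the second experiment. Of the MHC II genes in the cluster, HLA-DOB, HLA-DQB2 and HLA-DRB4 had differences of 0.80, 0.48 and 1.53 and did not pass when adjusted over the list alone. From its measurements of mRNA stability and synthesis, the paper proposes a repressive role of the CNOT2 complex for the whole MHC II cluster.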

To study the potential effects of CNOT2 depletion on the chromatin structure of this locus, we queried the chromatin accessibility using the FAIRE technique^51^. These experiments allowed to detect open chromatin structures at the promoter regions of the MHC II locus, but failed to reveal any CNOT2-dependent alterations for the tested regions (Fig. 6D). The transcription regulator CIITA was identified as a candidate for CNOT2-mediated transcriptional effects (see Fig. 2D) and is a master regulator of gene expression from the MHC II locus^30, 52, 53^. To test its potential relevance for CNOT2-mediated MHC II gene regulation, HEK-293T cells with a stably integrated pIND CNOT2 plasmid were treated with Dox as shown, followed by transfection of either CIITA or the GFP control protein. Overexpression of CIITA caused a robust activation of the endogenous HLA-DPB1, HLA-DMA and HLA-DOA genes, but this stimulatory effect was not further augmented upon CNOT2 depletion (Fig. 7A). The lack of CNOT2-dependent effects on CIITA-driven gene expression was also seen in luciferase reporter assays. Expression of a luciferase reporter plasmid controlled by the CIITA-responsive proximal and distal XY boxes from the HLA-DRB1 gene was also not affected by CNOT2 knock-down (Supplementary Fig. 7). These data suggest that the CCR4-NOT complex does not contribute to expression of the CIITA-activated locus and is rather necessary to maintain the locus in its inactive state in cells not poised for MHC II expression. To directly test the effect of CNOT2 promoter recruitment on gene expression we used a reporter construct containing binding sites for the DNA-binding Gal4 protein between the two XY boxes of the reporter construct to allow tethering of a Gal4-CNOT2 fusion protein. HEK-293T cells were transfected with a luciferase reporter gene containing the XY boxes together with the Gal4 binding sites or a control lacking the Gal4 binding sites along with plasmids encoding CIITA, Gal4 or a Gal4-CNOT2 fusion protein. The analysis of luciferase expression showed that tethering of CNOT2 to the construct repressed transcription (Fig. 7B) both in the presence and absence of CIITA, in line with a repressive role of CNOT2 for *de novo* transcription of MHC II genes.

**Figure 6:**
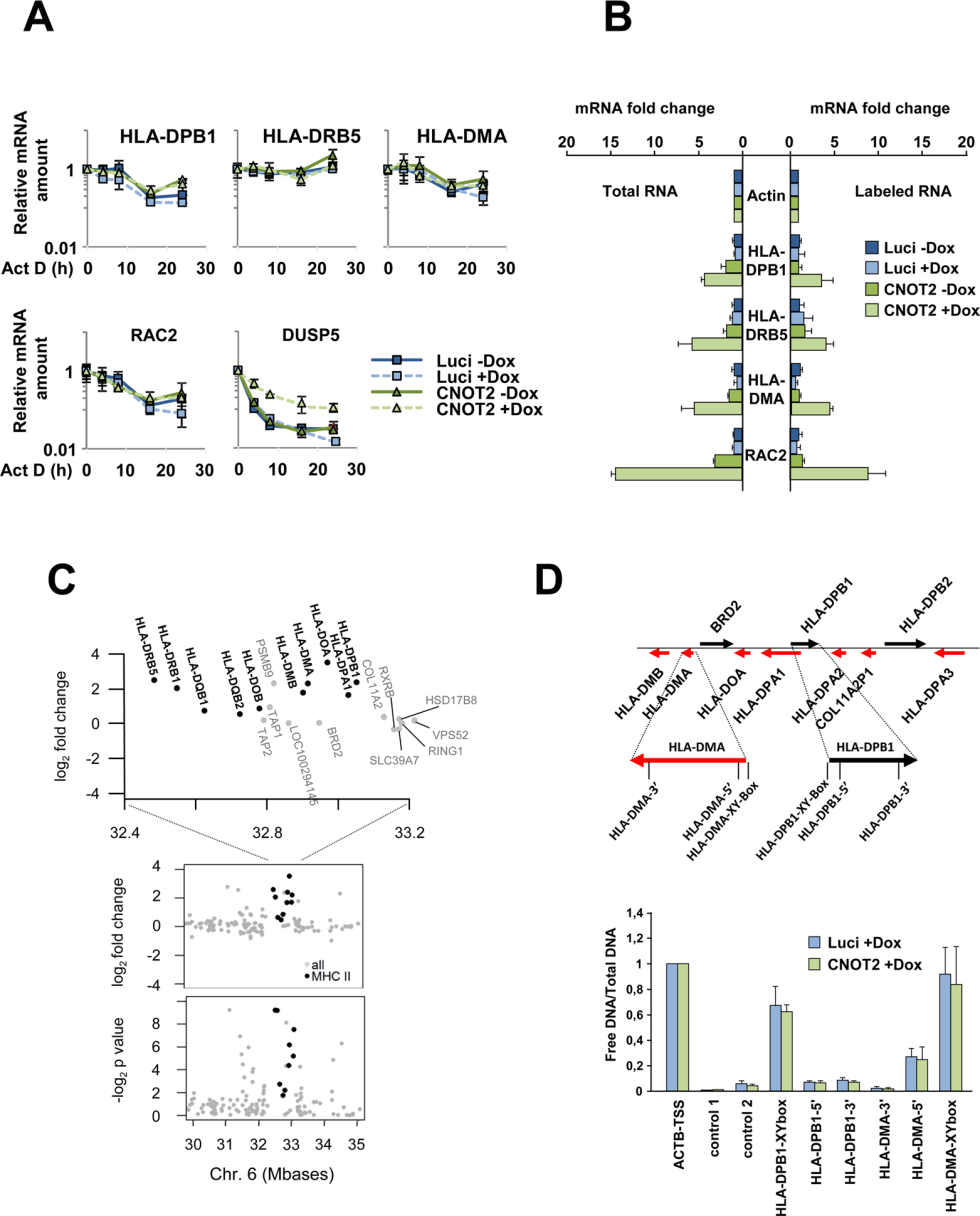
Mechanisms of CNOT2-dependent repression of MHC II transcription. (**A**) HEK-293T pIND Luci or pIND CNOT2 cells were incubated for 4 days in the presence of Dox to downregulate CNOT2. Subsequently the cells were treated with 1 μg/ml of Actinomycin D for the indicated times to block *de novo* transcription and relative mRNA levels of CNOT2 target genes were quantified by RT-qPCR and normalized to the Actin levels. To facilitate comparison, all mRNA levels in the controls not treated with Actinomycin D were set as 1. The error bars represent the standard deviation of three biological replicates. (**B**) HEK-293T pIND Luci or pIND CNOT2 cells were treated for 4 days with Dox to downregulate CNOT2 as shown. Subsequently 4-thiouridine was added for 20 min and RNA was isolated by Trizol extraction. One tenth of the RNA was used for cDNA synthesis and RT-qPCR, while the remaining RNA was biotinylated *in vitro* and purified via Streptavidin-coupled beads as specified in Materials and Methods. The purified RNA represents the *de novo* transcribed fraction which was further analyzed by cDNA synthesis and RT-qPCR. The results show changes in gene expression, error bars represent the standard deviation of three biological replicates. (**C**) The CNOT2-dependent changes at the MHC II locus on chromosome 6 are shown with p-value of the differential expression (lower panel) and as fold changes (upper panels). The position of the loci on chromosome 6 is indicated, the MHC class II genes are highlighted in bold. (**D**) Quantification of free DNA versus chromatinized DNA as determined by FAIRE in the depicted regions of the MHC class II locus. The upper part shows a schematic representation of the locus, the lower part displays the results with error bars representing standard deviations from two biological replicates. The transcription start site for the beta Actin gene (ACTB-TSS) was used as a positive control.

**Figure 7:**
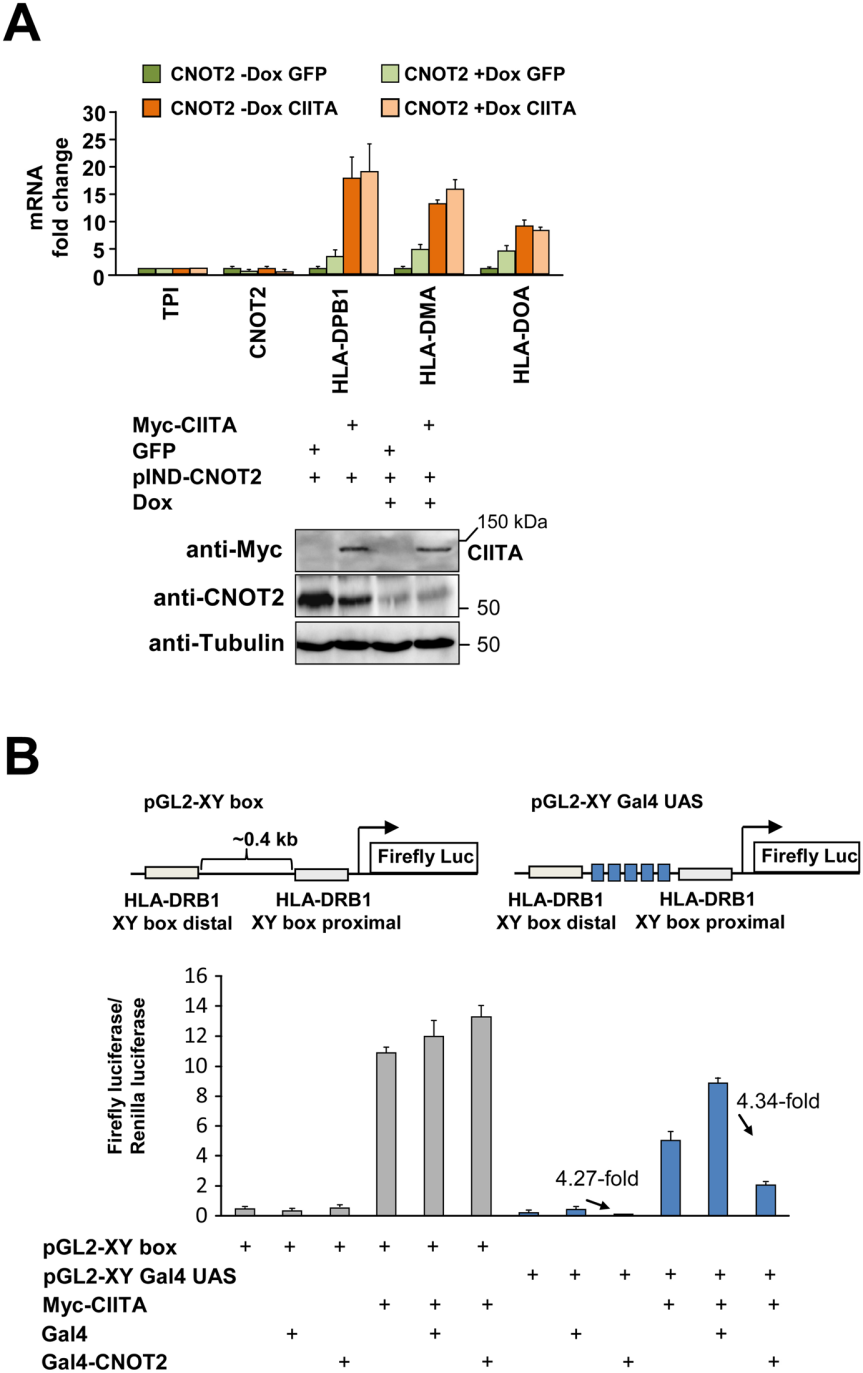
DNA tethering of CNOT2 mediates repression of MHC II transcription. (**A**) The HEK-293T cells with a stably integrated pIND CNOT2 plasmid were transfected to express either CIITA or as a control the GFP protein. Following Dox-mediated knock-down of CNOT2, one part of the cells was lysed for subsequent use by Western blot analysis (lower), while the other part was used to determine expression of endogenous MHC II genes by RT-qPCR. The error bars represent standard deviations from three biological replicates. (**B**) HEK-293T cells were transfected with two different reporter constructs: One construct encompasses the proximal and distal XY boxes from the HLA-DRB1 promoter (left), while the other reporter construct contains additionally 5 binding sites for the yeast Gal4 protein (blue boxes at the right site). These different reporter genes were cotransfected with expression vectors for CIITA, Gal4-CNOT2 or the Gal4 control. The graph shows firefly luciferase activity obtained from transfected plasmids with the indicated constructs, normalized to the *Renilla* luciferase control. Fold repression achieved by CNOT2-Gal4 expression compared to Gal4 alone is indicated in the graph. Error bars represent the standard deviation from three biological replicates.

## Discussion

Here we identify components of the CCR4-NOT complex as novel regulators ensuring repression of the MHC II locus, as revealed by various loss-of-function models in cells and animals. Constitutive expression of MHC II genes is repressed in most cells and mostly restricted to APCs and TECs, while IFNγ triggers its expression also in epithelial, vascular, and connective tissue^24^. Unregulated or poor MHC II expression can cause autoimmune or infectious diseases and cancer, thus adequate regulation of MHC II expression is tightly controlled by a hierarchically organized network at all levels of gene expression^54, 55^. Expression of MHC II genes is also observed in some other physiological situations, for example in a subpopulation of human neural stem cells^56^. Increased expression can be also found in tumors such as hepatocellular carcinoma^57^, although in most cases cancer cells downregulate MHC II expression to avoid an anti-tumoral immune response^36, 58^. Intriguingly, also the expression of MHC class I genes can be restricted by mRNA deadenylation upon tethering of the CCR4-NOT complex via the RNA-binding protein MEX-3C^59^.

The repression of MHC II transcription is mediated by a variety of molecular mechanisms, but the exact target of CNOT-mediated repression remains to be identified. We did not see significant changes of chromatin accessibility at various MHC II loci using FAIRE, which does not exclude the possibility that other genomic loci in this area might show differences in chromatin organization. The repressing function of CNOT2 on transcription from the MHC II locus occurred after Gal4-dependent tethering of this protein. It is currently not clear whether CNOT2 (or CNOT1 and CNOT3) are associated with the DNA or chromatin and whether this is mediated by direct or indirect effects. A direct repression could be achieved by direct constitutive association of CNOT2 with chromatin at the MHC II locus. Such a mechanism has been described for CNOT1 and CNOT2 for repression of hormone-inducible genes, although CNOT2 chromatin recruitment occurred in an estradiol-inducible fashion^13^. Indirect effects of CNOT-mediated transcriptional repression could involve the association or regulation of transcription factors. Examples for such a mechanism are interactions of CNOT1 with estrogen receptor α, CNOT9 binding to c-Myb^20^ and CNOT2 interaction with ERG^60^.

An obvious candidate for CNOT2-mediated effects is the master regulator CIITA, but we do not favor a role of this transcriptional regulator for several reasons: (I) the epithelial cell lines used in this study do not contain significant CIITA levels (data not shown). 

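RFX5, RFXANK and RFXAP, the subunits of the RFX complex that binds MHC II promoters, had log2 differences of 0.08, 0.26 and -0.51 in CNOT2 +Dox compared with Luci +Dox cells, and a second spot of RFX5 had 0.78. RFX5 and RFXANK were well above the background, at 9.67 ± 0.21 and 12.44 ± 0.61 (log2, SD, n = 2 arrays) in CNOT2 +Dox cells, and RFXAP was at 7.54 ± 0.45 (SD, n = 2). CIITA, the master regulator of MHC II genes, was at 2.68 ± 0.26 (SD, n = 2) in CNOT2 +Dox and 2.08 ± 0.06 (SD, n = 2) in Luci +Dox cells, below the filter, so it was not tested. Its spots had differences of 0.02 and 0.60. NFYB and NFYC, subunits of NF-Y, had differences of -0.62 and -0.02, and CREB1 of 0.10. Of the 7 regulators tested, 0 were more than 2-fold higher and NFYA was lower, with 0 past limma's test when adjusted over the list alone and 1 at an unadjusted p under 0.05. As a group they had a mean of -0.32 (adjusted p = 0.248 from camera, and adjusted p = 0.634 with an estimated correlation). A change of CIITA was not detectable at this signal.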

(II) neither CIITA, nor components of the RFX complex (RFXANK, RFXAP and RFX5) and further coactivators of MHC II expression were upregulated by CNOT2 knock-down (Supplementary Fig. 8). (III) published CIITA target genes^61^ show only a minor overlap with CNOT2 target genes identified here and their expression is not significantly affected upon CNOT2 knock-down (data not shown). (IV) Published genomic binding sites of CIITA^62, 63^ do not control genes that are regulated by CNOT2 (Supplementary Fig. 9). (V) the knock-down of CNOT2 did not augment CIITA-triggered expression of MHC II genes as measured in reporter gene assays and for the endogenous genes. Thus, we anticipate that CNOT2-mediated effects on MHC II expression occur by one of the known CIITA-independent mechanisms^64, 65^. Upregulation of MHC II genes did not occur after knock-out of CNOT3 in T cells (data not shown) or after knock-down of CNOT2 in Raji B cell lymphoma cells (Supplementary Fig. 10). These findings would support a model where cells with high constitutive MHC II expression are not regulated by CNOT proteins, while cells with absent or inducible class II expression including naïve macrophages would be repressed by CNOT proteins^66^. Future studies should reveal the relative contribution of CNOT subunits for the regulation of class II expression in different cell types.

The systematic analysis of gene expression in cells lacking CNOT1, CNOT2 or CNOT3 revealed a set of jointly and individually regulated genes. However, the relative degree of conjointly gene expression cannot be precisely determined, as the elimination of one CCR4-NOT subunit can also lead to the destabilization of further members of this complex. 

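The single CNOT1 +Dox and CNOT3 +Dox arrays can be set against a replicate spread only if they are assumed to vary like the CNOT2 and Luci groups. Under this assumption, with limma on all 12 arrays, 9 genes were higher and 26 lower in CNOT1 +Dox than in Luci +Dox cells at an adjusted p under 0.05, and 17 were higher and 24 lower in CNOT3 +Dox cells. Each of these knock-downs has 1 array, so the test borrows the spread of other groups and does not measure theirs. Without the first Luci +Dox array 0 genes were higher and 0 lower for CNOT1, and 1 and 8 for CNOT3. Without the second these counts were 1 and 4, and 0 and 5. With a replicate block these were 65 and 113, and 39 and 67. Lower in both, and named after their values were seen, were CT45A5, a cancer-testis antigen, with log2 differences of -5.71 and -6.00, and the neurofilament gene NEFM with -4.94 and -6.01. Without Dox, CT45A5 already had differences of -7.20 in the CNOT1 and -7.15 in the CNOT3 line against the Luci line. Of the 35 genes called for CNOT1, all were more than 2-fold different the same way without Dox and 2 against CNOT1 -Dox cells. Of the 41 called for CNOT3, these were 37 and 13.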

Due to the limited availability of high quality antibodies, we could not determine the consequences of the knock-down of individual CCR4-NOT proteins on all complex members. It would probably not be surprising to see destabilization of additional CCR4-NOT complex members, as the elimination one protein often affects further components of a multi-protein complex^67, 68^. It will thus be relevant to keep this point in mind when interrogating existing knock-out or knock-down models for the CCR4-NOT complex. Even though the exact number of co-regulated genes could not be determined, our data indicate that a substantial fraction of target genes is regulated by individual CNOT proteins. 

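More than 2-fold higher than in Luci +Dox cells in exactly 1 knock-down were 742 genes for CNOT1, 361 for CNOT2 and 564 for CNOT3. Simulated unchanged arrays had 553 genes more than 2-fold higher per comparison, shared or not, so these counts do not measure regulation by a single subunit. More than 2-fold lower in exactly 1 were 834, 293 and 670 genes. MANSC4 was higher in CNOT2 +Dox cells only, with log2 differences of -0.07 in CNOT1 +Dox, 3.89 in CNOT2 +Dox and 0.35 in CNOT3 +Dox cells. With the same line without Dox as the control, 33 genes were higher and 3 lower in all 3 knock-downs, compared with 2.78 and 0.463 for independent lists. In this comparison each knock-down has a control array of its own, but a response to Dox common to all lines also counts as shared. With Dox in Luci cells, a check added after the values were seen, 3 of the 33 genes were more than 2-fold higher and 20 had a difference above 0. From its data, the paper proposes that single CNOT proteins regulate a substantial fraction of the target genes. It adds that an exact number of co-regulated genes could not be given.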

Their function is further modulated by posttranslational modifications such as ubiquitination or phosphorylation^69^. While in yeast cells the CCR4-NOT complex is of relevance for the majority of genes^14^, its role in vertebrates seems to be less global and also controls cell- or organ-specific functions, as seen by the phenotype of existing knock-out animals. This specificity helps to explain the large diversity of cellular effects seen after knock-down of individual CCR4-NOT complex members. These effects range from impaired cell growth after interference with CNOT6L^70^ to reduced cell viability after knock-down of CNOT1 or CNOT2^3, 40^ or defects in mitotic progression after knock-down of CNOT3^71^.

This study also suggests a contribution of the CCR4-NOT complex for the regulation of the immune system. In support to this notion CCR4-NOT proteins also contribute to the regulation of MHC class I gene expression^59^ and the knock-out of mouse *Cnot3* leads to a block in early B cell development^11, 12^. It will thus be interesting to study the function of this multi-protein complex in infection models in the future.

## Materials and Methods

### Cell culture and transfection

Human embryonic kidney (HEK)-293T cells, its derivatives and U2OS cells were cultured in DMEM medium supplemented with 10% FCS, Glutamine, Penicillin and Streptomycin. Raji B cell lymphoma cells were cultured in RPMI medium supplemented with 10% FCS, Glutamine, Penicillin and Streptomycin. Transfection of adherent cells was done using linear polyethylenimine as described^72^. Raji suspension cells were electroporated using a Biorad electroporator. Briefly, 3 × 10^7^ cells were collected by centrifugation, washed with phosphate-buffered saline (PBS) and resuspended in 300 μl of RPMI medium without serum and antibiotics. 10 µg of DNA were mixed with the cells and transferred to a 4 mm electroporation cuvette. Cells were electroporated using an exponential decay pulse at 250 V and 950 μF. Cells were incubated for 10 min at room temperature and then transferred to a culture flask containing 10 ml of complete RPMI medium.

### Plasmids and Primers

This information is given in Supplementary Table 3.

### RNA extraction, RNA labeling, cDNA and RT-qPCR

RNA was extracted using TRIzol and cDNA was synthesized with SuperScript II and oligo-dT18 primers as described by the manufacturer (Invitrogen). RT-qPCR was performed using Thermo Fisher 2X SYBR Green Master Mix in a Applied Biosystems 7300 machine. Metabolic RNA labeling was performed as previously described^50^ with modifications. Briefly, the cell culture medium was supplemented with 200 μM 4-thiouridine (Sigma T4509), and cells were incubated for 20 min at 37 °C. Cells were then washed with PBS and RNA was extracted, followed by biotinylation of 50 µg of RNA by incubation in 500 μl of biotinylation medium (0.2 mg/ml EZ-Link Biotin-HPDP (Pierce, 21341), 10 mM Tris/HCl pH 7.5, 1 mM EDTA) for 1 h at room temperature. RNA was purified by chloroform extraction and precipitated with ethanol. Biotinylated RNA was purified using Streptavidin-coupled Dynabeads (Invitrogen 65001), washed three times with washing buffer (100 mM Tris/HCl, 10 mM EDTA, 1 M NaCl, 0.1% Tween-20) at 65 °C, and three times at room temperature. Elution was performed twice by incubation of labeled RNA for 10 min at room temperature with 100 µl of 100 mM DTT.

### Microarrays

RNA was extracted using the RNeasy kit from Qiagen and total RNA was amplified and Cy3-labeled using the LIRAK kit as described by the provider (Agilent) using 200 ng of total RNA. The Cy3-labeled aRNA was hybridized overnight to Agilent microarrays slides containing 60000 probes covering annotated genes and non-coding RNAs (Agilent Technologies, design ID 028005). Hybridization and subsequent washing and drying of the slides was performed following the Agilent hybridization protocol. The dried slides were scanned at 2 µm/pixel resolution using the InnoScan 900 (Innopsys, Carbonne, France). Image analysis was performed with Mapix 6.5.0 software and calculated values for all spots were saved as GenePix files. The microarray data are deposited in the GEO database GSE90474.

### Luciferase assays

Cells were seeded in 12 well plates and transfected with 100 ng of pCI-neo-*Renilla*-Luciferase as an internal control, 1 μg of the indicated firefly luciferase construct and 1 µg of each of the corresponding overexpression plasmids using linear polyethylenimine. The amount of transfected DNA was kept constant using empty vector where necessary. One day post-transfection the luciferase activity was determined using the DUAL Luciferase assay kit from Promega.

### Protein extraction and Western blotting

Cells were washed once with PBS and resuspended in NP-40 lysis buffer (20 mM Tris/HCl pH 7.5, 150 mM NaCl, 1 mM phenylmethylsulfonylfluoride, 10 mM NaF, 0.5 mM sodium orthovanadate, leupeptin (10 µg/ml), aprotinin (10 µg/ml), 1% (v/v) NP-40 and 10% (v/v) glycerol). After incubation for 20 min on ice, cells were centrifuged for 10 min at 13000 rpm to remove the insoluble fraction and the supernatant was transferred to a new tube. SDS sample buffer was added and the extracts were heated for 5 min at 95 °C, followed by separation of proteins using SDS-PAGE and Western blotting as previously described^73^. The following antibodies were used for immunoblotting: rabbit polyclonal anti-CNOT1 (kind gift of Dr. Elisa Izaurralde), mouse monoclonal (2191C2a) anti-CNOT2 (Santa Cruz), rabbit polyclonal anti-CNOT3 (self-made), mouse monoclonal (9E10) anti-Myc (Santa Cruz) and mouse monoclonal (Tub2.1) anti-Tubulin (Sigma Aldrich).

### Formaldehyde Assisted Isolation of Regulatory Elements (FAIRE)

FAIRE was performed as previously described with modifications^51^. Briefly, cells were crosslinked by adding formaldehyde to 1% final concentration directly to the cell culture medium and incubated 10 min at room temperature. Crosslinks were quenched by adding glycine to a final concentration of 0.125 M and incubated for 5 min at room temperature. Cells were washed 3 times with cold PBS and resuspended in 1 ml lysis buffer (1% SDS, 10 mM EDTA, 50 mM Tris HCl pH 8.1, 1 mM phenylmethylsulfonylfluoride, 10 mM NaF, 0.5 mM sodium orthovanadate, 10 µg/ml leupeptin, 10 µg/ml aprotinin). After 20 min of incubation on ice, samples were sonified using a COVARIS sonicator to reach an average DNA fragment size of ~300 bp. One aliquot of each sample was treated with 5 μl of proteinase K and incubated at 37 °C for 4 h, followed by an incubation at 65 °C for 6 h to reverse the crosslink, or left untreated. All samples were then extracted by phenol/chloroform and the free DNA contained in the upper phase was quantified by RT-qPCR. The fraction of free DNA is determined by dividing the amount of DNA obtained in the untreated sample by the amount obtained in the proteinase K-treated sample.

### Isolation of mouse primary naïve macrophages and T lymphocytes

*Cnot3* ^+/+^ or *Cnot3* ^fl/fl^ mice (Y. Imai and K. Kuba, unpublished) were crossed with mice expressing a fusion protein between Cre recombinase and the estrogen receptor (CreERT^2^) and injected with 1 mg tamoxifen on day 1, 2, 4 and 7 to induce the knock-out and analyzed at day 10^11^. Bone marrow cells were submitted for flow cytometry using antibodies against Mac-1 (BD Biosciences) to isolate macrophages. CD4^+^ T cells were purified by MACS from thymus via CD4^+^ beads (Miltenyi Biotec).

### Bioinformatic analysis and Statistics

Stored microarray data were evaluated using the R software and the Limma package^74^. Log mean spot signals were taken for further analysis. Background correction of data was done using the NormExp procedure on the negative control spots and quantile-normalized before averaging. Heat maps were produced using the pheatmap package. Proportional Venn diagrams were produced using the EulerAPE software^75^. Statistics (Mann-Whitney Rank, Fisher’s exact test, Wilcoxon signed rank or paired t-tests) were calculated using R, SigmaPlot11, GraphPadPrism 5.0 and MS EXCEL2010.

### Cell cycle analysis

The different cell cycle phases were measured by FACS after propidium iodide (PI) staining of the DNA content following the protocol described^76^. Cells were trypsinized, collected and washed with ice cold PBS. The cell pellet was resuspended in 500 μl of PBS and fixed by adding 4.5 ml of ice cold 70% ethanol. Cells were washed twice with PBS, and resuspended in PBS staining solution containing PI (20 μg/ml) and RNAse (0.2 mg/ml). Cells were incubated 30 min in the dark at room temperature, followed by analysis in a FACSCalibur device using the Cell Quest software from Becton Dickinson.

## Electronic supplementary material

Supplementary information

## References

[1] Haimovich G, Choder M, Singer RH, Trcek T (2013). The fate of the messenger is pre-determined: a new model for regulation of gene expression. Biochim Biophys Acta.

[2] Collart MA (2016). The Ccr4-Not complex is a key regulator of eukaryotic gene expression. Wiley Interdiscip Rev RNA.

[3] Ito K, Takahashi A, Morita M, Suzuki T, Yamamoto T (2011). The role of the CNOT1 subunit of the CCR4-NOT complex in mRNA deadenylation and cell viability. Protein Cell.

[4] Lau NC (2009). Human Ccr4-Not complexes contain variable deadenylase subunits. Biochem J.

[5] Maillet L, Tu C, Hong YK, Shuster EO, Collart MA (2000). The essential function of Not1 lies within the Ccr4-Not complex. J Mol Biol.

[6] Berthet C (2004). CCR4-associated factor CAF1 is an essential factor for spermatogenesis. Mol Cell Biol.

[7] Nakamura T (2004). Oligo-astheno-teratozoospermia in mice lacking Cnot7, a regulator of retinoid X receptor beta. Nat Genet.

[8] Morita M (2011). Obesity resistance and increased hepatic expression of catabolism-related mRNAs in Cnot3+/− mice. EMBO J.

[9] Watanabe C (2014). Stability of mRNA influences osteoporotic bone mass via CNOT3. Proc Natl Acad Sci USA.

[10] Neely GG (2010). A global *in vivo* Drosophila RNAi screen identifies NOT3 as a conserved regulator of heart function. Cell.

[11] Yang CY (2016). Interaction of CCR4-NOT with EBF1 regulates gene-specific transcription and mRNA stability in B lymphopoiesis. Genes Dev.

[12] Inoue T (2015). CNOT3 contributes to early B cell development by controlling Igh rearrangement and p53 mRNA stability. J Exp Med.

[13] Winkler GS, Mulder KW, Bardwell VJ, Kalkhoven E, Timmers HT (2006). Human Ccr4-Not complex is a ligand-dependent repressor of nuclear receptor-mediated transcription. EMBO J.

[14] Azzouz N, Panasenko OO, Colau G, Collart MA (2009). The CCR4-NOT complex physically and functionally interacts with TRAMP and the nuclear exosome. PLoS One.

[15] Kruk JA, Dutta A, Fu J, Gilmour DS, Reese JC (2011). The multifunctional Ccr4-Not complex directly promotes transcription elongation. Genes Dev.

[16] Kuzuoglu-Öztürk D (2016). miRISC and the CCR4-NOT complex silence mRNA targets independently of 43S ribosomal scanning. EMBO J.

[17] Peng W, Togawa C, Zhang K, Kurdistani SK (2008). Regulators of cellular levels of histone acetylation in Saccharomyces cerevisiae. Genetics.

[18] Mulder KW, Brenkman AB, Inagaki A, van den Broek NJ, Timmers HT (2007). Regulation of histone H3K4 tri-methylation and PAF complex recruitment by the Ccr4-Not complex. Nucleic acids research.

[19] Laribee RN (2007). CCR4/NOT complex associates with the proteasome and regulates histone methylation. Proc Natl Acad Sci USA.

[20] Haas M, Siegert M, Schurmann A, Sodeik B, Wolfes H (2004). c-Myb protein interacts with Rcd-1, a component of the CCR4 transcription mediator complex. Biochemistry.

[21] Deluen C (2002). The Ccr4-not complex and yTAF1 (yTaf(II)130p/yTaf(II)145p) show physical and functional interactions. Mol Cell Biol.

[22] Dutta A (2015). Ccr4-Not and TFIIS Function Cooperatively To Rescue Arrested RNA Polymerase II. Mol Cell Biol.

[23] Collart MA, Struhl K (1994). NOT1(CDC39), NOT2(CDC36), NOT3, and NOT4 encode a global-negative regulator of transcription that differentially affects TATA-element utilization. Genes Dev.

[24] Unanue ER, Turk V, Neefjes J (2016). Variations in MHC Class II Antigen Processing and Presentation in Health and Disease. Annu Rev Immunol.

[25] Malnati MS (1992). Processing pathways for presentation of cytosolic antigen to MHC class II-restricted T cells. Nature.

[26] Horton R (2004). Gene map of the extended human MHC. Nat Rev Genet.

[27] de Bakker PI (2006). A high-resolution HLA and SNP haplotype map for disease association studies in the extended human MHC. Nat Genet.

[28] Steimle V, Siegrist CA, Mottet A, Lisowska-Grospierre B, Mach B (1994). Regulation of MHC class II expression by interferon-gamma mediated by the transactivator gene CIITA. Science.

[29] Boss JM, Jensen PE (2003). Transcriptional regulation of the MHC class II antigen presentation pathway. Curr Opin Immunol.

[30] Ting JP, Trowsdale J (2002). Genetic control of MHC class II expression. Cell.

[31] Durand B (1997). RFXAP, a novel subunit of the RFX DNA binding complex is mutated in MHC class II deficiency. EMBO J.

[32] Masternak K (1998). A gene encoding a novel RFX-associated transactivator is mutated in the majority of MHC class II deficiency patients. Nat Genet.

[33] Steimle V (1995). A novel DNA-binding regulatory factor is mutated in primary MHC class II deficiency (bare lymphocyte syndrome). Genes Dev.

[34] Steimle V, Otten LA, Zufferey M, Mach B (1993). Complementation cloning of an MHC class II transactivator mutated in hereditary MHC class II deficiency (or bare lymphocyte syndrome). Cell.

[35] Handunnetthi L, Ramagopalan SV, Ebers GC, Knight JC (2010). Regulation of major histocompatibility complex class II gene expression, genetic variation and disease. Genes Immun.

[36] Mottok A (2015). Genomic Alterations in CIITA Are Frequent in Primary Mediastinal Large B Cell Lymphoma and Are Associated with Diminished MHC Class II Expression. Cell Rep.

[37] Quinn LL (2015). The Missing Link in Epstein-Barr Virus Immune Evasion: the BDLF3 Gene Induces Ubiquitination and Downregulation of Major Histocompatibility Complex Class I (MHC-I) and MHC-II. J Virol.

[38] Meerbrey KL (2011). The pINDUCER lentiviral toolkit for inducible RNA interference *in vitro* and *in vivo*. Proc Natl Acad Sci USA.

[39] Boland A (2013). Structure and assembly of the NOT module of the human CCR4-NOT complex. Nat Struct Mol Biol.

[40] Ito K (2011). CNOT2 depletion disrupts and inhibits the CCR4-NOT deadenylase complex and induces apoptotic cell death. Genes Cells.

[41] Mauxion F, Preve B, Seraphin B (2013). C2ORF29/CNOT11 and CNOT10 form a new module of the CCR4-NOT complex. RNA biology.

[42] Russell, P., Benson, J. D. & Denis, C. L. Characterization of mutations in NOT2 indicates that it plays an important role in maintaining the integrity of the CCR4-NOT complex. *J Mol Biol***322**, 27–39, doi:S0022283602007076 [pii] (2002).10.1016/s0022-2836(02)00707-612215412

[43] Temme C (2010). Subunits of the Drosophila CCR4-NOT complex and their roles in mRNA deadenylation. Rna.

[44] Winkler GS, Balacco DL (2013). Heterogeneity and complexity within the nuclease module of the Ccr4-Not complex. Front Genet.

[45] Han H (2015). TRRUST: a reference database of human transcriptional regulatory interactions. Sci Rep.

[46] Suzuki A, Niimi Y, Saga Y (2014). Interaction of NANOS2 and NANOS3 with different components of the CNOT complex may contribute to the functional differences in mouse male germ cells. Biol Open.

[47] Shi JX (2014). CNOT7/hCAF1 is involved in ICAM-1 and IL-8 regulation by tristetraprolin. Cell Signal.

[48] Kamon M (2014). Identification of Ccr4-not complex components as regulators of transition from partial to genuine induced pluripotent stem cells. Stem Cells Dev.

[49] Okada H, Schittenhelm RB, Straessle A, Hafen E (2015). Multi-functional regulation of 4E-BP gene expression by the Ccr4-Not complex. PLoS One.

[50] Dölken L (2008). High-resolution gene expression profiling for simultaneous kinetic parameter analysis of RNA synthesis and decay. Rna.

[51] Giresi PG, Kim J, McDaniell RM, Iyer VR, Lieb JD (2007). FAIRE (Formaldehyde-Assisted Isolation of Regulatory Elements) isolates active regulatory elements from human chromatin. Genome Res.

[52] Choi NM, Majumder P, Boss JM (2011). Regulation of major histocompatibility complex class II genes. Curr Opin Immunol.

[53] Zika E, Ting JP (2005). Epigenetic control of MHC-II: interplay between CIITA and histone-modifying enzymes. Curr Opin Immunol.

[54] van den Elsen PJ (2011). Expression regulation of major histocompatibility complex class I and class II encoding genes. Front Immunol.

[55] Wright KL, Ting JP (2006). Epigenetic regulation of MHC-II and CIITA genes. Trends Immunol.

[56] Vagaska B (2016). MHC-class-II are expressed in a subpopulation of human neural stem cells *in vitro* in an IFNgamma-independent fashion and during development. Sci Rep.

[57] Xie XW (2009). Expression of CIITA-related MHCII molecules in tumors linked to prognosis in hepatocellular carcinoma. Int J Oncol.

[58] Steidl C (2011). MHC class II transactivator CIITA is a recurrent gene fusion partner in lymphoid cancers. Nature.

[59] Cano F, Rapiteanu R, Sebastiaan Winkler G, Lehner PJ (2015). A non-proteolytic role for ubiquitin in deadenylation of MHC-I mRNA by the RNA-binding E3-ligase MEX-3C. Nat Commun.

[60] Rambout X (2016). The transcription factor ERG recruits CCR4-NOT to control mRNA decay and mitotic progression. Nat Struct Mol Biol.

[61] Nagarajan UM, Bushey A, Boss JM (2002). Modulation of gene expression by the MHC class II transactivator. J Immunol.

[62] Scharer CD (2015). Genome-wide CIITA-binding profile identifies sequence preferences that dictate function versus recruitment. Nucleic acids research.

[63] Wong D (2014). Genomic mapping of the MHC transactivator CIITA using an integrated ChIP-seq and genetical genomics approach. Genome biology.

[64] Villard J, Muhlethaler-Mottet A, Bontron S, Mach B, Reith W (1999). CIITA-induced occupation of MHC class II promoters is independent of the cooperative stabilization of the promoter-bound multi-protein complexes. Int Immunol.

[65] Zhou H, Su HS, Zhang X, Douhan J, Glimcher LH (1997). CIITA-dependent and -independent class II MHC expression revealed by a dominant negative mutant. J Immunol.

[66] Pai RK, Askew D, Boom WH, Harding CV (2002). Regulation of class II MHC expression in APCs: roles of types I, III, and IV class II transactivator. J Immunol.

[67] Bracken AP, Dietrich N, Pasini D, Hansen KH, Helin K (2006). Genome-wide mapping of Polycomb target genes unravels their roles in cell fate transitions. Genes Dev.

[68] Pasini D, Bracken AP, Jensen MR, Lazzerini Denchi E, Helin K (2004). Suz12 is essential for mouse development and for EZH2 histone methyltransferase activity. EMBO J.

[69] Rodriguez-Gil A (2016). HIPK family kinases bind and regulate the function of the CCR4-NOT complex. Mol Biol Cell.

[70] Morita M (2007). Depletion of mammalian CCR4b deadenylase triggers elevation of the p27Kip1 mRNA level and impairs cell growth. Mol Cell Biol.

[71] Takahashi A (2012). Involvement of CNOT3 in mitotic progression through inhibition of MAD1 expression. Biochem Biophys Res Commun.

[72] Saul VV, Niedenthal R, Pich A, Weber F, Schmitz ML (2015). SUMO modification of TBK1 at the adaptor-binding C-terminal coiled-coil domain contributes to its antiviral activity. Biochim Biophys Acta.

[73] Milanovic M, Kracht M, Schmitz ML (2014). The cytokine-induced conformational switch of nuclear factor kappaB p65 is mediated by p65 phosphorylation. Biochem J.

[74] Ritchie ME (2015). Limma powers differential expression analyses for RNA-sequencing and microarray studies. Nucleic acids research.

[75] Micallef L, Rodgers P (2014). eulerAPE: drawing area-proportional 3-Venn diagrams using ellipses. PLoS One.

[76] Riccardi C, Nicoletti I (2006). Analysis of apoptosis by propidium iodide staining and flow cytometry. Nat Protoc.

# Supplementary material for: The CCR4-NOT complex contributes to repression of Major Histocompatibility Complex class II transcription
**Source:** Sci Rep. 2017 Jun 14;7:3547. doi: 10.1038/s41598-017-03708-7
**Supplement:** Supplementary file 1 — Supplementary information

Supplementary Material

The CCR4-NOT complex contributes to repression of Major Histocompatibility Complex class II transcription

Alfonso Rodríguez-Gil, Olesja Ritter, Vera V. Saul, Jochen Wilhelm, Chen-Yuan Yang, Rudolf Grosschedl, Yumiko Imai, Keiji Kuba, Michael Kacht, M. Lienhard Schmitz

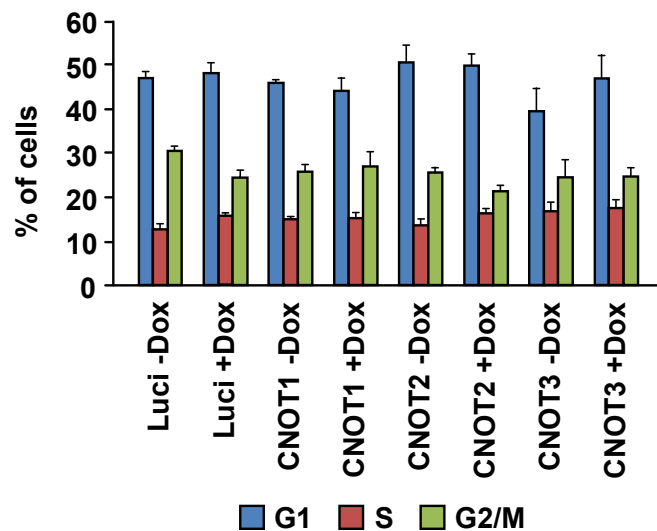

Supplementary Fig. 1. Effects of CNOT knock-down on the cell cycle. Cells with a stably integrated pIND CNOT or a pIND Luci control plasmid were treated with Dox for 4 days or remained untreated. The cell cycle distribution was measured by FACS analysis after propidium iodide staining of the DNA. Error bars represent the standard deviation of three biological replicates.

Supplementary Table 1

pIND-CNOT1 AND 2<br>AND 3 +Dox<br><br>pIND-Luci +Dox,<br>> 2 fold up	pIND-CNOT1 +Dox<br><br>pIND-Luci +Dox,<br>> 2 fold up	pIND-CNOT2 +Dox<br><br>pIND-Luci +Dox,<br>> 2 fold up	pIND-CNOT3 +Dox<br><br>pIND-Luci +Dox,<br>> 2 fold up	pIND-CNOT1 AND 2<br>AND 3 +Dox<br><br>pIND-Luci +Dox,<br>> 2 fold down	pIND-CNOT1 +Dox<br><br>pIND-Luci +Dox,<br>> 2 fold down	pIND-CNOT2 +Dox<br><br>pIND-Luci +Dox,<br>> 2 fold down	pIND-CNOT3 +Dox<br><br>pIND-Luci +Dox,<br>> 2 fold down
ENST00000456813	ENST00000442269	ENST00000456813	ENST00000442269	Hs.577832	ENST00000372591	ENST00000435913	ENST00000372591
Hs.185688	ENST00000444663	ENST00000506335	ENST00000445031	Hs.662922	ENST00000413112	ENST00000507296	ENST00000423354
Hs.444913	ENST00000456813	Hs.185688	ENST00000456813	ABLIM2	ENST00000423354	ENST00000507992	ENST00000427317
Hs.446251	ENST00000540063	Hs.443430	Hs.111749	ACCSL	ENST00000425412	ENST00000540063	ENST00000435913
Hs.534931	Hs.111749	Hs.444913	Hs.185688	AGRN	ENST00000427317	Hs.344872	ENST00000442860
Hs.536338	Hs.178715	Hs.446251	Hs.444913	AMN1	ENST00000507992	Hs.536395	ENST00000506335
Hs.655804	Hs.185688	Hs.534931	Hs.446251	AMT	ENST00000512874	Hs.551860	ENST00000540063
Hs.677375	Hs.444913	Hs.536338	Hs.46423	ANKRD63	Hs.335413	Hs.567050	ENST00000546413
Hs.708976	Hs.446251	Hs.568467	Hs.467500	APBA2	Hs.373914	Hs.577832	Hs.335413
ABCC8	Hs.46423	Hs.655804	Hs.534931	ATP6V1C2	Hs.434403	Hs.625768	Hs.344872
ACAN	Hs.467500	Hs.677375	Hs.536338	BAAT	Hs.434604	Hs.646314	Hs.408455
ACOT1	Hs.474095	Hs.708976	Hs.640229	BPIFB1	Hs.453549	Hs.656848	Hs.434403
ACOT11	Hs.499594	Hs.712140	Hs.652196	BREA2	Hs.459590	Hs.662029	Hs.434604
ACVR2A	Hs.534931	Hs.730030	Hs.655804	C10orf128	Hs.472508	Hs.662922	Hs.498418
ACVRL1	Hs.536338	ABCA1	Hs.656851	C12orf74	Hs.560022	Hs.729655	Hs.534035
AP1AR	Hs.604039	ABCC8	Hs.659987	C17orf104	Hs.577832	ABLIM2	Hs.567050
APC2	Hs.631698	ACAN	Hs.677375	C20orf141	Hs.590653	ACCSL	Hs.577832
APH1B	Hs.640229	ACCS	Hs.708976	C2orf48	Hs.631805	ADD1	Hs.590653
AQP11	Hs.655804	ACOT1	Hs.712140	CCDC129	Hs.635171	AGAP11	Hs.631805
ARHGAP28	Hs.659987	ACOT11	Hs.720253	CCL27	Hs.637431	AGRN	Hs.635171
ARHGEF37	Hs.662412	ACTA2	Hs.720720	CD300A	Hs.655447	AHI1	Hs.662922
ARL6IP1	Hs.675446	ACVR2A	Hs.730762	CDH26	Hs.661155	AMN1	Hs.667258
ARPM1	Hs.677375	ACVRL1	ABCC6	CDKN2B-AS	Hs.662922	AMT	Hs.715044
ATL1	Hs.708976	AFAP1L2	ABCC8	CEP97	Hs.667258	ANKH	Hs.729467
ATP1A3	Hs.730762	ALOX5	ABHD3	CTS2	Hs.669000	ANKRD13C	Hs.730425
B4GALNT1	ABCB6	ANK1	ACADS8	DCN	Hs.729231	ANKRD19P	Hs.731138
BAIAP2L2	ABCB8	ANKRD37	ACAN	DIO2	Hs.729596	ANKRD52	AASS
BATF2	ABCC4	ANXA1	ACAT2	DIRC1	Hs.731138	ANKRD63	ABCA1
BEX5	ABCC8	AP1AR	ACOT1	DKFZp686M1136	A1BG	APBA2	ABCA3
C14orf128	ABCD4	APC2	ACOT11	EML6	A4GALT	ARHGAP26	ABCD1
C14orf142	ABHD11	APH1B	ACTA1	ERBB4	ABCA3	ARHGEF1	ABCG1
C14orf149	ABHD3	APOC1	ACTR5	FADS3	ABCB1	ATAD5	ABHD1
C1orf182	ABHD4	APOE	ACVR2A	GADD45G	ABCD1	ATP6V1C2	ABHD8
C1R	ACADM	AQP11	ACVRL1	GDNF	ABCG1	ATXN7L1	ABL1
C21orf67	ACADS8	ARHGAP27	ACYP2	GNRHR2	ABCG4	BAAT	ABLIM2
C21orf90	ACAN	ARHGAP28	ADAM1	GPR1	ABHD8	BACE2	ACAD10
C3orf67	ACOT1	ARHGEF37	ADC	GSDMB	ABIZ	BPIFB1	ACCN2
C6orf174	ACOT11	ARL6IP1	ADI1	H19	ABLIM2	BREA2	ACCSL
C6orf225	ACRC	ARPM1	AFF3	HTR2A	ABLIM3	C10orf128	ACOX1
CASD1	ACTA1	ASPHD1	AGA	IFI27	ACAD10	C10orf2	ACOX3
CC2D2A	ACTA2	ATF6B	AGFG2	IL10RA	ACBD3	C12orf74	ACVR2B
CCDC113	ACTR5	ATL1	AGPAT4	KAZN	ACCN2	C16orf79	ADAM11
CCDC96	ACTR8	ATP1A3	AIMP2	KCNC4	ACCN4	C17orf104	ADAMTS13
CD19	ACVR2A	ATP6V1G2	AK2	KIR3DL1	ACCSL	C18orf1	ADAMTS3
CHGA	ACVRL1	B3GALT4	AK8	KRTAP19-2	ACOT13	C18orf19	ADAMTS9
CMTM1	ACYP2	B4GALNT1	AKR7A2P1	LOC100128977	ACOXL	C1orf38	ADAP2
CNRIP1	ADAM1	BAIAP2L2	ALDOC	LOC100131107	ACP1	C1S	ADCY1
CPNE5	ADCK2	BATF2	ALKBH8	LOC100132832	ACVR1C	C20orf141	ADM
CREBL2	AGA	BEGAIN	ALX1	LOC100169752	ACVR2B	C2orf48	ADM2
CRIP3	AGFG2	BEX5	ALX4	LOC100287506	ACYP1	C2orf63	ADRA1B
CTSO	AGMAT	BIK	AMDHD2	LOC100288420	ADAM11	C2orf68	ADRB1
CUX2	AHSA1	BRPF3	ANKMY1	LOC100289137	ADAM15	C6orf124	ADSSL1
DENND2A	AIMP2	BST2	ANKRD34A	LOC100505478	ADAM17	C6orf162	AES
DISP2	AK2	BTG2	ANKRD37	LOC100505876	ADAMTS1	C7orf43	AGAP7
DLGAP3	AK8	C11orf52	ANP32D	LOC100506586	ADAMTS9	CAPN7	AGER
DLK2	ALDH5A1	C11orf63	AP1AR	LOC100507353	ADM2	CAP5	AGMAT
DNAUC30	ALDH6A1	C11orf70	APBA3	LOC100507363	ADPRHL2	CCDC129	AGPAT2
DNM1P46	ALKBH1	C14orf102	APC2	LOC100652741	ADRB1	CCL27	AGPAT5
DQX1	ALKBH8	C14orf128	APH1B	LOC100652769	AGAP7	CCNF	AGRN
DYRK3	AMDHD2	C14orf142	APLP1	LOC100653323	AGRN	CCNJL	AGSK1
ERAP2	AMMECR1	C14orf149	APOE	LOC202781	AGSK1	CD300A	AGXT2L2
ESPNL	ANGEL1	C14orf43	APOL1	LOC221442	AHSA2	CD86	AIF1L
EXOC6B	ANKMY1	C14orf79	APOL2	LOC256880	AIM1L	CDH26	AKIRIN2-AS1
FAM118B	ANKRD34A	C16orf11	AQP11	LOC340335	AKT3	CDKN2B-AS	AKT3
FAM122C	ANP32D	C16orf45	ARFGAP2	LOC348120	AKTIP	CENPT	ALDH1A3
FAM155A	ANTXR1	C17orf100	ARHGAP28	LOC390940	ALDH1A3	CEP97	ALOX5
FAM174B	AP1AR	C18orf56	ARHGEF37	LOC400657	ALOX5	CHIC1	AMN1
FARS2	APBB3	C1orf106	ARL6IP1	LOC402160	AMN1	CISH	AMT
FAT4	APC2	C1orf182	ARMC9	LOC439950	AMOT	CNOT2	ANK1
FLVCR1	APEX1	C1R	ARMCX5	LOC642924	AMT	CRCP	ANKH
GABBR2	APH1B	C21orf67	ARNT2	LOC727982	ANK1	CTS2	ANKRD1
GAL3ST1	APLP1	C21orf90	ARNTL	LOC728802	ANKRA2	DCN	ANKRD10
GALC	APOLD1	C3orf67	ARPM1		ANKRD1	DDX46	ANKRD12
GBAP1	AQP11	C5orf35	ASGR1		ANKRD23	DDX52	ANKRD19P
GCC1	ARFGAP2	C5orf56	ASL		ANKRD33B	DEM1	ANKRD20ASP
GEMIN2	ARFGEF2	C6orf126	ASPHD2		ANKRD39	DIO2	ANKRD33B
GLT8D2	ARHGAP28	C6orf154	ASPRV1		ANKRD57	DIRC1	ANKRD57
GPER	ARHGEF37	C6orf170	ASTE1		ANKRD63	DKFZp686M1136	ANKRD63
HDX	ARID1B	C6orf174	ASXL3		ANO5	DNMT3A	ANKRD9
HIST1H3J	ARID5B	C6orf225	ATG5		ANXA3	EEPDI	ANKS6
HLA-DMA	ARL6IP1	C9orf103	ATL1		AP1S3	EML6	ANXA3
HLA-DOA	ARNT2	C9orf171	ATP1A3		APBA2	ENTPD7	AP1S1
HLA-DRB3	ARPM1	CAMK2N2	ATP6V1G2		POU4F3	ERBB4	AP3M2
HLA-DRB5	ASL	CAPG	AVEN		Q5SRJ3	ERC2	APBA1
HOXC12	ASPRV1	CASD1	B3GALT4		RASSF3	FADS3	APBA2
IFI35	ASRGL1	CC2D2A	B4GALNT1		RG512	FAM198A	POBEC3B
IL17D	ASTE1	CCDC103	BAG1		RN5-8S1	FAM81A	ARC
IL20RB	ATF7IP	CCDC113	BAG2		RNF223	FARP1	ARHGAP11A
INA	ATG13	CCDC153	BAIAP2L2		SDHAP1	FBXL2	ARHGAP19
ITGA1	ATG2A	CCDC88C	BATF2		SEC14L2	FCRL5	ARHGAP5
ITGB4	ATG5	CCDC96	BBS1		SH2D6	FLJ33996	ARHGEF1
IZUMO1	ATL1	CCR10	BCCIP		SIGLEC15	FLNB	ARHGEF16
KCNA6	ATP1A3	CD19	BCKDHB		SLC46A2	FLNC	ARHGEF9
KCNC3	ATP55	CD24	BEND5		SLC5A9	FOXD4	ARNTL2
KCNN2	ATP6V0D1	CECR6	BET1		SMTNL2	GADD45G	ARPC4-TTLL3
KCNRG	ATP6V1D	CENPBD1	BEX2		SNORA17	GCNT1	ARRDC1
KCTD18	ATXN7L3B	CGA	BEX5		SNORD12B	GDNF	ASB6
KIAA0408	AVEN	CHGA	BFSP1		SP140	GNAQ	ASS1
KRT222	B3GNT8	CMTM1	BMP2		SP8	GNRHR2	ATF3
LBX2	B4GALNT1	CNRIP1	BRCC3		SREBF2	ATG12	ATP6V1C2
LINGO3	B4GALT7	CPNE5	BRD8		SYT15	ATHL1	ATP8A1
LOC100132147	BACE1	CPPEPDI	BRPF3		TBC1D5	ATL3	ATP8B3
LOC100132356	BAG1	CREBL2	BST2		TCF24	ATM	ATRN
LOC100233156	BAG5	CRIP2	C10orf114		TM6SF1	ATP10B	ATXN1
LOC100286925	BAI1	CRIP3	C10orf140		USP32	ATP1B2	GUCA1B
LOC100506302	BAIAP2L2	CRYGD	C11orf70		USP49	ATP6V1C2	BXYLT1
LOC100507047	BATF2	CSPG4	C12orf26		VN1R2	ATP8A1	H19
LOC100507437	BAZ1A	CTSO	C12orf4		XLOC_000182	ATP8B3	HAS3
LOC100510710	BBS1	CUX2	C12orf45		XLOC_000670	ATXN1	HIST1H2AL
LOC153546	BCKDHB	CYP26A1	C12orf53		XLOC_000776	B3GALNT1	HIST1H4A
LOC170425	BCLAF1	DACT3	C14orf128		XLOC_001357	B4GALNT4	HIST1H4F
LOC282997	BEGAIN	DDX31	C14orf142		XLOC_001373	B4GALT1	HIST1H4H
LOC401068	BEX2	DENND2A	C14orf149		XLOC_001453	BAAT	HIST1H4I
LOC642366	BEX5	DES	C14orf159		XLOC_001515	BAHCC1	HIST1H4J
LOC644145	BFSP1	DHX58	C14orf79		XLOC_001856	BARX1	HIST1H4K
LOC646999	BHLHB9	DIRC2	C15orf17		XLOC_002063	BASP1	HIST2H4B
LOC648987	BLCAP	DISP2	C16orf45		XLOC_002283	BAZ2A	HKR1
LOC92659	BRCC3	DLGAP3	C17orf72		XLOC_002581	BBIP1	HNRNPAO

Supplementary Table 1

pIND-CNOT1 AND 2<br>AND 3 +Dox<br>/<br>pIND-Luci +Dox,<br>> 2 fold up	pIND-CNOT1 +Dox<br>/<br>pIND-Luci +Dox,<br>> 2 fold up	pIND-CNOT2 +Dox<br>/<br>pIND-Luci +Dox,<br>> 2 fold up	pIND-CNOT3 +Dox<br>/<br>pIND-Luci +Dox,<br>> 2 fold up	pIND-CNOT1 AND 2<br>AND 3 +Dox<br>/<br>pIND-Luci +Dox,<br>> 2 fold down	pIND-CNOT1 +Dox<br>/<br>pIND-Luci +Dox,<br>> 2 fold down	pIND-CNOT2 +Dox<br>/<br>pIND-Luci +Dox,<br>> 2 fold down	pIND-CNOT3 +Dox<br>/<br>pIND-Luci +Dox,<br>> 2 fold down
LPIN2	BRF1	DLGAP5	C17orf85	XLOC_002900	BCL3	HOXA4	BOD1L
LRIF1	BRMS1	DLK2	C18orf21	XLOC_003165	BCL6	HTR2A	BPIFB1
LRRCS6	BRMS1L	DNAJC30	C19orf51	XLOC_004452	BCR	IDUA	BRD3
MAPK8IP2	BTBD6	DNM1P46	C1orf182	XLOC_004680	BEND4	IFI27	BREA2
MARVELD2	BTBD7	DOC2A	C1orf53	XLOC_005051	BHLHE40	IL10RA	BSPRY
MBLAC2	C10orf114	DOK7	C1orf54	XLOC_005633	BHLHE41	IL17RC	BTG2
MDGA2	C10orf140	DQX1	C1orf55	XLOC_006419	BIK	IST1	C10orf128
METTL1	C11orf57	DYRK3	C1orf74	XLOC_006844	BMP2	ITPKB	C10orf82
MGC4473	C11orf84	EDNRA	C1R	XLOC_007855	BMS1	JRK	C11orf30
MTERF	C11orf95	EGFLAM	C20orf29	XLOC_008005	BPIFB1	JUNB	C11orf54
NEURL2	C12orf26	ELFN2	C21orf2	XLOC_008586	BREA2	KAZN	C11orf96
NHEJ1	C12orf32	ELL	C21orf56	XLOC_008652	BROX	KCNC4	C12orf57
NOS2	C12orf34	ENO1-AS1	C21orf67	XLOC_009451	BRWD3	KGFLP2	C12orf74
NOS3	C14orf101	EPCAM	C21orf90	XLOC_009628	BSPRY	KHK	C14orf33
NOVA2	C14orf109	ERAP2	C21orf91	XLOC_010167	BTN2A3P	KIAA0564	C15orf59
NROB1	C14orf118	ESPNL	C22orf46	XLOC_011306	C10orf128	KIAA1841	C16orf61
NTRK2	C14orf126	EXOC6B	C2orf49	XLOC_011407	C10orf47	KIR3DL1	C16orf79
NUDT17	C14orf128	EYA1	C2orf74	XLOC_011984	C11orf30	KIRREL2	C17orf104
NUDT4	C14orf129	F8A2	C2orf81	XLOC_012338	C11orf54	KLHDC9	C17orf28
NYNRIN	C14orf133	FAM118B	C3orf14	XLOC_012678	C11orf96	KRTAP19-2	C18orf1
OLIG1	C14orf135	FAM122C	C3orf67	XLOC_013162	C12orf53	KRTAP9-6	C18orf19
PARP10	C14orf142	FAM150B	C5orf35	XLOC_013434	C12orf57	LAT	C18orf45
PAX1	C14orf149	FAM155A	C5orf56	XLOC_013449	C12orf74	LCAT	C19orf50
PCDHGA8	C14orf159	FAM174B	C6orf154	XLOC_013679	C15orf61	LIME1	C1orf133
PDE3B	C14orf167	FAM176A	C6orf174	XLOC_I2_000339	C16orf61	LINC00340	C1orf151-NBL1
PIP4K2C	C14orf21	FAM78A	C6orf225	XLOC_I2_003039	C17orf101	LOC100127891	C1orf201
PLEKHA4	C14orf43	FAM90A7	C6orf226	XLOC_I2_004168	C17orf104	LOC100128977	C1orf213
PLTP	C14orf45	FARS2	C7orf29	XLOC_I2_005997	C17orf28	LOC100129034	C1orf9
PNMT	C17orf59	FAT4	C7orf36	XLOC_I2_007585	C17orf48	LOC100130027	C1QL1
PPAP2B	C17orf72	FBLN5	C7orf74	XLOC_I2_011145	C17orf58	LOC100131000	C20orf141
PPEF1	C17orf85	FBXO2	C9orf100	XRRA1	C19orf55	LOC100131107	C20orf160
PRKCB	C19orf23	FCRLB	C9orf171	YPEL1	C1orf109	LOC100132249	C22orf43
PRSS35	C19orf51	FDXR	CA14	ZDHHC23	C1orf114	LOC100132832	C2CD2L
PSMB9	C1orf182	FLT3LG	CA2	ZNF141	C1orf133	LOC100169752	C2orf48
PTBP1	C1orf53	FLVCR1	CALML3	ZNF157	C1orf151-NBL1	LOC100287506	C2orf69
PTGDS	C1orf55	FLVCR1-AS1	CASD1	ZRANB1	C1orf159	LOC100287616	C3orf52
RAB39B	C1orf74	FNDCC1	CBR1		C1orf201	LOC100288420	C5orf41
RAB3C	C1R	FOLR1	CC2D2A		C1orf213	LOC100289137	C6orf228
RANBP6	C20orf29	FOXN4	CCDC103		C1orf63	LOC100292905	C6orf26
RBFOX3	C21orf67	FUT8	CCDC113		C1orf86	LOC100293516	C6orf57
RCBTB2	C21orf90	FZD10	CCDC134		C1QL1	LOC100499489	C7orf10
RELL2	C22orf46	GABBR2	CCDC138		C1QTNF6	LOC100505478	C7orf43
RIAD1	C3orf67	GAD1	CCDC150		C20orf141	LOC100505687	C7orf46
RTN1	C4orf42	GAL3ST1	CCDC153		C2CD4C	LOC100505876	C8orf40
SCARA3	C5orf34	GALC	CCDC58		C2orf48	LOC100506528	C8orf44
SCN4B	C6orf174	GALNT14	CCDC96		C3orf52	LOC100506586	C8orf47
SLC22A17	C6orf203	GBAP1	CCS		C4orf52	LOC100506661	C8orf58
SLC27A6	C6orf225	GCC1	CD19		C5orf32	LOC100506778	C9orf140
SLC37A1	C6orf226	GDF15	CDC73		C5orf41	LOC100507353	C9orf142
SNAI2	C7orf29	GEM	CDK5		C6orf124	LOC100507363	C9orf16
SPATA20	C7orf36	GEMIN2	CDS2		C6orf136	LOC100507473	C9orf3
SPEF1	C7orf49	GLT8D2	CEP112		C6orf26	LOC100507645	C9orf30
SPIN3	C7orf74	GNB4	CEP19		C6orf57	LOC100508995	C9orf5
SPINK5	C8orf33	GORAB	CFH		C7orf10	LOC100652738	C9orf69
SPTBN1	C8orf55	GPBR	CHGA		C7orf46	LOC100652741	C9orf7
SSBP3	C9orf100	GSC	CHORDC1		C8orf44	LOC100652758	C9orf86
STARD8	C9orf103	GSTO2	CHRNA3		C8orf47	LOC100652769	CA8
STEAP1	C9orf116	GUCY1B2	CHST4		C8orf58	LOC100653030	CACNA1H
STEAP1B	C9orf125	HAUS4	CIRBP		C9orf46	LOC100653323	CACNA2D3
STXBP6	C9orf156	HDGFL1	CLCN7		C9orf72	LOC147804	CACNG6
TAP1	C9orf69	HDX	CLUAP1		CAB39L	LOC202781	CALCOCO1
TBC1D8B	C9orf91	HEY2	CMTM1		CACNA1H	LOC221442	CALHM2
THAP7-AS1	CA2	HIST1H2BK	CNRIP1		CACNA2D3	LOC256880	CALML4
TLCD1	CABLES2	HIST1H3J	COLEC11		CACNB3	LOC257152	CAPN7
TMEM173	CALM1	HLA-DMA	COLEC12		CACNB4	LOC283624	CAPS
TMEM22	CAMK2N2	HLA-DMB	COMMD2		CACNG6	LOC284408	CARHSP1
TNFAIP2	CASD1	HLA-DOA	COMMD9		CALCA	LOC285095	CASZ1
TNNI3	CBX5	HLA-DPA1	CORO1B		CALHM2	LOC286109	CCBL1
TNS1	CC2D2A	HLA-DPB1	CPNE5		CALML4	LOC340335	CCDC129
TOB2P1	CCDC113	HLA-DRB1	CREB3		CAMK1D	LOC348120	CCDC3
TP53I3	CCDC144A	HLA-DRB3	CREBL2		CAMK2G	LOC386758	CCDC6
TRPV2	CCDC43	HLA-DRB5	CRIP1		CAMK2N1	LOC390940	CCDC88C
TSPAN10	CCDC96	HMOX1	CRIP3		CAMTA1	LOC400657	CCL27
TSPAN12	CCND1	HOPX	CRYGD		CAP1	LOC400958	CCM2
TTC8	CD19	HOXC12	CRYM		CAP2B	LOC402160	CCNB1IP1
UBR5	CDC42SE2	HRA5L55	CRYZ		CASP9	LOC439950	CCNF
UFSP1	CDCA4	IFI35	CSPG4		CASZ1	LOC441666	CCNJ
UNC5C	CDH22	IL17D	CTPS2		CBFA2T2	LOC442028	CCNJL
VAV3	CDK19	IL20RB	CTSO		CBX7	LOC642924	CCNY
VAX1	CDO1	IL27RA	CUL4A		CCBL1	LOC644339	CD109
VAX2	CD52	IL4I1	CUX2		CCDC107	LOC647946	CD24
VSIG10L	CECR6	INA	CWC25		CCDC109B	LOC727982	CD300A
WBSR27	CENPB	INPP5D	CYB561		CCDC121	LOC728802	CD68
WIBG	CEP112	IRF8	CYB58		CCDC129	LOC729444	CDAN1
WNT10B	CEP164	IRX4	CYB5D1		CCDC151	LOC730102	CDC14B
XLOC_000167	CHAMP1	ISG20	CYB5RL		CCL16	MAF1	CDC14C
XLOC_000175	CHGA	ITGA1	CYP2J2		CCL27	MBD5	CDC42
XLOC_000190	CHMP1B	ITGB4	DACH1		CCR10	MCM9	CDH1
XLOC_000822	CHMP4A	IZUMO1	DACT3		CD109	MDFC	CDH23
XLOC_000883	CHMP6	KANK3	DBNL		CD300A	MDN1	CDH26
XLOC_002026	CHORDC1	KCNA6	DBP		CD302	MFSD10	CDH3
XLOC_005764	CHRA1	KCNC3	DDRGK1		CD55	MFSD9	CDK10
XLOC_007348	CHST4	KCNB3	DDTL		CD68	MGC23284	CDK5RAP2
XLOC_007433	CHURC1	KCNIP3	DDX19B		CD70	MIR22HG	CDKN1A
XLOC_007769	CINP	KCNN2	DDX27		CD86	MOC3	CDKN2B-AS
XLOC_009147	CKMT1A	KCNRG	DENND2A		CDAN1	MRGPRG	CDKN2D
XLOC_009509	CLCN7	KCTD18	DES		CDC42	MRPS25	CECR5-AS1
XLOC_011344	CLGN	KIAA0408	DGAT2		CDH26	MTRNR2L7	CELF2
XLOC_013301	CLN6	KIAA1257	DHCR24		CDK10	MUCL1	CELSR3
XLOC_014063	CLTB	KIF25	DHDH		CDK18	MYCNOS	CENPJ
XLOC_014397	CLUAP1	KIF3C	DHRS4		CDKN1A	MYPOP	CEP72
XLOC_I2_011649	CMTM1	KLC3	DHRS4L2		CDKN2B-AS	NACC1	CEP97
XLOC_I2_013267	CNRIP1	KLF2	DHX29		CDKN2D	NBPF1	CFL2
ZBTB25	COL5A1	KLK8	DHX34		CECR5-AS1	NCAPG	CGA
ZCWPW1	COMMD9	KLRG2	DHX37		CELF2	NEIL2	CGGBP1
ZNF251	COQ4	KRT222	DHX58		CELSR3	NFYA	CHIT1
ZNF280D	CPNE5	LAMP3	DHX9		CENPJ	NHSL2	CHMP4C
ZNF498	CREBBP	LBX2	DIDO1		CEP120	NISCH	CHRD
ZNF667	CREBL2	LDHD	DIEXF		CEP44	NSUN6	CHRM3
ZSWIM5	CRIP3	LENG9	DIS3L		CEP97	NT5DC2	CHST15
	CTAGE11P	LEPREL1	DISC1		CFLAR	NT5DC3	CHST8
	CTAGE5	LGALS1	DISP2		CHMP5	NUCB1	CLDND1
	CTPS2	LGALS3BP	DKK1		CHRD	ONECUT3	CLK3
	CTSL1P2	LIMS2	DKKL1		CHRM3	OR5D14	CLPB
	CTSL1P8	LINC00482	DLD		CIB2	P2RY1	CLU
	CTSO	LINGO1	DLEU2L		CITED4	PAPLN	CMPK1
	CUL4A	LINGO3	DLGAP3		CLASRP	PCSK6	CNOT3
	CUX2	LIPT2	DLK2		CLIC4	PDLIM4	CNPY3
	CWC25	LMO1	DLX5		CLIP2	PDXDC2P	CNTRL

Supplementary Table 1

pIND-CNOT1 AND 2<br>AND 3 +Dox<br>/<br>pIND-Luci +Dox,<br>> 2 fold up	pIND-CNOT1 +Dox<br>/<br>pIND-Luci +Dox,<br>> 2 fold up	pIND-CNOT2 +Dox<br>/<br>pIND-Luci +Dox,<br>> 2 fold up	pIND-CNOT3 +Dox<br>/<br>pIND-Luci +Dox,<br>> 2 fold up	pIND-CNOT1 AND 2<br>AND 3 +Dox<br>/<br>pIND-Luci +Dox,<br>> 2 fold down	pIND-CNOT1 +Dox<br>/<br>pIND-Luci +Dox,<br>> 2 fold down	pIND-CNOT2 +Dox<br>/<br>pIND-Luci +Dox,<br>> 2 fold down	pIND-CNOT3 +Dox<br>/<br>pIND-Luci +Dox,<br>> 2 fold down
	CXXC1	LOC100128737	DMD		CLSTN3	PFAS	COBL
	CYB561D1	LOC100132147	DNAJA1		CLU	PIK3CD	COBRA1
	CYB5B	LOC100132163	DNAJA1P5		CLYBL	PIP5K1C	COL12A1
	CYB5D1	LOC100132356	DNAJB4		CNOT1	PLA2G4E	COL13A1
	CYB5RL	LOC100144602	DNAJC30		CNPPD1	PON3	COL1A1
	CYBASC3	LOC100233156	DNAJC8		CNPY1	POU4F3	COL25A1
	CYP26A1	LOC100286925	DNM1P46		COA5	PPFIA3	COL2A1
	CYP2J2	LOC100287177	DNTTIP1		COBL	PPP1R3F	COL5A2
	DBNL	LOC100287482	DOCK4		COL25A1	PRRC2B	CORO2A
	DCAF11	LOC100506125	DPAGT1		COL5A2	Q5SRJ3	CR2
	DCAF4	LOC100506302	DPY19L1		COQ10B	Q7Z2X8	CRAT
	DDTL	LOC100507047	DPYSL4		CORO2A	QKI	CREM
	DDX19A	LOC100507437	DQX1		COTL1	RASSF3	CRLF1
	DDX19B	LOC100507458	DTNA		CPAMD8	RDH13	CRYAB
	DDX24	LOC100510710	DTWD1		CPEB1	RGS12	CRYBG3
	DDX28	LOC100630918	DYRK3		CPNE7	RHBDL1	CRYL1
	DEM1	LOC100653206	EAPP		CPS1	RN18S1	CSGALNACT2
	DENND2A	LOC143666	EEPD1		CR2	RN5-8S1	CSRNP1
	DEPTOR	LOC153546	EFCAB2		CRABP2	RNF222	CT45A1
	DGAT2	LOC170425	EFEMP1		CRADD	RNF223	CT45A5
	DGCR5	LOC255512	EGFLAM		CREB5	RNF41	CTDP1
	DHCR24	LOC282997	EHD2		CRHR1	RNU6ATAC	CTIF
	DHFR	LOC283663	EIF2B4		CRLF1	RPL13P5	CTNNAL1
	DHRS4	LOC388780	ELMO2		CRLF3	RPL36A-HNRNPH2	CTSB
	DHRS4L1	LOC400099	ELOVL2		CROCC	SCAND2	CTSC
	DHRS4L2	LOC401068	EMG1		CROCCP2	SCAND3	CTS2
	DHRS7	LOC642366	ENOSF1		CRYAB	SCARNA7	CXXC5
	DHX29	LOC644145	EPHX2		CRYL1	SDHAP1	CYBA
	DHX37	LOC645638	ERAP2		CSGALNACT2	SEC14L2	CYFIP2
	DHX40	LOC646999	ERCC4		CSRNP1	SETD5	CYP27B1
	DHX9	LOC648987	ESPNL		CSRNP3	SH2D6	CYP2R1
	DIDO1	LOC730081	EXOC6B		CT45A1	SIGLEC15	DAAM2
	DIEXF	LOC92659	EXOSC3		CT45A5	SKIL	DCAKD
	DIRC2	LOXL4	EYA1		CTBS	SLC46A2	DCN
	DIS3L	LPIN2	FABP5		CTGF	SLC4A2	DDAH1
	DISP2	LRIF1	FAM114A2		CTSB	SLC4A7	DDDB2
	DKFZP564C152	LRRC38	FAM117A		CTSC	SLC5A9	DDHD2
	DLD	LRRC56	FAM118B		CTSK	SLC7A5	DDX17
	DLGAP3	LRRC57	FAM122C		CTS2	SLMAP	DDX51
	DLGAP5	LY6K	FAM123B		CTXN1	SMAD2	DEAF1
	DLK2	MAPK8IP2	FAM126A		CUL7	MTNL2	DECR1
	DMKN	MARVELD2	FAM155A		CUL9	SNORA11E	DEFB110
	DNAAF2	MBLAC2	FAM174B		CXorf38	SNORA17	DENND1A
	DNAJB4	MDGA2	FAM176A		CYB5A	SNORA23	DFNB31
	DNAJC30	MESP2	FAM188A		CYBRD1	SNORA26	DHPS
	DNAJC8	METTL1	FAM203A		CYR61	SNORA56	DXH32
	DNM1P46	METTL4	FAM207A		DALRD3	SNORA71C	DICER1-AS
	DOC2A	MGC12488	FAM5C		DBF4B	SNORA74B	DIO2
	DOLK	MGC4473	FAM71E1		DBNDD2	SNORA80B	DIP2C
	DPYSL4	MICB	FAM90A7		DCAF10	SNORA84	DIRC1
	DQX1	MSX2P1	FARS2		DCAF8	SNORD105B	DKFZp686M1136
	DUSP16	MT1F	FAT4		DCLK1	SNORD12B	DLC1
	DYRK2	MTERF	FBXL12		DCN	SNORD17	DLG4
	DYRK3	MVP	FCRLB		DDAH2	SNORD18B	DLL1
	E2F1	MYO5C	FGF13		DDHD2	SNORD33	DLX4
	EAPP	MYOD1	FGFBP3		DDOST	SNORD4B	DMC1
	EEPD1	MYOF	FGFR1OP		DDX17	SNORD52	DNAJC14
	EGR1	NAGS	FKBP7		DDX26B	SNORD87	DNASE2
	EID2B	NEURL2	FLJ30901		DECR1	SOC57	DOCK1
	EIF2B2	NHEJ1	FLJ35776		DEFB110	SOS1	DOK7
	EIF2S1	NHLH2	FLJ45340		DENND4C	SP140	DOLPP1
	EIF4G2	NKX2-4	FLRT3		DFNA5	SP8	DOT1L
	EIF6	NMU	FLT3LG		DFNB31	SPATA2	DPP4
	ELAC1	NOS2	FLVCR1		DHODH	SPINK7	DPY19L1P1
	ELMO2	NOS3	FLVCR1-AS1		DHPS	SPRR2D	DRD4
	ELOVL2	NOVA2	FNDC4		DHRS3	SREBF2	DSC3
	EMG1	NPAT	FNIP1		DIO2	SYT15	DUSP1
	EPB41L4B	NPY	FOXG1		DIP2A	TADA2B	DUSP22
	EPDR1	NR0B1	FOXO4		DIRC1	TATDN2	DUSP4
	EPHX2	NTRK2	FOXRED1		DIS3L2	TBC1D17	DUSP5
	ERAP2	NUDT17	FPGT		DKFZp686M1136	TBC1D3	DUSP8
	ERH	NUDT18	FUBP1		DLC1	TBC1D5	DVL1
	ESPNL	NUDT4	FUS		DLG4	TCEAL6	E2F2
	EXOC6B	NYNRIN	FZD8		DLL1	TCEANC	E2F8
	F8A1	ODF3B	GABBR2		DLX4	TCF24	ECE1
	F8A2	OLFML2A	GAL3ST1		DMC1	TM6SF1	EDA2R
	FABP5	OLIG1	GALC		DNAH14	TMEM115	EEF1A2
	FAM101B	OXCT1	GALNT1		DNAJB5	TMEM74	EEF2
	FAM118B	PACSIN1	GAMT		DNAJC24	TMEM95	EFHD1
	FAM120AOS	PAQR9	GATA4		DNAJC27	TNFAIP3	EGFL7
	FAM120C	PARP10	GBA		DNASE2	TONSL	EHMT1
	FAM122C	PAX1	GBAP1		DNM3	TRMT61B	EIF4G3
	FAM123B	PAX7	GCAT		DNMT3A	TXNDC17	ELF4
	FAM134B	PCDHGA8	GCC1		DOCK8	TXNRD1	ELK3
	FAM13A	PCK1	GEMIN2		DOK7	TYW1B	ELK4
	FAM155A	PCP2	GFER		DOT1L	UBA6	ELOVL1
	FAM155B	PDE3B	GIT2		DPM3	UBXN2B	ELOVL7
	FAM156B	PEX11A	GLOD4		DPP4	USP32	EMILIN2
	FAM158A	PHYHD1	GLRX2		DPY19L1P1	USP49	EMILIN3
	FAM174B	PIGB	GLT8D2		DUSP1	VN1R2	EML6
	FAM188A	PIGZ	GMFG		DUSP4	WHAMMP2	EMX1
	FAM192A	PIP4K2C	GMPPA		DUSP8	WHSC1	ENTPD4
	FAM203A	PLEKHA4	GNAS-AS1		DUSP9	XLOC_000152	EP400NL
	FAM91A1	PLTP	GNG11		DVL1	XLOC_000182	EPAS1
	FANCC	PMEL	GNPTG		DYNC1I2	XLOC_000441	EPPK1
	FARS2	PNMT	GORAB		E2F8	XLOC_000670	ERBB4
	FAS	PPAN	GPATCH4		EBLN2	XLOC_000776	ERC2
	FAT4	PPAP2B	GPER		ECEL1	XLOC_001320	ESRP2
	FBLN5	PPAPDC3	GPRASP2		EFEMP1	XLOC_001357	EXD3
	FBXL12	PPEF1	GPRC5B		EFEMP2	XLOC_001373	EXT1
	FBXO33	PRAMEF13	GRASP		EFR3B	XLOC_001453	EXTL3
	FBXO9	PRKCB	GRPEL1		EHPB1	XLOC_001515	EZH1
	FCF1	PRPH	GRWD1		EIF2C3	XLOC_001856	F3
	FEN1	PRSS35	GTF2E1		EIF3L	XLOC_002063	FA2H
	FER	PRSS8	GTF3C1		EIF4A2	XLOC_002140	FAAH2
	FERMT2	PSMB9	GUCY1B3		EIF4G3	XLOC_002283	FADS3
	FGF13	PSME1	GYG2		ELK3	XLOC_002581	FAM102A
	FGFR1OP	PTBP1	H2AFJ		EML2	XLOC_002616	FAM110C
	FKBP15	PTGDS	HCST		EML6	XLOC_002779	FAM114A1
	FKRP	PTX3	HDX		EMP3	XLOC_002900	FAM125B
	FLJ37798	RAB39B	HELQ		EMX1	XLOC_003165	FAM129B
	FLJ42627	RAB3C	HERPUD1		ENO2	XLOC_003405	FAM131A
	FLJ45248	RAC2	HEY2		ENSA	XLOC_004452	FAM131C
	FLJ45340	RANBP6	HHLA3		ENTPD4	XLOC_004680	FAM132A
	FLRT3	RBFOX3	HIST1H1D		EP400NL	XLOC_004774	FAM150B
	FLVCR1	RBM47	HIST1H2AB		EPAS1	XLOC_005051	FAM175B
	FNDC1	RCBTB2	HIST1H2AE		EPCAM	XLOC_005633	FAM185A
	FNIP1	RELL2	HIST1H3J		EPHA2	XLOC_005690	FAM189A1
	FNTB	RHEBL1	HLA-DMA		EPPK1	XLOC_005737	FAM189A2

Supplementary Table 1

pIND-CNOT1 AND 2<br>AND 3 +Dox<br>/<br>pIND-Luci +Dox,<br>> 2 fold up	pIND-CNOT1 +Dox<br>/<br>pIND-Luci +Dox,<br>> 2 fold up	pIND-CNOT2 +Dox<br>/<br>pIND-Luci +Dox,<br>> 2 fold up	pIND-CNOT3 +Dox<br>/<br>pIND-Luci +Dox,<br>> 2 fold up	pIND-CNOT1 AND 2<br>AND 3 +Dox<br>/<br>pIND-Luci +Dox,<br>> 2 fold down	pIND-CNOT1 +Dox<br>/<br>pIND-Luci +Dox,<br>> 2 fold down	pIND-CNOT2 +Dox<br>/<br>pIND-Luci +Dox,<br>> 2 fold down	pIND-CNOT3 +Dox<br>/<br>pIND-Luci +Dox,<br>> 2 fold down
FOX D4	FOX D4	RHOT1	HLA-DMB		EPS8L1	XLOC_006144	FAM20B
FOX G1	FOX G1	RIBC1	HLA-DOA		ERBB4	XLOC_006419	FAM26F
FOX N4	FOX N4	RIAD1	HLA-DPB1		ERLEC1	XLOC_006844	FAM43A
FOXRED1	FOXRED1	RINL	HLA-DRB1		ERLIN2	XLOC_007855	FAM46C
PPGS	PPGS	RNASE4	HLA-DRB3		ERMP1	XLOC_008000	FAM49A
FRMD6	FRMD6	RNF43	HLA-DRB5		ERRF1	XLOC_008005	FAM57B
FTSJ2	FTSJ2	RNFT1	HMOX1		ESRP2	XLOC_008586	FAM69B
FUBP1	FUBP1	RPS6KL1	HNRNPM		EXD3	XLOC_008652	FAM72A
FUS	FUS	RSPH3	HNRPDL		EZH1	XLOC_008984	FAM83G
FUT1	FUT1	RTN1	HOMEZ		F11R	XLOC_009114	FAM84B
FUT8	FUT8	S100A2	HOOK2		FA2H	XLOC_009451	FBLIM1
FXN	FXN	S100A4	HOXC10		FADS3	XLOC_009628	FBLN2
FZD8	FZD8	SALL4	HOXC12		FAM110C	XLOC_010112	FBXW2
FZR1	FZR1	SARDH	HPSE		FAM114A1	XLOC_010167	FBXW5
GABBR2	GABBR2	SCARA3	HSD17B10		FAM129A	XLOC_011306	FCRL5
GABPB2	GABPB2	SCN4B	HSD17B14		FAM131A	XLOC_011407	FER1L4
GAGE2B	GAGE2B	SDSL	HSD3B7		FAM131C	XLOC_011645	FEZ1
GAL3ST1	GAL3ST1	SEPP1	HSP90ABSP		FAM132A	XLOC_011984	FGF9
GALC	GALC	SFN	HSPA8		FAM132B	XLOC_012338	FGFR1
GALNT1	GALNT1	SFTA3	HSPH1		FAM150A	XLOC_012586	FGFRL1
GALNT12	GALNT12	SH2D3A	HYAL3		FAM150B	XLOC_012678	FHIT
GAS1	GAS1	SH2D3C	HYLS1		FAM161A	XLOC_012829	FJX1
GBA	GBA	SHROOM4	IFI35		FAM175A	XLOC_012848	FKBP8
GBAP1	GBAP1	SLC10A4	IFIH1		FAM175B	XLOC_012895	FLJ31485
GCC1	GCC1	SLC16A2	IFIT1		FAM183A	XLOC_013154	FLJ31662
GCLC	GCLC	SLC16A4	IFRD1		FAM189A1	XLOC_013162	FLJ37035
GEMIN2	GEMIN2	SLC22A17	IFT46		FAM189A2	XLOC_013282	FLJ37453
GFER	GFER	SLC25A21	IFT81		FAM20B	XLOC_013434	FLJ41350
GFM1	GFM1	SLC27A2	IGFBP5		FAM20C	XLOC_013449	FLJ42351
GIT2	GIT2	SLC27A6	IGFLR1		FAM26F	XLOC_013679	FLJ43315
GLMN	GLMN	SLC37A1	IGSF9		FAM46C	XLOC_013853	FLJ44342
GLOD4	GLOD4	SLC8A1	IL17D		FAM49A	XLOC_013981	FLJ46906
GLT8D2	GLT8D2	SNAI2	IL20RB		FAM54B	XLOC_I2_000339	FLNB
GNAS-AS1	GNAS-AS1	SNORA43	ILKAP		FAM84B	XLOC_I2_000791	FOXF1
NGG11	NGG11	SNX18	INA		FAM89A	XLOC_I2_003039	FPGT-TNNI3K
GNG4	GNG4	SNX32	INPP4A		FANK1	XLOC_I2_003602	FSTL3
GPER	GPER	SP5	INTS2		FARP1	XLOC_I2_004168	FYCO1
GPHN	GPHN	SPATA20	IQCE		FBLIM1	XLOC_I2_005997	FZD10
GPR135	GPR135	SPATA6	ISG20		FBLN1	XLOC_I2_006013	FZD5
GPRASP2	GPRASP2	SPDYC	ISL1		FBLN2	XLOC_I2_007585	FZD6
GPRIN1	GPRIN1	SPEF1	ITGA1		FBXO2	XLOC_I2_009501	GOS2
GPT2	GPT2	SPIN3	ITGA8		FBXO24	XLOC_I2_009572	GAB2
GRPEL1	GRPEL1	SPINK2	ITGB4		FBXO27	XLOC_I2_011145	GABARAPL1
GSC	GSC	SPINK5	ITPKB		FER1L4	XLOC_I2_011415	GADD45A
GTF2E1	GTF2E1	SPON2	IZUMO1		FEZ2	XLOC_I2_012902	GADD45G
GTF2H3	GTF2H3	SPRYD7	JAKMIP1		FGF9	XLOC_I2_013001	GALE
GTF2H4	GTF2H4	SPTBN1	JAKMIP2		FHIT	XLOC_I2_013145	GALNT6
GTF3C1	GTF3C1	SRCRB4D	JAM2		FHL3	XLOC_I2_013242	GAS2L3
GUCY1B2	GUCY1B2	SSBP3	JMJD1C		FKBP1B	XLOC_I2_013458	GAS6
H2AFJ	H2AFJ	SSPN	JMJD4		FKBP8	XLOC_I2_014504	GATA2
H2AFX	H2AFX	ST6GALNAC2	KCNA6		FLI1	XLOC_I2_014505	GATA3
H2AFY2	H2AFY2	ST7-AS1	KCNC3		FLJ20444	XLOC_I2_014931	GATA5
HAUS7	HAUS7	STAC2	KCNN2		FLJ31485	XRRRA1	GATAD2B
HCG18	HCG18	STARD8	KCNRG		FLJ37453	YPFL1	GBA2
HCST	HCST	STEAP1	KCP		FLJ42351	YWHAE	GBGT1
HDGFL1	HDGFL1	STEAP1B	KCTD1		FLJ44342	ZBTB16	GDF15
HDX	HDX	STEAP2	KCTD18		FLJ45983	ZBTB41	GDNF
HEATR3	HEATR3	STK10	KDM4D		FLNA	ZDHHC23	GFRA2
HEATR5A	HEATR5A	STXBP6	KHDC1		FLNC	ZKSCAN4	GJB2
HIF1A	HIF1A	SULT2B1	KIAA0408		FLYWCH1	ZNF10	GLA
HIST1H2AB	HIST1H2AB	SUSD1	KIAA0415		FMNL2	ZNF136	GLDC
HIST1H2AG	HIST1H2AG	SYCE3	KIAA0753		FNBP1L	ZNF14	GLYR1
HIST1H2AI	HIST1H2AI	SYTL1	KIAA1009		FOXF1	ZNF141	GMEB1
HIST1H2BC	HIST1H2BC	TAC3	KIAA1737		FOXL1	ZNF157	GNRH1
HIST1H2BF	HIST1H2BF	TACC2	KIDINS220		FPGT-TNNI3K	ZNF160	GNRHR2
HIST1H2BG	HIST1H2BG	TAP1	KIF25		FREM2	ZNF177	GOLGA2
HIST1H2BH	HIST1H2BH	TBC1D8B	KIF5A		FRMD5	ZNF222	GOLGA2P5
HIST1H2BI	HIST1H2BI	TEKT2	KLF5		FSTL3	ZNF230	GOLGA4
HIST1H2BK	HIST1H2BK	TERT	KLK8		FTSJD2	ZNF234	GOLGA8A
HIST1H2BM	HIST1H2BM	TEX19	KLRG2		FUK	ZNF250	GOLGA8E
HIST1H2BN	HIST1H2BN	TFPI2	KRCC1		FXR1	ZNF264	GPC2
HIST1H3D	HIST1H3D	TGFB1I1	KRT222		FXYD6	ZNF28	GPM6A
HIST1H3F	HIST1H3F	THAP7-AS1	KRTAP19-1		FZD10	ZNF322	GPR1
HIST1H3J	HIST1H3J	THAP8	KRTAP4-11		FZD6	ZNF34	GPR107
HIST2H2BF	HIST2H2BF	TLCD1	LACTB2		GOS2	ZNF343	GPR124
HIST3H2BB	HIST3H2BB	TLX2	LAMTOR3		GAB2	ZNF345	GPR64
HLA-DMA	HLA-DMA	TMEM102	LBX2		GABARAPL1	ZNF35	GPSM1
HLA-DOA	HLA-DOA	TMEM173	LCLAT1		GADD45A	ZNF41	GRAMD4
HLA-DRB3	HLA-DRB3	TMEM22	LCMT2		GADD45G	ZNF441	GRHL1
HLA-DRB5	HLA-DRB5	TMEM56-RWDD3	LDHC		GALE	ZNF468	GSDMB
HNRNPM	HNRNPM	TNFAIP2	LEO1		GALNS	ZNF497	GSN
HNRPDL	HNRPDL	TNNI3	LINC00338		GALNT6	ZNF519	GSR
HOMEZ	HOMEZ	TNS1	LINC00340		GANAB	ZNF532	GYLTL1B
HOTAIR	HOTAIR	TOB2P1	LINC00461		GAS6	ZNF585A	H19
HOXA7	HOXA7	TP53I3	LINGO3		GATA3	ZNF585B	HABP4
HOXC12	HOXC12	TRIM7	LMBR1		GATA5	ZNF594	HAGHL
HPS6	HPS6	TRPV2	LNP1		GATA6	ZNF600	HAND1
HRAS	HRAS	TSPAN10	LOC100128714		GBGT1	ZNF654	HAPLN2
HS6ST2	HS6ST2	TSPAN12	LOC100130093		GCA	ZNF670	HBEGF
HSD17B10	HSD17B10	TTC39A	LOC100130776		GDF15	ZNF678	HBZ
HSPA8	HSPA8	TTC8	LOC100131262		GDNF	ZNF696	HCG11
HSPH1	HSPH1	TUBB3	LOC100132147		GEM	ZNF710	HDAC5
HTT	HTT	TXNRD2	LOC100132356		GFRA1	ZNF717	HDHD3
HYAL3	HYAL3	TXNRD3	LOC100134937		GFRA2	ZNF761	HES2
HYLS1	HYLS1	UBE2L6	LOC100144603		GGPS1	ZNF767	HES5
IBA57	IBA57	UBR5	LOC100233156		GGTLC2	ZNF782	HEXIM1
IFI35	IFI35	UFSP1	LOC100240735		GJB2	ZNF843	HIVEP2
IFT46	IFT46	UNC5C	LOC100286925		GK	ZNF85	HKR1
IL17D	IL17D	USH1G	LOC100287063		GLDC	ZRANB1	HMBOX1
IL20RB	IL20RB	USP8	LOC100287482		GLI1	ZSCAN18	HMGAI1P4
IL27RA	IL27RA	VAV1	LOC100293962		GLS		HMGGB3
INA	INA	VAV3	LOC100505481		GMCL1		HOKK3
INPP5D	INPP5D	VAX1	LOC100505495		GMEB1		HOTAI1RM1
IPO13	IPO13	VAX2	LOC100505554		GNB1		HOXB3
IPO4	IPO4	VSIG10L	LOC100505773		GNB4		HOXB5
IQCE	IQCE	WBSCR27	LOC100505908		GNE		HOXB6
ISCA2	ISCA2	WIBG	LOC100506123		GNPDA2		HOXB8
ITGA1	ITGA1	WNT10B	LOC100506125		GNRH1		HOXB9
ITGA8	ITGA8	XLOC_000167	LOC100506161		GNRHR2		HOXD10
ITGB4	ITGB4	XLOC_000175	LOC100506302		GOLGA2		HOXD8
ITI1H4	ITI1H4	XLOC_000190	LOC100506392		GOLGA6L10		HP07349
IZUMO1	IZUMO1	XLOC_000743	LOC100506451		GOLGA8A		HRK
JAKMIP1	JAKMIP1	XLOC_000822	LOC100506831		GPC2		HS6ST3
JAM2	JAM2	XLOC_000883	LOC100506848		GPD2		HSPA1A
JDP2	JDP2	XLOC_001532	LOC100507047		GPM6A		HSPB8
JMJD4	JMJD4	XLOC_002026	LOC100507146		GPR1		HTR2A
KCNA6	KCNA6	XLOC_005764	LOC100507437		GPR124		IDS
KCNC3	KCNC3	XLOC_006544	LOC100507637		GPR137B		IER2
KCNJ14	KCNJ14	XLOC_007052	LOC100510710		GPR35		IER3

Supplementary Table 1

pIND-CNOT1 AND 2<br>AND 3 +Dox<br>/<br>pIND-Luci +Dox,<br>> 2 fold up	pIND-CNOT1 +Dox<br>/<br>pIND-Luci +Dox,<br>> 2 fold up	pIND-CNOT2 +Dox<br>/<br>pIND-Luci +Dox,<br>> 2 fold up	pIND-CNOT3 +Dox<br>/<br>pIND-Luci +Dox,<br>> 2 fold up	pIND-CNOT1 AND 2<br>AND 3 +Dox<br>/<br>pIND-Luci +Dox,<br>> 2 fold down	pIND-CNOT1 +Dox<br>/<br>pIND-Luci +Dox,<br>> 2 fold down	pIND-CNOT2 +Dox<br>/<br>pIND-Luci +Dox,<br>> 2 fold down	pIND-CNOT3 +Dox<br>/<br>pIND-Luci +Dox,<br>> 2 fold down
	KCNN2	XLOC_007348	LOC100652764		GRAMD1C		IER5
	KCNRG	XLOC_007433	LOC151534		GRAMD4		IFI27
	KCTD18	XLOC_007769	LOC153546		GRB14		IGF1R
	KDM3B	XLOC_009147	LOC170425		GREB1		IGF2
	KDM4D	XLOC_009509	LOC282997		GREB1L		IGFBP6
	KEAP1	XLOC_010495	LOC284939		GRHL1		IGFBP7
	KHDC1	XLOC_010952	LOC339803		GSDMB		IGFBPL1
	KIAA0317	XLOC_011305	LOC400236		GSR		IGIP
	KIAA0408	XLOC_011344	LOC400958		GYPC		IGSF21
	KIAA0415	XLOC_013301	LOC401068		H19		IL10RA
	KIAA0586	XLOC_014063	LOC401431		HAGHL		IL11
	KIAA0753	XLOC_014397	LOC440149		HAND1		IL15RA
	KIAA0922	XLOC_I2_000217	LOC642366		HBZ		IL17RD
	KIAA1009	XLOC_I2_001138	LOC642852		HDAC10		IL28RA
	KIAA1737	XLOC_I2_002433	LOC643072		HES2		ILF3
	KIAA1967	XLOC_I2_004371	LOC644145		HES4		IMMP2L
	KIF5A	XLOC_I2_010330	LOC644450		HES5		INF2
	KLC1	XLOC_I2_011204	LOC645195		HES6		INHBB
	KLHDC2	XLOC_I2_011649	LOC645638		HIST1H4F		INPP1
	KLHDC5	XLOC_I2_013267	LOC646778		HIST1H4I		INPP5D
	KRCC1	XLOC_I2_015632	LOC646999		HIST1H4J		INPP5E
	KRI1	ZBTB25	LOC648987		HIST1H4K		INSL3
	KRR1	ZCCHC12	LOC730236		HIST2H4B		INSR
	KRT222	ZCWPW1	LOC92659		HIVEP2		INVS
	KRT8	ZNF251	LOX		HLA-DPA1		IQSEC2
	KRT8P12	ZNF280D	LPHN3		HMBOX1		IRX4
	L3MBTL3	ZNF498	LPIN2		HMGCL		ISYNA1
	LARS2	ZNF667	LRIF1		HMHA1		ITGA6
	LBX2	ZNF837	LRP11		HNRNPU-AS1		ITGB1
	LFNG	ZSWIM5	LRRC3		HOMER3		ITPR3
	LGMN		LRRC40		HOOK3		ITPRIP
	LINC00094		LRRC56		HOTAIRM1		ITPRIPL2
	LINC00174		LRRC61		HOXA4		JAG2
	LINC00338		LRRIQ3		HOXB3		JPH3
	LINC00461		LRTOMT		HOXB5		JUN
	LINC00476		LSM14B		HOXB6		JUNB
	LINGO1		LSS		HOXB8		JUND
	LINGO3		LTN1		HOXB9		KATNAL1
	LIPE		LXN		HOXD10		KAZALD1
	LIPT2		LY6G6D		HOXD9		KAZN
	LMBR1		LYAR		HPCAL1		KBTBD11
	LNPI		LZTFL1		HSD17B1		KCNC4
	LOC100128361		MAGI2-AS3		HSPA1A		KCNJ18
	LOC100128788		MAGIX		HSPB8		KGFLP2
	LOC100129129		MAP1A		HSPG2		KHDRBS3
	LOC100130093		MAP2K6		HTR2A		KHNYN
	LOC100130776		MAPK8IP2		human		KIAA0146
	LOC100131262		MAPRE2		ICAM2		KIAA0182
	LOC100132147		MARVELD2		ICAM4		KIAA0226
	LOC100132356		MAT2B		ICAM5		KIAA1191
	LOC100132815		MAVS		ID3		KIAA1919
	LOC100134937		MBLAC1		IDH2		KIF13B
	LOC100144603		MBLAC2		IDS		KIF20B
	LOC100233156		MDGA2		IER2		KIFC2
	LOC100240735		MDP1		IER3		KIR3DL1
	LOC100286925		MECOM		IER5L		KLF11
	LOC100287063		MED17		IFI27		KLF4
	LOC100289341		MED20		IFI6		KLF6
	LOC100293962		MEF2C		IFITM1		KLF9
	LOC100505487		MEIS1		IFITM2		KLHL17
	LOC100505495		METTL1		IFITM3		KLHL24
	LOC100505554		METTL4		IFITM4P		KLHL5
	LOC100506302		METTL7B		IGF1R		KLK1
	LOC100506411		MFSD1		IGF2BP2		KREMEN2
	LOC100506451		MFSD5		IGFBP6		KRTAP19-2
	LOC100506465		MGC12488		IGFBPL1		LAMA3
	LOC100506659		MGC4473		IGIP		LAMB2P1
	LOC100506694		MIRLET7BHG		IGSF21		LAMC3
	LOC100506714		MIS18BP1		IGSF9B		LATS2
	LOC100506848		MKLN1		IKZF2		LBH
	LOC100506930		MOK		IL10RA		LCAT
	LOC100507047		MPZL3		IL11		LCE1D
	LOC100507437		MRPL1		IL15		LCN15
	LOC100507739		MRPL2		IL15RA		LCOR
	LOC100510710		MRPL21		IL17RD		LCORL
	LOC100630918		MRPL46		IL28RA		LEAP2
	LOC100652764		MSRA		IMMP2L		LGALS3
	LOC100652843		MSTO1		IMMT		LIMS2
	LOC100652897		MTBP		INSL3		LINC00085
	LOC100652987		MTERF		IQSEC2		LINC00115
	LOC100653004		MTG1		IRF2BP2		LINC00294
	LOC100653149		MUM1		IRF2BPL		LINC00339
	LOC148189		MUM1L1		IRX4		LMX1B
	LOC153546		MVK		ISYNA1		LOC100128242
	LOC158435		MYO5C		ITGA6		LOC100128822
	LOC170425		MYOF		ITGAV		LOC100128977
	LOC282997		NAGPA		ITGB1		LOC100129034
	LOC284939		NAP1L2		ITPKA		LOC100129461
	LOC386758		NAP1L3		ITPKB		LOC100129550
	LOC400027		NAPRT1		ITPR1		LOC100130015
	LOC400236		NDC80		JAK3		LOC100130027
	LOC401068		NDNL2		JHDM1D		LOC100130691
	LOC401431		NEAT1		JUN		LOC100131107
	LOC440149		NEK1		KALRN		LOC100131564
	LOC642366		NEK3		KANK1		LOC100132163
	LOC644145		NEURL2		KATNAL1		LOC100132832
	LOC644450		NEXN		KAZALD1		LOC100132909
	LOC644656		NFKB1		KAZN		LOC100169752
	LOC644727		NHEJ1		KBTBD10		LOC100270746
	LOC645676		NKX3-1		KCMF1		LOC100272228
	LOC646762		NOL6		KCNB2		LOC100287437
	LOC646778		NOS2		KCNC4		LOC100287506
	LOC646999		NOS3		KCNS3		LOC100288420
	LOC648987		NOVA1		KCTD19		LOC100289026
	LOC728613		NOVA2		KDEL3		LOC100289137
	LOC728903		NPHP1		KDM3A		LOC100289187
	LOC729013		NPHP3		KGFLP1		LOC100292905
	LOC729860		NR0B1		KHDRBS3		LOC100505478
	LOC92659		NRAS		KIAA0090		LOC100505601
	LOC93622		NRG2		KIAA0182		LOC100505641
	LOX		NTHL1		KIAA0226		LOC100505648
	LPCAT1		NTRK2		KIAA0319L		LOC100505679
	LPCAT2		NUDT16P1		KIAA0913		LOC100505730
	LPHN3		NUDT17		KIAA0930		LOC100505771
	LPIN2		NUDT4		KIAA1244		LOC100505876
	LRIF1		NUP37		KIAA1462		LOC100505894
	LRP10		NUPR1		KIF13B		LOC100505912
	LRP11		NXF1		KIF1A		LOC100506130
	LRR1		NYNRIN		KIF20B		LOC100506251

Supplementary Table 1

pIND-CNOT1 AND 2<br>AND 3 +Dox<br>/<br>pIND-Luci +Dox,<br>> 2 fold up	pIND-CNOT1 +Dox<br>/<br>pIND-Luci +Dox,<br>> 2 fold up	pIND-CNOT2 +Dox<br>/<br>pIND-Luci +Dox,<br>> 2 fold up	pIND-CNOT3 +Dox<br>/<br>pIND-Luci +Dox,<br>> 2 fold up	pIND-CNOT1 AND 2<br>AND 3 +Dox<br>/<br>pIND-Luci +Dox,<br>> 2 fold down	pIND-CNOT1 +Dox<br>/<br>pIND-Luci +Dox,<br>> 2 fold down	pIND-CNOT2 +Dox<br>/<br>pIND-Luci +Dox,<br>> 2 fold down	pIND-CNOT3 +Dox<br>/<br>pIND-Luci +Dox,<br>> 2 fold down
	LRRC3		OBFC2A		KIFC2		LOC100506268
	LRRC56		OLIG1		KIR3DL1		LOC100506518
	LRRC61		OSGEP		KLF12		LOC100506543
	LRRIQ3		OTUD1		KLF2		LOC100506548
	LRRN2		PACS2		KLF6		LOC100506586
	LRTOMT		PARP10		KLF7		LOC100506662
	LY6G6D		PAX1		KLHDC9		LOC100506710
	MAEA		PAX3		KLHL17		LOC100506778
	MAGOHB		PBX1		KLHL24		LOC100506866
	MAPK11P1L		PBX2		KLHL5		LOC100506950
	MAPK8IP2		PCDH7		KLHL7		LOC100507153
	MAPRE2		PCDH9		KLK1		LOC100507331
	MARCH5		PCDHGA8		KRTAP19-1		LOC100507353
	MARVELD1		PCYT2		KRTAP19-2		LOC100507363
	MARVELD2		PDE3B		KRTAP20-2		LOC100507376
	MAX		PDE6D		KRTAP4-3		LOC100507420
	MBD3		PDGFRL		KRTAP9-6		LOC100507468
	MBLAC1		PELI3		LAMB2P1		LOC100507508
	MBLAC2		PEPD		LANCL1		LOC100508120
	MBNL1		PER2		LARP1B		LOC100508995
	MBTPS2		PEX13		LATS2		LOC100652741
	MCPH1		PHACTR3		LBH		LOC100652758
	MDGA2		PHF12		LCORL		LOC100652769
	MDM2		PIBF1		LGALS3		LOC100652913
	MDP1		PIGB		LGALS9C		LOC100653021
	MECOM		PIGG		LHX1		LOC100653030
	MED16		PIGW		LIAS		LOC100653206
	MED20		PIH1D2		LIFR		LOC100653323
	MED6		PIN1P1		LIMCH1		LOC113230
	MEIS2		PIP4K2C		LIMK1		LOC149351
	METTL1		PIR		LIMS1		LOC200830
	METTL17		PLA2G7		LINC00115		LOC202781
	METTL7B		PLAGL1		LINC00173		LOC203274
	MFAP3		PLEKHA4		LINC00294		LOC221442
	MFSD1		PLEKHG4		LINC00340		LOC254057
	MFSD5		PLIN2		LMCD1		LOC256880
	MGAT2		PLIN3		LMTK3		LOC284219
	MGAT5B		PLTP		LOC100127983		LOC284408
	MGC4473		PMP22		LOC100128242		LOC284628
	MIRLET7BHG		PNMA5		LOC100128977		LOC285095
	MIS18BP1		PNMA6C		LOC100129387		LOC286052
	MKLN1		PNMAL1		LOC100130015		LOC286109
	MMP9		PNMT		LOC100130691		LOC286161
	MOK		POLR1C		LOC100131107		LOC340335
	MORC4		POLR2C		LOC100131434		LOC348120
	MPZL3		POLR3C		LOC100131564		LOC388780
	MRM1		POP1		LOC100131607		LOC389493
	MRP63		PPAN		LOC100132163		LOC389765
	MRPL1		PPAP2B		LOC100132832		LOC390940
	MRPL52		PPEF1		LOC100169752		LOC400550
	MRPS7		PPHLN1		LOC100272228		LOC400657
	MSL3		PPP3CA		LOC100287082		LOC401127
	MSRA		PRKCB		LOC100287437		LOC402160
	MSTO1		PRLHR		LOC100287506		LOC439950
	MITERF		PRMT5		LOC100288092		LOC440288
	MTFP1		PRPF3		LOC100288420		LOC440944
	MTG1		PRPSAP2		LOC100289137		LOC441666
	MTHFD1		PRR19		LOC100292909		LOC441736
	MUDENG		PRSS35		LOC100293704		LOC642311
	MUM1		PSMB9		LOC100505478		LOC642826
	MYBBP1A		PSMC4		LOC100505601		LOC642924
	MYOD1		PSME1		LOC100505616		LOC644277
	NAA25		PSMG1		LOC100505648		LOC645321
	NADKD1		PSRC1		LOC100505679		LOC645722
	NAGPA		PTBP1		LOC100505695		LOC647979
	NAP1L2		PTGDS		LOC100505730		LOC727721
	NAP1L3		PWP1		LOC100505771		LOC727982
	NAT10		PYCRL		LOC100505787		LOC728052
	NDC80		RAB36		LOC100505869		LOC728558
	NDNL2		RAB39B		LOC100505876		LOC728730
	NDRG2		RAB3C		LOC100505894		LOC728743
	NEK1		RAB9B		LOC100505905		LOC728802
	NEK9		RABL3		LOC100505912		LOC728978
	NEURL2		RABL5		LOC100505937		LOC729041
	NFKB1		RANBP6		LOC100506130		LOC729444
	NGDN		RARS		LOC100506295		LOC84856
	NHEJ1		RASIP1		LOC100506334		LOC96610
	NIN		RBFOX3		LOC100506421		LONRF2
	NIP7		RBKS		LOC100506543		LONRF3
	NKX3-1		RBM33		LOC100506548		LOXL2
	NOBOX		RBM45		LOC100506586		LOXL4
	NOL8		RBM8A		LOC100506710		LRP12
	NOP14		RCBTB2		LOC100506748		LRP8
	NOS2		RCOR3		LOC100506866		LRRC26
	NOS3		RELL2		LOC100506870		LRRC8A
	NOVA1		RFX2		LOC100506950		LRRC8E
	NOVA2		RGAG4		LOC100506985		LRRFIP1
	NPAT		RG520		LOC100507062		LRSAM1
	NPFF		RHEB		LOC100507153		LZIC
	NPTX2		RIBC1		LOC100507173		LZTS1
	NROB1		RIIAD1		LOC100507284		MAFB
	NRXN2		RIMBP3		LOC100507331		MAFK
	NSD1		RIOK2		LOC100507353		MAMDC4
	NT5DC1		RLN2		LOC100507363		MAN2A2
	NTRK2		RNF138P1		LOC100507376		MAP3K13
	NUBPL		RNFT2		LOC100507412		MAP3K14
	NUDT16		RNU11		LOC100507420		MAP3K15
	NUDT16P1		ROPN1L		LOC100507421		MAP6D1
	NUDT17		RPAP2		LOC100507473		MAP7
	NUDT4		RPL22L1		LOC100507475		MAP7D2
	NUMB		RRP15		LOC100507645		MAPK4
	NYNRIN		RRP7B		LOC100507918		MAPK8IP1
	OGDHL		RRP9		LOC100652741		MAPT
	OLIG1		RSG1		LOC100652769		MARCH2
	ORCS		RSPH3		LOC100653021		MARCH8
	OSBPL2		RTDR1		LOC100653257		MAST2
	OSGEP		RTN1		LOC100653323		MASTL
	OTUD1		RWDD2B		LOC144481		MAZ
	PACS2		S100A4		LOC202781		MBP
	PAC3IN1		S100P		LOC221442		MBTPS1
	PAQR4		SARS2		LOC256880		MCCC1
	PAQR9		SCAMP5		LOC283174		MCF2L-AS1
	PARP10		SCAND1		LOC284219		MCM9
	PAX1		SCARA3		LOC284513		MCOLN3
	PAX9		SCLT1		LOC284757		MDM4
	PCBD2		SCN4B		LOC340335		MEF2BNB
	PCDH9		SEMA3C		LOC348120		MEGF9
	PCDHGA8		SEPP1		LOC388588		METRNL
	PCSK7		SERPINI1		LOC388780		MFAP3L

Supplementary Table 1

pIND-CNOT1 AND 2<br>AND 3 +Dox<br>/<br>pIND-Luci +Dox,<br>> 2 fold up	pIND-CNOT1 +Dox<br>/<br>pIND-Luci +Dox,<br>> 2 fold up	pIND-CNOT2 +Dox<br>/<br>pIND-Luci +Dox,<br>> 2 fold up	pIND-CNOT3 +Dox<br>/<br>pIND-Luci +Dox,<br>> 2 fold up	pIND-CNOT1 AND 2<br>AND 3 +Dox<br>/<br>pIND-Luci +Dox,<br>> 2 fold down	pIND-CNOT1 +Dox<br>/<br>pIND-Luci +Dox,<br>> 2 fold down	pIND-CNOT2 +Dox<br>/<br>pIND-Luci +Dox,<br>> 2 fold down	pIND-CNOT3 +Dox<br>/<br>pIND-Luci +Dox,<br>> 2 fold down
	PCYT2		SESN2		LOC389634		MF12
	PDE3B		SETD6		LOC390940		MFSD6
	PELI3		SEZ6L2		LOC400128		MGAT4A
	PEPD		SFPQ		LOC400657		MGC12982
	PEX6		SFTA3		LOC400958		MGC16121
	PGBD2		SFXN2		LOC401022		MGC23284
	PGP		SH2B2		LOC402160		MGC2752
	PHF12		SH3BGR		LOC439911		MIR221
	PHYHD1		SH3PXD2B		LOC439950		MLXIPL
	PIGQ		SHROOM4		LOC440300		MMP15
	PIGW		SIK3		LOC497257		MOB3B
	PIH1D2		SIRPA		LOC642311		MOSPD1
	PILRA		SLC13A4		LOC642924		MOXD1
	PIN1P1		SLC16A4		LOC644339		MST1
	PIP4K2C		SLC22A17		LOC645722		MTHFSD
	PITPNA		SLC25A13		LOC727982		MTUS1
	PKD2		SLC25A46		LOC728061		MUCL1
	PLA2G7		SLC27A6		LOC728730		MXD3
	PLEKHA4		SLC30A1		LOC728802		MXRA8
	PLSCR1		SLC35D1		LOC730102		MYCL1
	PLTP		SLC35E3		LOC96610		MYLIP
	PNMA5		SLC37A1		LOH12CR1		MYO1F
	PNMA6C		SLC38A7		LONRF3		MYOM2
	PNMT		SLC39A6		LOXL2		MYT1
	PNN		SLC50A1		LPIN1		MZF1
	PNPLA7		SLC7A11		LPPR3		MZT2A
	POC1A		SLC7A8		LRP1		NANOS3
	POLA1		SLC8A1		LRP8		NANP
	POLE4		SLC9A9		LRRC36		NAT6
	POLR3C		SMG6		LRRFIP1		NCAM1
	POM121		SMOX		LRSAM1		NCS1
	POMT2		SMPDL3B		LY6K		ND6
	PPAP2B		SNAI2		LYPD1		NDRG1
	PPARD		SNAP29		LZIC		NEDD4L
	PPEF1		SNAR-F		LZTS1		NEFL
	PPHLN1		SNAR-G1		MAD2L2		NEFM
	PPME1		SNAR-G2		MAF		NEIL2
	PPP1R13B		SNORA28		MAFB		NEK6
	PPP2R1A		SNORA33		MAFF		NELF
	PRKACB		SNORA45		MAFK		NELL2
	PRKCB		SNORA48		MAN2A2		NFATC1
	PRLHR		SNORA62		MAN2B1		NFIC
	PRMT5		SNORA67		MAOA		NGFR
	PRPF3		SNORD12C		MAP3K13		NHLH2
	PRR19		SNX4		MAP3K14		NHLRC2
	PRSS35		SNX8		MAP3K15		NHSL2
	PSMA6		SOAT1		MAP7D2		NINJ1
	PSMB9		SPAG16		MAPK14		NIPA1
	PSMC1		SPARC		MAPK4		NIPAL1
	PSMC4		SPATA20		MAPT		NIPSNAP3A
	PSMC6		SPATA5L1		MARCH2		NISCH
	PTBP1		SPATA6		MARCH8		NKX6-2
	PTGDS		SPATS2L		MAST3		NNT
	PYCR1		SPEF1		MASTL		NOTCH1
	R3HCC1		SPIN3		MBD5		NOXA1
	RAB15		SPINK5		MBP		NPDC1
	RAB36		SPOCD1		MCEE		NPNT
	RAB39B		SPRYD4		MCF2L-AS1		NPTX1
	RAB3C		SPTBN1		MCL1		NPY
	RAB9B		SPTBN4		MCU		NR1D2
	RABL3		SRD5A3		MDM4		NRARP
	RAD51D		SRP19		MED14		NSL1
	RALGAPA1		SRPX		MEGF8		NT5DC3
	RANBP10		SRSF12		MERTK		NT5M
	RANBP17		SSBP3		MESP1		NTN4
	RANBP6		SSPN		METRN		NTNG2
	RASEF		SSR3		METRNL		NUCB1
	RBFOX3		SSX2IP		METTL10		NUP210
	RBM33		ST6GALNAC3		MEX3A		NUP62CL
	RCBTB2		ST7L		MFAP2		OBFC1
	RCC1		STAC2		MFAP3L		OCA2
	RCOR1		STAG1		MFGF8		OCEL1
	RDH10		STARD8		MF12		ODF3B
	RELL2		STAT6		MFSD10		ODZ1
	REM2		STEAP1		MFSD2A		ONECUT1
	REXO1L1		STEAP1B		MFSD6		ONECUT3
	RFX2		STK33		MGAT4A		OPA1
	RFX7		STK36		MGC16121		OR5D14
	RG520		STXBP6		MICAL2		OR5L2
	RHEB		SUGT1		MIR221		OR7E14P
	RIIAD1		SUGT1P1		MIR22HG		OTUD7B
	RIMBP3		SULT1A2		MKL1		OVGP1
	RMI1		SULT2B1		MKKN2		P2RY1
	RNASEH2B		SYBU		MLLT11		PABPC4L
	RNF121		SYNCRIP		MLLT3		PACRGL
	RNF138P1		SYNRG		MOSPD1		PAK2
	RNF20		TAC3		MPP3		PALM2
	RNF31		TACC2		MRC2		PAN2
	RNM1TL1		TAP1		MSH5		PANK4
	RNU11		TAPBP		MSRB3		PAPLN
	ROPN1L		TBC1D8B		MST1		PARD6G
	RPL22L1		TCEAL6		MT1B		PASK
	RPP30		TCP1		MT1E		PAX7
	RPP40		TEKT2		MT1H		PBK
	RPS6KA4		TERC		MT1L		PBX3
	RPS6KL1		TERT		MT1X		PCDH10
	RPTOR		TEX19		MT2A		PCIF1
	RPUSD2		TFPI2		MTL5		PCK1
	RRP9		TFPT		MTUS1		PCYT1A
	RRS1		THAP10		MUCL1		PDCD2
	RTN1		THAP7-AS1		MXI1		PDCL
	RWDD2B		THAP8		MXRA8		PDGFA
	SAFB2		THBS4		MYOM2		PDIM1L
	SAP30		THTPA		MYT1		PDIM1
	SAP30BP		TLCD1		MZF1		PDIM3
	SART1		TMEM102		MZT2A		PDIM4
	SBDSP1		TMEM145		NANP		PDSSB
	SCAF4		TMEM165		NAT6		PDXDC2P
	SCAMP5		TMEM173		NBAS		PDXP
	SCARA3		TMEM19		NCAM1		PFKFB3
	SCARNA9		TMEM198		NCBP2		PFKP
	SCLT1		TMEM199		NDRG1		PHLDA3
	SCN4B		TMEM22		NDRG3		PHPT1
	SDAD1		TMEM234		NDUFC2		PHYHD1
	SDSL		TMEM45A		NEFL		PI15
	SEL1L		TMPO		NEFM		PIDD
	SERPINH1		TNFAIP2		NEIL2		PIGL
	SESN2		TNNI3		NEURL		PIGX
	SETD3		TNS1		NFATC1		PIK3CD

Supplementary Table 1

pIND-CNOT1 AND 2<br>AND 3 +Dox<br>/<br>pIND-Luci +Dox,<br>> 2 fold up	pIND-CNOT1 +Dox<br>/<br>pIND-Luci +Dox,<br>> 2 fold up	pIND-CNOT2 +Dox<br>/<br>pIND-Luci +Dox,<br>> 2 fold up	pIND-CNOT3 +Dox<br>/<br>pIND-Luci +Dox,<br>> 2 fold up	pIND-CNOT1 AND 2<br>AND 3 +Dox<br>/<br>pIND-Luci +Dox,<br>> 2 fold down	pIND-CNOT1 +Dox<br>/<br>pIND-Luci +Dox,<br>> 2 fold down	pIND-CNOT2 +Dox<br>/<br>pIND-Luci +Dox,<br>> 2 fold down	pIND-CNOT3 +Dox<br>/<br>pIND-Luci +Dox,<br>> 2 fold down
	SETD6		TOB2P1		NFE2L3		PIM3
	SEZ6L2		TP53BP1		NGEF		PKIB
	SFPQ		TP53I3		NGFR		PKN1
	SGMS2		TP53RK		NHLH2		PKN3
	SH3PXD2B		TRA2A		NHSL2		PLA2G16
	SHB		TRIM2		NIPA1		PLA2G4E
	SIK3		TRMT1L		NKX6-2		PLAC1
	SIPA1L1		TRPV1		NOTCH3		PLAT
	SIRPA		TRPV2		NPM3		PLAU
	SIVA1		TSPAN10		NPNT		PLCE1
	SLC13A3		TSPAN12		NPY		PLD1
	SLC16A14		TTC12		NR1D2		PLEKHA1
	SLC16A9		TTC18		NR2C2		PLK2
	SLC22A17		TTC25		NR5A2		PLP2
	SLC23A2		TTC26		NRIP3		PLS1
	SLC25A13		TTC27		NRN1		PLS3
	SLC25A21		TTC39C		NRXN3		PLXND1
	SLC25A46		TTC8		NSL1		PMAIP1
	SLC27A6		TUBA8		NSUN3		PMEPA1
	SLC29A3		TUBGCP5		NTNG2		PON3
	SLC2A6		U2SURP		NUDT2		POU4F3
	SLC35D1		UBAC2-AS1		OAZ3		PPARG
	SLC36A1		UBE2L6		OBFC1		PPM1J
	SLC37A1		UBR5		OBSL1		PPP1R14C
	SLC38A10		UFSP1		OCEL1		PPP1R26
	SLC38A7		UGGT2		ODF3B		PPP1R3F
	SLC6A15		ULBP2		ODZ1		PPP3CB
	SLC7A1		UNC5C		OR5D14		PQLC3
	SLC7A11		USP14		OR5L2		PRAMEF13
	SLC7A8		UTP14A		OSBPL10		PREX1
	SLC9A9		UTP15		OSGEPL1		PRKCH
	SLITRK5		UTP20		OTUD3		PRPH
	SMCHD1		VAV3		OTUD7B		PRR11
	SMEK1		VAX1		PABPC3		PRR25
	SMG6		VAX2		PACRGL		PRRC2B
	SMOX		VPS18		PAFAH2		PRSS12
	SNAI2		VPS33A		PAIP2B		PRUNE2
	SNAP29		VPS52		PALM2		PSAP
	SNAR-F		VSIG10L		PAPLN		psiTPTe22
	SNAR-G1		VTa1		PAQR5		PTAR1
	SNAR-G2		WBSCR27		PARD6B		PTBP3
	SNAR-H		WDR46		PARP8		PTCD3
	SNORA28		WDR61		PAX7		PTCH1
	SNORA33		WDR73		PBK		PTGES2
	SNORA47		WDR78		PBXIP1		PTH2
	SNORA62		WDR81		PC		PTPN21
	SNORA67		WIBG		PCBP4		PTPN3
	SNORA76		WNT10B		PCGF1		PTPRF
	SNRPB2		WTAP		PCK1		PTPRJ
	SNUPN		XLOC_000167		PDE4DIP		PURA
	SNX18		XLOC_000175		PDGFA		PVRL4
	SNX4		XLOC_000190		PDK1		PVT1
	SOBP		XLOC_000505		PDK4		PWWP2B
	SORD		XLOC_000822		PDLIM3		Q5SRJ3
	SPATA20		XLOC_000883		PDLIM4		Q7Z2X8
	SPDYC		XLOC_001532		PDPN		QRFP
	SPEF1		XLOC_001699		PDSS2		QSOX2
	SPIN3		XLOC_001775		PDXDC2P		R3HDM2
	SPINK5		XLOC_002026		PFFKB3		RAB11FIP1
	SPOCD1		XLOC_002652		PFN4		RAB14
	SPRYD4		XLOC_002921		PHF13		RAB37
	SPRYD7		XLOC_004677		PHLDB1		RAB38
	SPTBN1		XLOC_005764		PI15		RAB3A
	SPTLC2		XLOC_007348		PI4KAP1		RABGAP1
	SRD5A3		XLOC_007433		PI4KAP2		RAD23A
	SRSF8		XLOC_007635		PIAS1		RAD23B
	SSBP3		XLOC_007769		PIGF		RALGPS1
	SSH1		XLOC_008079		PIGL		RASGEF1B
	SSX2IP		XLOC_009147		PIGX		RASL10A
	ST7L		XLOC_009233		PIK3CA		RASSF3
	STAG1		XLOC_009509		PIK3CD		RASSF4
	STARD8		XLOC_011344		PIM3		RBAC
	STAT6		XLOC_011676		PITPNC1		RBBP5
	STEAP1		XLOC_012142		PKDCC		RBFA
	STEAP1B		XLOC_013301		PKIB		RBP1
	STK10		XLOC_013973		PKN1		RBP7
	STXBP5		XLOC_014063		PLA2G16		RBPJ
	STXBP6		XLOC_014288		PLA2G4A		RBPMS
	SUGT1		XLOC_014397		PLA2G4E		RDM1
	SULF1		XLOC_I2_002433		PLAG1		RDX
	SUPT16H		XLOC_I2_003992		PLAT		RETSAT
	SURF2		XLOC_I2_006862		PLAU		RGS12
	SURF6		XLOC_I2_008151		PLCD1		RGS16
	SUSD1		XLOC_I2_009273		PLCE1		RHOB
	SYNCRIP		XLOC_I2_009442		PLEKHA2		RHOBTB2
	SYNGR4		XLOC_I2_011584		PLEKHB1		RHOC
	SYNJ2BP		XLOC_I2_011649		PLEKHG5		RIBC2
	SYNRG		XLOC_I2_013267		PLK2		RIC8B
	SYT17		XLOC_I2_013480		PLP2		RIMS3
	TAP1		XLOC_I2_015632		PLS3		RLTPR
	TAPBP		YLPM1		PMAIP1		RN5-8S1
	TBC1D8B		ZBTB25		PMEL		RNF122
	TBXAS1		ZC3H13		PMM1		RNF19A
	TCP1		ZCWPW1		PMS1		RNF208
	TERC		ZDHHC14		POLR3G		RNF223
	THAP7-AS1		ZFPL1		PON3		RNU6ATAC
	THBS4		ZKSCAN5		POU4F3		RPH3AL
	THEM4		ZMYM3		PPAPDC1B		RPIA
	THRA		ZNF174		PPARA		RPL22
	THTPA		ZNF19		PPARG		RPRML
	TIGD2		ZNF23		PPIE		RPS6KB1
	TLCD1		ZNF251		PPIL3		RUSC2
	TMEM104		ZNF252		PPM1J		RXRA
	TMEM110		ZNF271		PPP1CB		SAP25
	TMEM145		ZNF280D		PPP1R12B		SAT1
	TMEM165		ZNF283		PPP1R18		SATB1
	TMEM173		ZNF425		PPP2R5B		SCAI
	TMEM181		ZNF498		PQLC3		SCARA5
	TMEM19		ZNF512B		PRAMEF13		SDC4
	TMEM198		ZNF608		PRDM16		SDHAP1
	TMEM199		ZNF667		PREPL		SEC14L2
	TMEM216		ZNF688		PRKAB2		SEC16A
	TMEM22		ZNF70		PRKAR1A		SEC31B
	TMEM234		ZSCAN5A		PRKCE		SEL1L3
	TMEM5		ZSWIM5		PRKCH		SELO
	TMEM56-RWDD3				PROS1		SEMA4C
	TMEM63C				PRPF4B		SEMA4D
	TMPO				PRR11		SEMA4G
	TMX1				PRR5-ARHGAP8		SENP5

Supplementary Table 1

pIND-CNOT1 AND 2<br>AND 3 +Dox<br>/<br>pIND-Luci +Dox,<br>> 2 fold up	pIND-CNOT1 +Dox<br>/<br>pIND-Luci +Dox,<br>> 2 fold up	pIND-CNOT2 +Dox<br>/<br>pIND-Luci +Dox,<br>> 2 fold up	pIND-CNOT3 +Dox<br>/<br>pIND-Luci +Dox,<br>> 2 fold up	pIND-CNOT1 AND 2<br>AND 3 +Dox<br>/<br>pIND-Luci +Dox,<br>> 2 fold down	pIND-CNOT1 +Dox<br>/<br>pIND-Luci +Dox,<br>> 2 fold down	pIND-CNOT2 +Dox<br>/<br>pIND-Luci +Dox,<br>> 2 fold down	pIND-CNOT3 +Dox<br>/<br>pIND-Luci +Dox,<br>> 2 fold down
	TNFAIP2				PRRT2		SEPN1
	TNNI3				PRSS12		SEPT7L
	TNS1				PRSS30P		SERP2
	TNS3				PRSS8		SERPINB1
	TOB2P1				PRUNE2		SERTAD2
	TOMMM40				PSD3		SERTAD3
	TOP1				psiTPTE22		SERTAD4
	TOR1A				PTCD3		SFRP1
	TP53				PTH2		SFXN3
	TP53I3				PTP4A3		SGK196
	TRA2A				PTPN14		SGPL1
	TRAF4				PTPN18		SH2D3C
	TRAPPC6A				PTPRD		SH2D4A
	TRIPAP1				PUSL1		SH2D6
	TRIM14				PXDN		SH3BP4
	TRIP11				Q29HP5		SH3GLB2
	TRMT1L				Q5SRJ3		SH3YL1
	TRMT61A				Q6P4E4		SHISA2
	TRPV1				QPCT		SHISA3
	TRPV2				RAB11FIP1		SHISA8
	TSPAN10				RAB11FIP5		SIGLEC15
	TSPAN12				RAB26		SIRT4
	TSR1				RAB37		SIX4
	TTC12				RAB3A		SKI
	TTC18				RAB3IP		SKIL
	TTC4				RAB4B		SKP2
	TTC8				RAB6B		SLC12A4
	TTF1				RAD23A		SLC13A3
	TTPAL				RALB		SLC15A4
	TUB				RALGDS		SLC16A10
	TUBA3D				RASA4		SLC16A5
	TUBA8				RASGEF1B		SLC22A23
	TUBGCP5				RASGRP2		SLC25A23
	TXNDC16				RASL10A		SLC25A25
	U2SURP				RASSF3		SLC25A27
	UAP1L1				RAVER1		SLC25A37
	UBAC2-AS1				RBAK-LOC389458		SLC25A43
	UBE2Q1				RBBP5		SLC27A1
	UBQLN1				RBM11		SLC33A1
	UBQLN2				RBM20		SLC35B2
	UBR5				RBMS2		SLC35F1
	UBR7				RBP1		SLC39A11
	UCKL1				RBP7		SLC46A1
	UFSP1				RBPJ		SLC46A2
	UFSP2				RBPMS		SLC4A7
	UGGT2				RCAN3		SLC5A9
	UMPS				RDM1		SLC6A6
	UNC5C				REEP2		SLC7A2
	UNG				RER1		SMC1A
	URB1				RET		SMC2
	URM1				RFTN1		SMCR6
	UTP14A				RGMA		SMTNL2
	UTP15				RGS10		SNAP91
	UTP20				RGS12		SNHG6
	VAV1				RGS16		SNORA17
	VAV3				RGS9BP		SNORA43
	VAX1				RHCE		SNORA56
	VAX2				RHOB		SNORA65
	VMAC				RHOBTB2		SNORD12B
	VP518				RHOC		SNORD19
	VRK1				RHOQ		SNORD29
	VSIG10L				RHOU		SNORD31
	VTI1A				RIMS3		SNORD36A
	WARS				RINL		SNORD36C
	WBSCR27				RIPK4		SNORD58A
	WDR46				RN18S1		SNX1
	WDR73				RN5-8S1		SNX22
	WDR74				RND2		SNX30
	WDR78				RND3		SOCS7
	WDR81				RNF122		SOX6
	WDR85				RNF123		SP140
	WDR89				RNF182		SP5
	WIBG				RNF19A		SP8
	WNT10B				RNF19B		SPATA18
	WTAP				RNF2		SPINT2
	XLOC_000167				RNF208		SPON1
	XLOC_000175				RNF215		SQRDL
	XLOC_000190				RNF223		SREBF2
	XLOC_000822				RNF43		SRPK3
	XLOC_000883				RNPEPL1		SSBP4
	XLOC_000895				ROGDI		SSH2
	XLOC_002026				RORA		SSTR3
	XLOC_002643				RPH3AL		ST3GAL1
	XLOC_002652				RPL22		ST3GAL4
	XLOC_002921				RPL23AP32		ST6GALNAC6
	XLOC_005081				RP56KA1		STAU2
	XLOC_005617				RRAS		STK32C
	XLOC_005764				RSC1A1		STMN3
	XLOC_006025				RSRC2		STON1-GTF2A1L
	XLOC_007052				RTN4R		STX17
	XLOC_007348				RUNX1		STXBP1
	XLOC_007433				RUNX1T1		STYX
	XLOC_007769				RUSC2		SV2A
	XLOC_008033				RXR8		SYDE2
	XLOC_009147				S100A10		SYK
	XLOC_009509				S100A11		SYN2
	XLOC_010495				SAMD10		SYNM
	XLOC_011344				SAP25		SYT15
	XLOC_011515				SAT1		TAF5L
	XLOC_013282				SATB1		TAGLN2
	XLOC_013301				SBF1		TAS1R3
	XLOC_014063				SBF1P1		TBC1D1
	XLOC_014288				SBF2		TBC1D16
	XLOC_014397				SBN01		TBC1D3
	XLOC_I2_001971				SCAI		TBC1D5
	XLOC_I2_003602				SCAPER		TBC1D9
	XLOC_I2_004222				SCARA5		TC2N
	XLOC_I2_006718				SCARNA12		TCF24
	XLOC_I2_009273				SCARNA14		TCP11L1
	XLOC_I2_009442				SCARNA20		TCTEX1D2
	XLOC_I2_011649				SCML1		TDRD3
	XLOC_I2_013267				SCUBE1		TECPR2
	XLOC_I2_013480				SDHAP1		TFAP2A
	XLOC_I2_015451				SDHB		TFCP2L1
	XLOC_I2_015491				SEC14L2		TGFBR3
	XLOC_I2_015585				SEC24D		THAP6
	XPO5				SEL1L3		THBD
	ZBTB2				SELO		TIMP3
	ZBTB24				SEMA3F		TJP2

Supplementary Table 1

pIND-CNOT1 AND 2<br>AND 3 +Dox<br>/<br>pIND-Luci +Dox,<br>> 2 fold up	pIND-CNOT1 +Dox<br>/<br>pIND-Luci +Dox,<br>> 2 fold up	pIND-CNOT2 +Dox<br>/<br>pIND-Luci +Dox,<br>> 2 fold up	pIND-CNOT3 +Dox<br>/<br>pIND-Luci +Dox,<br>> 2 fold up	pIND-CNOT1 AND 2<br>AND 3 +Dox<br>/<br>pIND-Luci +Dox,<br>> 2 fold down	pIND-CNOT1 +Dox<br>/<br>pIND-Luci +Dox,<br>> 2 fold down	pIND-CNOT2 +Dox<br>/<br>pIND-Luci +Dox,<br>> 2 fold down	pIND-CNOT3 +Dox<br>/<br>pIND-Luci +Dox,<br>> 2 fold down
	ZBTB25				SEMA4C		TLX2
	ZC3H14				SEMA4G		TM6SF1
	ZC3H4				SENP7		TMCC1
	ZCWPW1				SEPN1		TMED4
	ZDHHC14				SEPT3		TMEM101
	ZER1				SERHL2		TMEM132E
	ZFHX2				SERP2		TMEM187
	ZFP112				SERPINB1		TMEM203
	ZFP41				SERPINF1		TMEM229B
	ZFYVE1				SERPINI1		TMEM38B
	ZFYVE26				SESTD1		TMEM52
	ZHX2				SFN		TMEM8B
	ZHX3				SFRP1		TMOD1
	ZKSCAN5				SFTA3		TMX3
	ZMIZ2				SFTPA2		TNFRSF10A
	ZNF17				SFXN3		TNFRSF10B
	ZNF174				SGK196		TNFRSF11A
	ZNF180				SGMS1		TNFRSF12A
	ZNF189				SGPP2		TNFRSF25
	ZNF23				SGSM3		TNK2
	ZNF251				SH2D3C		TOR1B
	ZNF252				SH2D4A		TP53I11
	ZNF26				SH2D6		TP73-AS1
	ZNF271				SH3BGR13		TPD52L1
	ZNF280D				SH3GL2		TPPP
	ZNF283				SH3YL1		TRAF2
	ZNF300				SHD		TRAK1
	ZNF324				SHISA2		TRIB1
	ZNF324B				SHISA8		TRIM32
	ZNF326				SIGIRR		TRIM38
	ZNF362				SIGLEC15		TRIM61
	ZNF425				SLC10A4		TRIM7
	ZNF462				SLC16A4		TRIM8
	ZNF480				SLC16A5		TRPM4
	ZNF498				SLC22A23		TSC1
	ZNF512B				SLC25A27		TSHZ1
	ZNF551				SLC25A30		TSIX
	ZNF577				SLC25A35		TTC28-AS1
	ZNF594				SLC25A37		TTC39A
	ZNF605				SLC25A43		TUBA4A
	ZNF618				SLC27A1		TUBB2B
	ZNF667				SLC35B2		TUBBP5
	ZNF688				SLC35E2B		TUSC3
	ZNF707				SLC35F3		TWIST2
	ZNF71				SLC35F5		TXNDC17
	ZNF75A				SLC39A7		TXNL4A
	ZNF75D				SLC45A3		TYSND1
	ZNF765				SLC46A2		U2AF1L4
	ZNF773				SLC5A9		UBE2V2
	ZNF776				SLC7A2		UBE3B
	ZNF777				SLC7A5		UGCG
	ZNF837				SLIT2		UPP1
	ZNF839				SLIT3		URGCP
	ZNRF1				SMAD2		USP2
	ZSCAN5A				SMCR6		USP32
	ZSWIM1				SMTNL2		USP41
	ZSWIM3				SNAI1		USP49
	ZSWIM5				SNAPC3		USP53
					SNCG		UVRAG
					SNORA12		VAMP8
					SNORA17		VAT1
					SNORA57		VAV2
					SNORD105B		VN1R2
					SNORD11		VPS13A
					SNORD12B		VTRNA1-3
					SNORD19		VWASB2
					SNORD26		WDYHV1
					SNORD27		WHAMMP2
					SNORD31		WNK2
					SNORD41		WNT11
					SNORD43		WNT3
					SNORD48		WNT6
					SNORD52		WT1
					SNORD56		XIAP
					SNORD58A		XLOC_000011
					SNORD76		XLOC_000152
					SNORD8		XLOC_000182
					SNORD80		XLOC_000441
					SNORD89		XLOC_000670
					SNX24		XLOC_000735
					SOC52		XLOC_000776
					SOC55		XLOC_001357
					SOS1		XLOC_001373
					SOX6		XLOC_001453
					SP140		XLOC_001515
					SP5		XLOC_001856
					SP8		XLOC_002063
					SP9		XLOC_002140
					SPAG4		XLOC_002283
					SPARC		XLOC_002581
					SPATA2L		XLOC_002603
					SPEN		XLOC_002746
					SPINK2		XLOC_002900
					SPINK7		XLOC_003165
					SPINT2		XLOC_003405
					SPRED2		XLOC_003870
					SPRR2D		XLOC_003912
					SREBF2		XLOC_004263
					SRPK3		XLOC_004452
					SSBP4		XLOC_004680
					SSFA2		XLOC_005051
					ST13		XLOC_005225
					ST3GAL1		XLOC_005461
					ST3GAL5		XLOC_005633
					STAMBPL1		XLOC_006336
					STARD5		XLOC_006390
					STIM2		XLOC_006419
					STK3		XLOC_006513
					STK32C		XLOC_006721
					STK40		XLOC_006753
					STON1		XLOC_006844
					STON1-GTF2A1L		XLOC_006994
					STX7		XLOC_007054
					STX8		XLOC_007275
					SUCLG2		XLOC_007467
					SV2A		XLOC_007556
					SYCE3		XLOC_007855
					SYK		XLOC_008000
					SYNDIG1		XLOC_008001

Supplementary Table 1

How the deposited data were processed for this re-analysis (not part of the article)

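Gene expression was measured with human 8x60K oligonucleotide arrays in HEK-293T cells that carry a Dox-inducible short hairpin RNA against CNOT1, CNOT2, CNOT3 or, as a control, luciferase (pIND Luci). A first experiment has 8 arrays, 1 for each of the 4 lines with and without Dox, and a second experiment has 4 further arrays of the CNOT2 and Luci lines. Conditions were taken from the sample labels and from the paper. Replicate 1 was taken as the first and replicate 2 as the second experiment, since the paper describes them in this order, while the labels name no experiment. The deposited description speaks of technical replicates and the paper of a biological and technical replicate. How much of the spread between the arrays of a group is biological is not known. The labels of the second Luci -Dox array disagree on Dox, and its title was followed, which leaves 1 Luci array with and 1 without Dox in each experiment, as in Fig. 4B. Some column labels of that figure appear to be swapped against the sample labels, so the group of this array is not certain.

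According to the paper, the authors took the logarithm of the mean spot signals, corrected the background with the NormExp method on the negative control spots and quantile-normalized the values before averaging. The values deposited by the authors, 1 per spot, were taken as log2 intensities from their range and were used on this scale. Their quartiles are equal on all 12 arrays, with a lower quartile of 2.54, a median of 3.34 and an upper quartile of 6.69, so the normalization between arrays was already done and was not repeated. Between 13 and 90 spots per array have no value, and spots without a value on any array were left out. The values carry no detection call, so the quality filter of the paper was not applied here.

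A gene symbol was given for 37051 spots, which name 20088 genes, and 25925 unnamed spots were not used here. The transcript accessions of 33705 named spots match current RefSeq transcripts, and symbols were kept as given although 3265 of these have changed since. Of 20042 genes with a value on all arrays, 7161 had more than 1 spot, and the spot with the highest mean over all arrays stood for the gene. Genes with a mean below the 25th percentile over the arrays of a comparison were left out, which for the CNOT2 and Luci arrays lies at 2.96. After this filter 15031 genes were tested on the CNOT2 and Luci arrays, 15037 were compared in the first experiment and 15033 were tested on all 12 arrays.

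In the first experiment each condition has 1 array, so differences of log2 values were counted at more than 2-fold without a test. For the CNOT2 and Luci lines, limma 3.58.1 in R 4.3.3 was fitted to 8 arrays with 4 group means, without a replicate block or an intensity trend, and p-values were adjusted with the Benjamini-Hochberg method at a threshold of 0.05. The difference between the Dox effect in the CNOT2 line and that in the Luci line was tested as its own contrast. For CNOT1 and CNOT3, a limma fit on all 12 arrays assumed that the single arrays vary like the replicated groups. Arrays of 1 experiment form a replicate block, since the paper describes a first and a new experiment, each with its own controls. The deviations of the replicates from their group means had correlations between 0.359 and 0.606 across the 6 pairs of groups, so the block was run as an alternative. Bona fide CNOT2 genes were those more than 2-fold different in the same direction against both controls and not more than 2-fold different with Dox in Luci cells. Numbers of such genes among unchanged arrays came from 100 simulations with independent errors, the full spread of the replicates and the same shared arrays. Since this spread includes shifts shared by an experiment, a simulation with the spread left after the block was added after the values were seen. Arrays of the first experiment alone were simulated with the spread left after a block in a fit with an intensity trend to all 12 arrays.

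The tests of gene lists covered 43 lists fixed beforehand, namely the MHC II genes, their neighbors and regulators, the genes of Fig. 5C, the 10 pathways of Supplementary Table 2, and textbook lists of gene families, cell types and stress responses. Of these, 40 had at least 5 tested genes. The list test was camera of limma with a preset correlation of 0.01, beside an estimated correlation, fry and geneSetTest, with adjustment over the lists of a comparison. The estimated correlation came from fits without a replicate block, so shifts shared by an experiment may add to it. In the first experiment the median of a list was set against 10000 random lists of equal size matched on mean expression in 20 bins. Correlations across the MHC II genes were tested with 1e+05 permutations of the gene pairings. Fisher's exact test of pathway members was run on genes of single arrays with and without the MHC II genes.

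Genes named in the text are those the paper names, up to 10 genes with the largest difference in each direction per limma comparison among those more than 2-fold different in each experiment, up to 5 per single-array comparison that also differed from the same line without Dox, and 2 to 4 members per list with the largest changes. Genes chosen after their values were seen are marked. Uncharacterized transcripts were not named, and some genes are not reported here.

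Other settings changed 1 choice at a time. They were no filter or a filter at the median, the mean over spots of a gene, quantile normalization or median centering of the gene values, other control arrays, each experiment alone, each array left out, the block, a trend, the spread of all 12 arrays or of the compared groups alone, another list test, the MHC II list without the near-identical HLA-DRB genes, and a 1.5-fold threshold. A block together with a trend, the median spot of a gene and Luci -Dox cells as the control were added after values had been seen. The steps were tested on simulated data with 200 changed genes in each of 10 draws and the spread of these arrays. At an adjusted p under 0.05, limma found 78.3% of the 8-fold, 30.0% of the 4-fold and 0.597% of the 2-fold changes, with 1.8 false calls per draw. A list of 14 genes shifted by 1.5 was found in 10 of 10 draws and an unshifted list in 0 of 10 by camera, also with the estimated correlation. The simulated errors were independent between genes and between arrays, without shifts shared by an experiment. These draws therefore do not check the tests for correlated genes or for such shifts. These simulations were first run after the tests had been run once on the arrays. The arrays were read as deposited, and a rounding step that removes floating-point residue at exactly 2-fold was added after the first counts.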

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

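The tests of cells of another type, of Dox alone and of a line difference for the MHC II genes, the list test of CNOT2 -Dox against Luci -Dox cells, and the values of short RNAs against CNOT2 -Dox cells, were chosen only after the results were seen.

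The effect of Dox in CNOT2 cells differed from its effect in Luci cells for 9 of 40 gene lists, at an adjusted p under 0.05 from limma's camera for the difference itself. With an estimated correlation 0 of these lists passed, with adjusted p-values between 0.437 and 0.838. The genes named as higher in Fig. 5C had a mean difference between the Dox effects of 1.437 on the log2 scale and the MHC II genes of 0.7575, with 0.86 in the first and 0.65 in the second experiment. The pathway named Intestinal immune network for IgA production had a difference of 0.5432, Graft-versus-host disease of 0.4483, p53 target genes of 0.4316 and interferon-stimulated genes of 0.3873. Lower were the mitochondrially encoded genes with -0.6377, snoRNA genes with -0.4767 and zinc finger genes with -0.1526. In limma 0 single genes passed for this difference at an adjusted p under 0.05, with 0 also with a replicate block, and 353 had an unadjusted p under 0.05. These 353 are fewer than a share of 0.05 of the 15031 genes, which would be expected if none differed. Lists that share genes, such as the first 4 named here, are not separate results. The study chose these 4 lists from its arrays, so they are not independent evidence.

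Leaving out 1 array ended several of these calls. These fits have no replicate block, so a shift shared by an experiment no longer cancels between the groups and may add to the changes. The MHC II genes did not pass without the second CNOT2 -Dox array (0.58), the second CNOT2 +Dox array (0.43), the first Luci -Dox array (0.47) or the first Luci +Dox array (0.38). The interferon-stimulated genes did not pass without the same arrays, with 0.32, 0.11, 0.39 and 0.29. The mitochondrially encoded genes had 0.08 without the second Luci -Dox array, -0.17 without the first CNOT2 -Dox, -0.14 without the second CNOT2 +Dox and -0.45 without the first Luci +Dox array. The p53 target genes did not pass without the first CNOT2 -Dox (0.31), the first CNOT2 +Dox (0.36), the second Luci -Dox (0.26) or the second Luci +Dox array (0.42). Zinc finger genes did not pass without the second CNOT2 -Dox (-0.08), the first CNOT2 +Dox (-0.09), the first Luci -Dox (-0.11) or the second Luci +Dox array (-0.11). The snoRNA genes passed without each of the 8 arrays. The mitochondrially encoded genes differed in the second experiment (-1.20) far more than in the first (-0.08).

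The paper reports no comparison of the lines without Dox, and the counts below do not by themselves show a signal. Without Dox, 1314 genes were more than 2-fold higher and 1581 lower in CNOT1 than in Luci cells, and 914 higher and 1132 lower in CNOT3 than in Luci cells. Each comparison rests on 1 array per line and has no test. Simulated unchanged arrays of the first experiment had 553 genes more than 2-fold higher per comparison. In CNOT2 -Dox compared with Luci -Dox cells, which have 2 arrays each, 377 genes were more than 2-fold higher and 242 lower, with 0 at an adjusted p under 0.05 and 401 at an unadjusted p under 0.05 from limma. These 401 are fewer than a share of 0.05 of the 15031 genes, which would be expected if none differed. Simulated unchanged groups had 394 higher and 397 lower genes with the full spread of the replicates. With the spread left after a replicate block they had 145 and 146.

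Genes more than 2-fold higher in all 3 knock-downs than in Luci +Dox cells numbered 337. Of these, 4.154% (14 genes) were so in each line against the same line without Dox, compared with 33 of all 15037 genes. Another 157 of the 337 passed this threshold in no line. Without Dox, 2.967% were more than 2-fold higher in each line than in Luci cells, and 166 were so in no line. Each share asks for more than 2-fold in 3 single-array comparisons at once. Neither covers the whole set, and neither excludes a knock-down effect, a line difference or a mix for part of it. Against Luci -Dox cells 29.08% passed in all 3, so chance values of the shared Luci +Dox array are a candidate explanation for much of the set. The 14 genes higher against the same line in each knock-down stay open as a hypothesis of a shared response.

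The MHC II genes were higher in CNOT2 +Dox than in Luci +Dox cells, by a mean of 1.47, and as both groups received Dox, an equal effect of Dox in both lines cancels in this difference by design. For the rise of 1.25 against CNOT2 -Dox cells, an effect of Dox alone cannot be told apart from the knock-down, since the difference of the Dox effects had a p of 0.1739 with an estimated correlation and passed with the preset one. Cells of another type cannot be told apart either, since CD74 (-0.50 and 0.53) and HLA-DRA, abundant in cells that carry MHC II, had a mean change of -0.2525 but lay near the background. A difference between the lines that exists without Dox cannot be excluded for part of the rise, since the ratio of the mean without Dox to the mean with Dox was 0.5094 in the second and 0.4633 in the first experiment. On these arrays alone, regulation through CNOT2 remains a hypothesis beside these. Beyond the arrays, the paper reports higher MHC II mRNA by RT-qPCR, with a conventional shRNA in U2OS cells and after CRISPR-Cas9 targeting of CNOT2. It also reports a rise of some MHC II genes in macrophages of CNOT3 knock-out mice, and repression of a reporter by tethered CNOT2.

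The snoRNA genes, 232 tested, were lower in CNOT2 +Dox than in Luci +Dox cells with a mean of -0.32, known before its tests were chosen, and did not pass with an estimated correlation (adjusted p = 0.245) or without the first Luci +Dox array (-0.15). A trend with signal level does not account for this, since the percentile of their median among matched random lists was 0. A lower yield of short or non-polyadenylated RNA cannot be told apart, since other short non-coding RNAs and histone genes had 0.9283 of the snoRNA change, but histone genes had a mean of -0.36 already in CNOT2 -Dox compared with Luci -Dox cells. Against CNOT2 -Dox cells the means were -0.33 for snoRNA genes, -0.27 for 10 other short non-coding RNAs and 0.02 for histone genes, which leaves this open. Knock-down of any CCR4-NOT subunit cannot be told apart from a CNOT2 effect, since the snoRNA mean against the same line was -0.1035 at the higher of CNOT1 and CNOT3, between the bounds set for either outcome and from 1 array each, and no other biological explanation was tested.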

How the results depend on the processing

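The replicate block with an intensity trend, the median spot of a gene and the Luci -Dox array of the first experiment as the control were chosen only after results were seen, as were the list test of CNOT2 -Dox against Luci -Dox cells and the simulation with a replicate block. The other alternatives, the gene lists and the rule for naming genes were set before the data were examined. Main results kept their direction and side of the threshold, or stayed within 1.5-fold of their count, in 422 cases with another setting and in 149 with 1 array left out. They moved further in 82 and 45 cases, no longer passed in 14 and 6, and reversed in 1 and 0. Further lists were the same in 358 and 157 cases, moved in 9 and 0, no longer passed in 22 and 23, newly passed in 10 and 10 and reversed in 8 and 10. Single genes were the same in 2159 and 1318 cases, moved in 148 and 0, newly passed in 9 and 0 and reversed in 8 and 0. In limma, the counts at an adjusted p under 0.05 were 0 for each comparison of the CNOT2 and Luci arrays with any 1 array left out, while 806, 602, 419 and 353 genes had an unadjusted p under 0.05 with all arrays. Of these counts, only 806 lies above a share of 0.05 of the 15031 genes, which would be expected if none differed. Simulated unchanged genes of 2 arrays per group were more than 2-fold higher in 394.5 cases per draw with the full spread of the replicates, which includes shifts shared by an experiment, and in 145 with the spread left after a replicate block. Genes near the background, such as HLA-DRA and CIITA, show little of a change in either direction.

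Leaving out genes below the median tested fewer genes. Bona fide CNOT2 genes were then 65 higher and 12 lower. In the first experiment 767 genes were higher and 820 lower in CNOT1 +Dox, 256 and 93 in CNOT2 +Dox and 589 and 682 in CNOT3 +Dox than in Luci +Dox cells, and 94 and 9 were so in all 3. In both experiments 187 and 68 genes were higher and lower in CNOT2 +Dox than in Luci +Dox cells, 170 and 59 than in CNOT2 -Dox cells, 57 and 21 with Dox in Luci cells, and 111 and 85 for the difference of the Dox effects. On all 12 arrays 5 genes were higher for CNOT1 and 5 for CNOT3. The correlation across the MHC II genes was 0.4958 for CNOT1 and CNOT2 and 0.7404 for CNOT1 and CNOT3, each no longer past the test, which sets r against 0 and makes no allowance for the shared control, and the CNOT3 median was 1.995. Without the MHC II genes 0 pathways passed, and 13 further lists passed for the difference of the Dox effects and 5 with Dox in Luci cells. Without a filter, 1028 genes were lower in CNOT2 +Dox cells in the first experiment, 276 were lower in all 3 knock-downs, and 1095 and 978 were higher and lower for the difference of the Dox effects. The MHC II mean was then 0.5718 for this difference and 0.4512 with Dox in Luci cells, both no longer past the test, 5 and 0 further lists passed in these comparisons, and 0 pathways passed without the MHC II genes, with more genes tested. At 1.5-fold, 600 bona fide genes were higher and 375 lower, as a lower threshold admits more genes.

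With the same line without Dox as the control, 837 genes were higher and 436 lower in CNOT1 +Dox and 982 and 560 in CNOT3 +Dox cells, 429 were lower in CNOT2 +Dox cells, and 33 and 3 were so in all 3. The correlations over all genes were 0.09333 for CNOT1 and CNOT2, 0.1215 for CNOT1 and CNOT3 and 0.2073 for CNOT2 and CNOT3. Across the MHC II genes they were 0.07421 for CNOT1 and CNOT3 and 0.01914 for CNOT2 and CNOT3, no longer past the test, and the CNOT2 median was 0.84. With the second Luci +Dox array as the control, 1488 genes were lower in CNOT2 +Dox cells and 510 in all 3 knock-downs, the MHC II medians were 0.125 for CNOT1 and 0.805 for CNOT2, and RN5-8S1 had a log2 difference of 1.54 in CNOT3 +Dox cells instead of -5.43. With the mean of both Luci +Dox arrays, 181 genes were higher in all 3. With the first Luci -Dox array, 61 genes were lower in all 3, the CNOT2 median was 1.145, and the MHC II correlation of CNOT1 and CNOT2 was 0.4487 and no longer past the test. On the second CNOT2 +Dox and Luci +Dox arrays the CNOT2 median was 1.045, and 5 genes reversed, ARMC3 with 0.77, C11orf87 with -0.31, EDNRB with -0.58, HTR2A with 1.20 and KRT6B with -0.07. The cause was not tested.

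Within the first experiment alone, which has fewer arrays, 139 bona fide genes were lower. Higher and lower were 1009 and 639 genes in CNOT2 +Dox than in Luci +Dox cells and 1260 and 968 for the difference of the Dox effects, and lower were 521 in CNOT2 +Dox than in CNOT2 -Dox cells and 676 with Dox in Luci cells. RANBP6 had a log2 difference of 0.29 against CNOT2 -Dox cells. With Dox in Luci cells the MHC II mean was -0.03143, that of interferon-stimulated genes -0.06458 and that of histone genes 0.08692. The histone mean for the difference of the Dox effects was -0.03872 and the mitochondrial mean against CNOT2 -Dox cells 0.01615. Within the second experiment alone, 161 bona fide genes were lower, 1361 and 880 genes were higher and lower in CNOT2 +Dox than in CNOT2 -Dox cells, 786 were lower than in Luci +Dox cells, 1343 and 812 were higher and lower with Dox in Luci cells, and 1180 and 1244 for the difference of the Dox effects. COL11A2 had -0.18 against Luci +Dox cells, and against CNOT2 -Dox cells the histone mean was -0.002051 and the p53 mean -0.02955. The histone mean against CNOT2 -Dox cells was also reversed with median centering (-0.01192) and quantile normalization (-0.005588). The cause of the reversals was not tested.

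With a replicate block, the test on all 12 arrays called 65 genes higher and 113 lower for CNOT1 and 39 and 67 for CNOT3, and 1 pathway passed without the MHC II genes. The block changed no other main call. With the replicate block and an intensity trend, limma called 27 genes in CNOT2 +Dox compared with Luci +Dox cells and 1 pathway passed without the MHC II genes. The cause was not tested.

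With an estimated correlation in camera, the means are the same and the MHC II genes no longer passed at 1.469 against Luci +Dox, 1.25 against CNOT2 -Dox, 0.4925 with Dox in Luci cells, 0.7575 for the difference of the Dox effects and 0.7111 for CNOT2 -Dox against Luci -Dox cells, because the larger correlation widens the test. It was estimated without a replicate block, so a shift shared by an experiment may be part of it. With it 0 further lists passed in each comparison and 0 pathways passed without the MHC II genes, while 4 of the 10 passed with them. With geneSetTest, which makes no allowance for correlation, 6 pathways passed without the MHC II genes and 17 further lists with Dox in Luci cells. With the median spot of a gene 5 further lists passed with Dox in Luci cells. Without the near-identical HLA-DRB genes the MHC II mean for the difference of the Dox effects was 0.4886, with fewer genes. With a fit to the compared groups alone, which has fewer arrays, the MHC II mean with Dox in Luci cells was 0.4458. Both no longer passed.

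With 1 array left out, fewer arrays enter a mean. These fits have no replicate block, so a shift shared by an experiment no longer cancels between the groups. The changes below cannot tell such a shift from the loss of an array. Bona fide genes were between 197 and 517 higher, the most without the first CNOT2 +Dox array, and between 45 and 294 lower, the most without the second. Against CNOT2 -Dox cells 581 to 1315 genes were higher and 280 to 969 lower, the most without the first CNOT2 -Dox array. Against Luci +Dox cells 670 to 1188 were higher, the most without the second Luci +Dox array, and 319 to 882 lower, the most without the first. With Dox in Luci cells 370 to 1237 were higher and 279 to 932 lower, the most without the first Luci -Dox array. For the difference of the Dox effects 834 to 1288 were higher, the most without the second Luci +Dox array, and 870 to 1140 lower, the most without the first Luci -Dox array. On all 12 arrays, 0 to 1 genes were higher and 0 to 4 lower for CNOT1, and 0 to 1 and 5 to 8 for CNOT3, with the first of these values for CNOT1 without the first Luci +Dox array.

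The MHC II mean for the difference of the Dox effects lay between 0.3814 without the first Luci +Dox array and 1.134, and that with Dox in Luci cells between 0.1164 without the second Luci +Dox array and 0.8686. Without the MHC II genes 0 to 4 pathways passed, with 0 without the second CNOT2 +Dox or the second Luci +Dox array. Further lists with Dox in Luci cells numbered 1 without the second Luci -Dox array and 9 without the first Luci +Dox array. The histone mean lay between -0.08679 without the first CNOT2 +Dox array and 0.1329 against CNOT2 -Dox cells, between -0.01385 without the first and 0.2059 without the second CNOT2 +Dox array for the difference of the Dox effects, and between -0.1701 and 0.01711 without the second Luci -Dox array with Dox in Luci cells. The mitochondrial mean lay between -0.5115 and 0.4823 against CNOT2 -Dox and between -0.9631 and 0.03077 against Luci +Dox cells, in both without the first and the second CNOT2 +Dox array. It lay between -1.358 and 0.08231 for the difference of the Dox effects and between -0.09692 and 1.343 with Dox in Luci cells, with the values nearest 0 without the second Luci -Dox array. The snoRNA mean with Dox in Luci cells lay between -0.03405 without the first and 0.3054 without the second Luci +Dox array. The cause was not tested.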

Differences from the paper's values

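The median spot of a gene and Luci -Dox cells as the control were chosen only after the values were seen. The other alternatives named here were set before the data were examined. The paper counts genes at more than 2-fold, as was done here, after a quality filter that was not applied here. Its Supplementary Table 1 also lists transcripts without a gene symbol, which were not counted here, so the units of these counts differ. Of the genes listed as higher in the paper's Supplementary Table 1 and measured here, 913 of 953 for CNOT1, 385 of 413 for CNOT2 and 769 of 802 for CNOT3 were more than 2-fold higher, and of those listed as lower 1072 of 1122, 247 of 286 and 971 of 1044 were more than 2-fold lower.

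More than 2-fold higher in CNOT1 +Dox than in Luci +Dox cells of the first experiment were 1724 genes, compared with the paper's 1128. Within 1.5-fold of the paper's value were the counts with the mean of both Luci +Dox arrays (1419), the same line without Dox as the control (837), genes below the median left out (767), median centering (1606), quantile normalization (1672) and the spots of a gene averaged (1522). The second Luci +Dox array (1781) and no filter (2085) gave counts that were not. For CNOT2 the count was 1043, compared with the paper's 505, and none of the alternatives came within 1.5-fold, with values between 256 with genes below the median left out and 1434 with the second Luci +Dox array. For CNOT3 it was 1591, compared with the paper's 947. Within 1.5-fold were the mean of both Luci +Dox arrays (1413), the same line without Dox (982), median centering (1405) and averaged spots (1397), and outside were the second Luci +Dox array (1914), genes below the median left out (589), no filter (1946) and quantile normalization (1507).

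The median spot of a gene, chosen after seeing the values, gave 1583 genes for CNOT1, within 1.5-fold of the paper's count, and drops 150 of the 913 genes on the paper's list that were called with the brightest spot. Luci -Dox cells of the first experiment as the control, chosen after seeing the values, gave 1511 genes for CNOT1 and 1396 for CNOT3, also within 1.5-fold, and drop 351 of 913 and 307 of 769 genes on the paper's lists. For CNOT2 these settings gave 947 and 944 genes and for CNOT3 the median spot gave 1444, none within 1.5-fold.

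Over all genes, the correlation of the log2 differences of CNOT1 and CNOT2 was 0.3983, compared with the paper's value of about 0.44 in Fig. 3B, read by eye. For CNOT1 and CNOT3 it was 0.640, compared with the paper's value of about 0.71 in Fig. 3B, read by eye, and for CNOT2 and CNOT3 0.472, compared with about 0.54 in the paper's Fig. 3B, read by eye. None of the alternatives gave a value within the error set for this comparison, which is smaller than a reading by eye resolves. The values lay between 0.09333 and 0.5072 for the first pair, 0.1215 and 0.6859 for the second and 0.2073 and 0.5924 for the third. The lowest came with the same line without Dox. The highest came with the second Luci +Dox array as the control and lay above the paper's values for the first and the third pair.

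Bona fide CNOT2 genes numbered 229 higher, compared with the paper's 141. A fit to the compared groups alone (182), quantile normalization (211) and averaged spots (192) gave counts within 1.5-fold. Genes below the median left out (65), genes changed in Luci cells kept (252), median centering (214), 1.5-fold (600), no filter (267), the spread of all 12 arrays (228), the first (249) and second experiment alone (253), and an intensity trend or a replicate block (229 each) did not. Lower were 53 genes, compared with the paper's 82. Genes changed in Luci cells kept (62), median centering (64), no filter (56) and quantile normalization (64) gave counts within 1.5-fold. Genes below the median left out (12), 1.5-fold (375), the compared groups alone (49), averaged spots (41), the first (139) and second experiment alone (161), and the trend, the replicate block or the spread of all 12 arrays (53 each) did not. The median spot of a gene, chosen after seeing the values, gave 202 higher genes, within 1.5-fold, and drops 2 of the 7 genes of Fig. 5C that the brightest spot calls, while it gave 44 lower genes, outside 1.5-fold.

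In both experiments together, 669 genes were more than 2-fold higher in CNOT2 +Dox than in Luci +Dox cells, compared with the paper's about 430 in Fig. 4A, read by eye. Median centering (621), quantile normalization (615) and averaged spots (575) gave counts within 1.5-fold. Genes below the median left out (187), no filter (788), the compared groups alone (693), the spread of all 12 arrays (672), the first (1009) and second experiment alone (949), and a trend or a replicate block (669 each) did not. With Dox in Luci cells 281 genes were lower, compared with the paper's about 170 in Fig. 4A, read by eye. Averaged spots gave 214, within 1.5-fold. Genes below the median left out (21), median centering (299), no filter (417), the compared groups alone (304), quantile normalization (291), the spread of all 12 arrays (278), the first (676) and second experiment alone (812), and a trend or a replicate block (281 each) did not. The median spot of a gene, chosen after seeing the values, gave 602 and 229 genes in these comparisons, both within 1.5-fold, and drops 1 of the 9 genes of Fig. 5C that the brightest spot calls higher against Luci +Dox cells.

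The paper names 7 genes as lower on CNOT2 knock-down in Fig. 5C, and 4 of the 7 had a log2 difference below 0 here in both experiments in CNOT2 +Dox compared with Luci +Dox cells. RRAGB had 2.08 in the first and -2.31 in the second experiment, RANBP6 had 1.47 and -2.42, and ITGA8 had 0.44 and -1.62. The means of all 7 were below 0, with -0.12 for RRAGB. All 9 genes that Fig. 5C names as higher were more than 2-fold higher.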

Other observations

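The replicate block with an intensity trend and the list tests of CNOT2 -Dox against Luci -Dox cells were chosen only after results were seen.

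Besides the MHC II genes, 19 gene lists differed between CNOT2 +Dox and Luci +Dox cells at an adjusted p under 0.05 from limma's camera, and 0 did with an estimated correlation. The 10 pathways and the genes named as higher in Fig. 5C share MHC II genes with that list. The list counts here and below are therefore not counts of separate results. Adjusted over the pathways alone, 9 of the 10 passed with the MHC II genes and 3 without. The 24 interferon-stimulated genes had a mean log2 difference of 0.62 (0.58 in the first and 0.66 in the second experiment), with IFI35 at 2.62, ISG20 at 2.04, BST2 at 1.66 and IFIT2 at 1.33. The 16 genes of MHC class I presentation had 0.49 (0.51 and 0.46), with PSMB9 at 2.30, ERAP2 at 1.54, PSME1 at 0.93 and TAP1 at 0.88. Epithelial markers, 8 genes, had 0.58 (0.77 and 0.39), with EPCAM at 1.68, and immediate early genes, 25 genes, had 0.44 (0.28 and 0.61), with FOS at 1.72, KLF2 at 1.31 and FOSL1 at 1.19. The 22 p53 target genes had 0.37 (0.43 and 0.30), with GDF15 at 2.61 and TP53I3 at 1.99, and did not pass without the first CNOT2 +Dox (0.29), the first Luci +Dox (0.38) or the second Luci +Dox array (0.36). Lower were 467 zinc finger genes with -0.27 (-0.29 and -0.25) and 39 histone genes with -0.26 (-0.21 and -0.31), and the histone genes did not pass without the second CNOT2 +Dox (-0.15) or the first Luci +Dox array (-0.19). The genes of Fig. 5C had 2.39 (2.34 and 2.44) for those named as higher and -0.67 (0.22 and -1.55) for those named as lower. The study chose them as targets from its arrays, so they are not independent evidence. In fry, the interferon-stimulated genes had a p of 0.0353, the MHC class I genes of 0.0372, the epithelial markers of 0.0184 and the zinc finger genes of 0.0164.

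Against CNOT2 -Dox cells, 14 lists besides the MHC II genes passed, and 0 lists did with an estimated correlation in this and the following comparisons. The interferon-stimulated genes had a mean of 0.56 (0.27 and 0.86) there and did not pass without the second CNOT2 +Dox array (0.31). The MHC class I genes had 0.44 (0.26 and 0.62), the snoRNA genes -0.33 (-0.31 and -0.35) and the zinc finger genes -0.22 (-0.21 and -0.23). With Dox in Luci cells 3 lists passed, the metallothioneins with 0.62 (0.05 and 1.19), the mitochondrially encoded genes with 0.62 (0.09 and 1.15) and the Asthma pathway with 0.41 (-0.05 and 0.86), each mostly from the second experiment. The mitochondrially encoded genes had -0.10 without the second Luci -Dox array and did not pass without the first Luci +Dox array (0.43). In CNOT2 -Dox compared with Luci -Dox cells, the MHC II genes had a mean of 0.71 (0.75 and 0.68) and histone genes of -0.36 (-0.17 and -0.54).

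Other lists did not pass in CNOT2 +Dox compared with Luci +Dox cells. The 12 CCR4-NOT subunits had a mean log2 difference of 0.01, with CNOT2 at -1.50, RQCD1 at 0.74 and CNOT3 at 0.40 (-0.32 on its other spot). CNOT8 had 0.38 on its brightest spot, while its 10 spots lay between -0.08 and 0.38. All 10 spots of CNOT10 lay between -0.40 and -0.14, and 31 other mRNA decay factors had -0.07. Cell cycle genes had 0.07, ribosomal protein genes -0.04, RNA interference factors 0.05 and reference genes 0.00. Genes of the integrated stress response had 0.00, of the unfolded protein response 0.21, of the heat shock response 0.23 and of cholesterol synthesis -0.20. Metallothioneins had -0.10, the interferon gamma pathway 0.01 (0.39 and -0.36), partners of MHC II presentation 0.19, HOX genes -0.18, olfactory receptor genes -0.05 and mitochondrially encoded genes -0.47 (-0.16 and -0.77). Macrophage and dendritic cell markers had 0.31 and an adjusted p of 0.185. Markers of B cells, T cells, and osteosarcoma and fibroblasts had 2, 4 and 4 tested genes and were not tested as lists.

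With the replicate block and an intensity trend, limma called 27 genes in CNOT2 +Dox compared with Luci +Dox cells, among them HLA-DOA with a log2 difference of 3.58, HLA-DRB5 with 2.57, HLA-DRB1 with 2.14, HLA-DPA1 with 1.73 and CNOT2 with -1.50. Others, named after their values were seen, were RINL with 2.77, PPP1R1C with 2.75, APOE with 1.95, TMEM173 with 1.92, LGALS1 with 1.70 and ANKRD52 with -1.06. For the difference between the Dox effects of the CNOT2 and Luci lines, the largest values among genes more than 2-fold different in each experiment were those of FES (3.51), RINL (3.29), IFI35 (3.11), HCLS1 (3.09) and PARP10 (3.05), and of TRIM55 (-4.78), RNF223 (-4.34) and IGFBP3 (-2.96). In limma 0 of these passed at an adjusted p under 0.05, also with a replicate block. At an unadjusted p under 0.05, 211 genes were higher and 142 lower, together fewer than a share of 0.05 of the genes tested.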
